# Neuronal MCT2 promotes angiogenesis via lactate in the developing mouse neocortex

**DOI:** 10.1038/s41418-025-01581-w

**Published:** 2025-10-04

**Authors:** Daehoon Lee, Anika Wu, Lingling Yao, Shreya Satish, Lin Mei, Wen-Cheng Xiong

**Keywords:** Astrocyte, Neuroscience

## Abstract

Neural activity drives blood vessel (BV) formation and energy substrate delivery in the developing brain to meet rising metabolic demands; however, the underlying mechanisms remain poorly understood. In this study, we exposed neonatal mice to chronic whisker stimulation (WS), a paradigm known to enhance BV formation in the somatosensory (S1) cortex. Transcriptomic (RNA-seq) and spatial (RNA-scope) analyses revealed that WS upregulated monocarboxylate transporter 2 (MCT2) in cortical neurons and MCT1 in endothelial cells (ECs). These changes coincided with increased cortical lactate levels, elevated astrocytic vascular endothelial growth factor A (VEGFa), and enhanced angiogenesis. Functional experiments demonstrated that neuronal MCT2 is essential for mediating WS-induced angiogenic and metabolic responses. Mechanistically, MCT2 facilitates _L_-lactate influx into the cortex with or without WS, promoting lactate uptake by neurons and astrocytes. This, in turn, induces MCT2 expression in neurons and activates hypoxia-inducible factor 1α (HIF1α) and VEGFa expression in astrocytes. Together, these findings uncover a previously unrecognized role for neuronal MCT2 in regulating lactate flux, signaling, and vascular remodeling, thereby linking neural activity to metabolic adaptation and vascular development in the neonatal mouse neocortex.

## Introduction

The brain has a high energy demand and depends on a complex cerebral vasculature to meet its energy needs [1]. Alterations in brain vasculature are associated with various disorders, including neurodegenerative diseases [2]. Like blood vessels (BVs) in other tissues, cerebral BVs are composed of endothelial cells (ECs) and supporting cells, such as smooth muscle cells for arteries/arterioles and pericytes for micro-vessels [3]. In contrast to peripheral BVs, the ECs of cerebral BVs directly associate with astrocytes, a most abundant subtype of glial cells in the brain, through their end-feet. Astrocytes thus play essential roles in regulating cerebral BV formation, homeostasis, blood flow, and the integrity of blood-brain barrier (BBB) via their direct contacts and secreted factors [4–6]. Beyond astrocytes, mounting evidences has identified neural activity as a critical regulator in promoting cerebral BV formation and blood flow in a phenomenon known as neurovascular coupling (NVC) [4, 7–9]. For example, acute whisker stimulation (WS) in adult mice increases cortical blood flow [10], while chronic WS in neonatal mice promotes BV formation in the barrel cortex [11]. Conversely, sensory deprivation, such as whisker plucking, reduces BV networks [11, 12]. However, the precise mechanisms by which neural activity induces BV formation remain elusive.

It is important to note that neurovascular coupling (NVC) is closely linked with neurometabolic coupling (NMC), a process that connects changes in neuronal activity with the supply of energy substrates [13, 14]. A key aspect of NMC is the relationship between neural activity and primary energy substrates, such as glucose and lactate. It has been shown that neural activation leads to a rapid decrease in brain glucose levels, accompanied by a simultaneous increase in lactate concentrations [15, 16]. This raises important questions: how does neural activity simultaneously drive a reduction in glucose and an increase in lactate in the brain? How does neural activity coordinate the processes of NMC with BV formation and/or NVC?

Lactate, produced from pyruvate by lactate dehydrogenase (LDH), has long been viewed as a byproduct of aerobic glycolysis. Notable, the LDH reaction operates near thermodynamic equilibrium, with lactate flux primarily regulated by its relative concentration [17, 18]. In the adult brain, lactate is thought to be predominantly generated in astrocytes through glycolysis and acts as a crucial fuel for neurons via the astrocyte-to-neuron lactate (ANLS) shuttle pathway [19–23]. Additionally, lactate functions as a metabolic signaling molecule, influencing neuronal activity and mitochondrial ATP production [24, 25]. During embryonic mouse neocortex development, lactate, likely originating from radial glial progenitors, contributes to the coordination of neurogenesis and vasculature formation [26, 27]. Despite lactate’s abundance in the brain and its induction by neural activity [28, 29], the specific sources, functions, and mechanisms of activity-induced lactate remain poorly understood.

Lactate flux across cell membranes is mediated by monocarboxylate transporters (MCTs), which are members of the solute carrier 16 A (SLC16A) family. These proton-linked membrane proteins transport monocarboxylates such as lactate, pyruvate, and ketone bodies [30, 31]. The SLC16A/MCT family includes MCT1/SLC16A1, MCT2/SLC16A7, MCT3/SLC16A8, and MCT4/SLC16A3, each exhibiting cell- and tissue-specific expression patterns: MCT1 in capillary and venous ECs, MCT2 in neurons, and MCT3 in the retinal pigment epithelium and choroid plexus [32–34]. Basigin (Bsg) and embigin (Emb), transmembrane glycoproteins, facilitate the targeting of MCTs to the plasma membrane [35, 36]. MCT1 and MCT2 are involved in lactate transport in the hippocampus and are essential for learning and memory in rodents [37, 38]. However, their roles, particularly through neuronal MCT2, in regulating lactate signaling, angiogenesis, and NMC remain largely unclear and require further investigation.

Here, we subjected neonatal mice to a chronic WS paradigm, which is known to promote vasculature in the somatosensory (S1) cortex [11, 12, 39]. RNA-seq analysis of the cortex revealed increased expression of MCT1-3, Bsg, and Emb due to WS. We focused on neuronal MCT2 in WS-induced vascular development, and obtained the following findings: (1) increased MCT2 expression in pyramidal neurons of the barrel cortex after WS and its decrease following whisker plucking; (2) essential roles of neuronal MCT2 in enhancing astrocytic VEGFa expression and BV formation in the barrel cortex; (3) WS-induced lactate flux to the cortex being dependent on MCT2; (4) _L_-lactate influx via MCT2 inducing its own expression in neurons; (5) _L_-lactate influx via MCT1 stabilizing HIF1α and inducing VEGFa in astrocytes, likely by inhibiting α-ketoglutarate (α-KG) activation of prolyl hydroxylases (PHs); and (6) subcutaneous _L_-lactate injections mimicking the effect of WS, alleviating the BV deficit in MCT2-deficient mice. Together, these findings underscore MCT2’s pivotal role in both baseline and activity-induced lactate flux and angiogenesis. They provide evidence that _L_-lactate acts as a signaling molecule, enhancing MCT2 expression in neurons, stabilizing HIF1α, and increasing VEGFa in astrocytes, thereby promoting angiogenesis in the neonatal mouse cortex. These results also offer new insights into the association and coordination of neural activity-induced metabolic supply and angiogenesis.

## Results

### Neuronal MCT2 expression linked to neural activity and BV network formation in the developing mouse barrel cortex

To explore mechanisms underlying neural activity-induced BV formation, mice at P14 underwent daily WS for 8 days (Supplementary Fig. 1a). At P21, sections of their S1 cortex were immunostained using antibodies against various BV markers, including EC markers (e.g., CD31, PODXL, IB4), pericyte marker PDGFRβ, and arteriole marker SMA (smooth muscle actin) [40–43]. BV densities labeled by these markers, except SMA, were selectively increased in layers IV-V of the contralateral barrel cortex stimulated by WS, compared to the non-stimulated ipsilateral side (NS) (Supplementary Fig. 1b-j). This increase primarily occurred in BVs with diameters of 5–10 µm (Supplementary Fig. 1d). These results, consistent with previous findings [9, 11, 44], suggest that WS promotes the formation and maturation of BV networks, predominantly capillaries and venules.

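Bulk RNA-seq was performed on S1 cortex of mice at postnatal day 21, collected 90 minutes after the last stimulation, with 3 samples from mice after 8 days of whisker stimulation (WS) and 3 non-stimulated samples (NS). The authors removed rRNA and low-quality reads and aligned the rest with HISAT2. For each gene they deposited the mean and the SD of its read counts over the 6 libraries, and the z-score of each library, which is its distance from that mean in units of that SD. The count of each library was computed back as the mean plus the z-score multiplied by the SD, and rounded to a whole number. In the 13418 of 14824 listed genes for which the rounding of the deposited values left less than 0.1 count of uncertainty, 88.5% of the values came back as whole numbers, against 4.53% expected by chance. The counts over the listed genes summed to 15856069, 16064958 and 16002343 in NS replicates 1, 2 and 3, and to 17276169, 16064485 and 15660389 in WS replicates 1, 2 and 3. A gene of 10 or more counts on average was given back with an uncertainty of at most 0.0785% of its mean. Counts were normalized by edgeR's TMM method and are given as CPM, which are counts scaled to the normalized library size. Genes were kept by edgeR's filterByExpr, which left 13747 genes, and WS was compared with NS by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over those genes. The biological coefficient of variation between replicates was 10.1%. Libraries with the same replicate number deviated together from their group means (Pearson's r of 0.34, 0.23 and 0.09 across 13688 genes, which are not independent replicates), so a fit with the replicate number as a block was made as well.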

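Of the 13747 genes tested, 4 had an adjusted p under 0.05 and a log2 fold change above 1 in WS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), namely Slc16a1, Slc16a7, Vegfa and Emb. In the other direction, 0 genes had an adjusted p under 0.05 and a log2 fold change below -1. Bsg also passed the adjusted p, with a smaller fold change. At an unadjusted p under 0.05 there were 119 genes higher and 45 lower in WS. With the replicate number as a block, 6 genes were higher and 0 lower by the same thresholds, and 190 genes were higher and 53 lower at an unadjusted p under 0.05. Emb was not among the 6, since its log2 fold change with the block was 0.999. Most genes moved little, with a median absolute log2 fold change of 0.07. The alternatives set before the data were examined that moved the count of higher genes most, each to 0, were leaving out NS replicate 2, leaving out NS replicate 3, and thresholds of an unadjusted p under 0.05 and a log2 fold change above 2. On counts simulated from the means, library sizes and dispersions of these libraries, 200 genes were changed by a log2 fold change of 1 to 2 in either direction. The same test recovered 93.5% of them at an adjusted p under 0.05, whatever the estimated fold change. The adjustment is less strict with 200 changed genes than with few. The 93.5% therefore does not tell how many genes of that size were missed here.

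**Figure D1:**
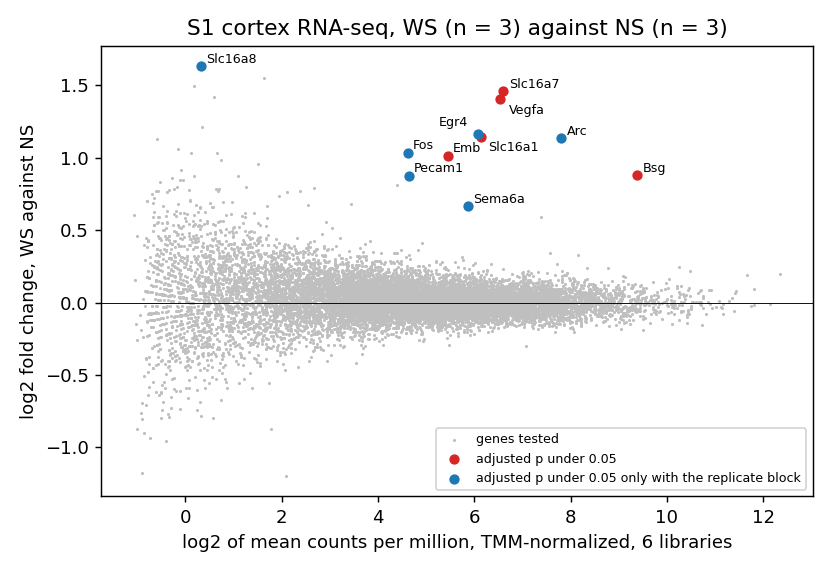
Each point is a gene, with the log2 of its mean TMM-normalized CPM over the 6 libraries on the x axis and its log2 fold change, WS against NS, on the y axis. Red points are the 5 genes with an adjusted p under 0.05, and blue points are genes that passed with the replicate number as a block and not without it.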

After establishing the model, we conducted bulk RNA-seq analysis and identified 363 up- and 138 down-regulated DEGs (differentially expressed genes) in the stimulated S1 cortex (Supplementary Fig. 2a, b). 

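The enrichment analyses themselves (GESA, GO and KEGG) were not repeated here, since their term lists were not used here. Lists of genes were tested in their place with limma's camera, a competitive test that asks whether the genes of a list changed more than the other tested genes, two-sided with a fixed inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 9 lists. Camera was run on log2 CPM. The 6 lactate transporter genes of Supplementary Fig. 2f (Slc16a1, Slc16a7, Slc16a8, Slc16a3, Bsg and Emb) had a median log2 fold change of 1.08 and all 6 were higher in WS (limma's camera, adjusted p = 2.2e-17 over the 9 lists tested, and adjusted p = 2.1e-18 with the replicate number as a block). The paper chose this list from these data, so its p does not measure stability. The 7 lactate metabolism genes of the same panel (Slc37a4, Ldha, D2hgdh, Mtch2, Pou6f1, Per2 and Haghl) had a median log2 fold change of 0.04, with 5 higher and 2 lower (limma's camera, adjusted p = 0.610, and adjusted p = 0.720 with the block). A list of 15 endothelial marker genes had a median log2 fold change of 0.09, with 15 of 15 higher (limma's camera, adjusted p = 0.00197, and adjusted p = 0.00169 with the block). Its largest change was in Pecam1, and the other 14 markers lay between 0.0024 and 0.25. Without WS replicate 3, 9 of the 15 were higher, with a median of 0.036 (limma's camera, adjusted p = 0.292). A list of 10 astrocyte marker genes had a larger median log2 fold change of 0.13, with 10 of 10 higher (limma's camera, adjusted p = 0.00482, and adjusted p = 0.00791 with the block). Without WS replicate 3, 6 of these 10 were higher (limma's camera, adjusted p = 0.455). Without NS replicate 3, 9 of the 10 were higher, with a median of 0.094 (limma's camera, adjusted p = 0.0961). The list includes Gja1, with a log2 fold change of 0.59. Its count was 347 in NS replicate 3 against 2967 and 3091 in the other NS libraries, which may be an error in the deposited values.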

GESA (Gene Enrichment Score Analysis) and GO analysis highlighted top pathways including BV development, angiogenesis, and lactate transporter/metabolism (Supplementary Fig. 2c–f). 

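The genes encoding MCT1 and MCT2 are Slc16a1 and Slc16a7, and Supplementary Fig. 2f gives Slc16a8 for MCT3. The RNAscope methods instead list the MCT3 probe under Slc16a3. Slc16a1 (chromosome 3 of GRCm38, 104638668 to 104658462, in GENCODE M21, while the build used by the authors is not named in the paper's text) had 43.7 ± 0.691 TMM-normalized CPM in NS (SD, n = 3) and 96.5 ± 15.5 in WS (SD, n = 3). Its log2 fold change was 1.14 (standard error 0.11, adjusted p = 0.00356 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.13 with the replicate number as a block (adjusted p = 2.6e-07 from the same test). Slc16a7 (chromosome 10, 125219270 to 125389465) had 51.9 ± 5.04 CPM in NS and 142.7 ± 42.6 in WS (SD, n = 3 each). Its log2 fold change of 1.46 (standard error 0.18) had an adjusted p of 0.0142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was 1.42 with the block (adjusted p = 1.9e-07 from the same test). Slc16a8 (chromosome 15, 79251014 to 79254761) had few counts, with 11, 6 and 12 in the NS libraries and 23, 25 and 44 in the WS libraries. Its log2 fold change was 1.63 (standard error 0.38), with an adjusted p of 0.9998 without the block and 0.0442 with it, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Bsg (chromosome 10, 79704491 to 79711969) rose from 469.9 ± 22.5 to 864.3 ± 121.1 CPM (SD, n = 3 each), a log2 fold change of 0.88 (standard error 0.10). Emb (chromosome 13, 117208536 to 117274415) rose from 28.9 ± 2.45 to 58.3 ± 12.2 (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.14). The adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0088 for Bsg and 0.0355 for Emb, and 8.4e-06 and 2.2e-06 with the block, where their log2 fold changes were 0.87 and 0.999. In the annotation Slc16a1 overlaps genes on its own strand, and Slc16a7, Slc16a8 and Emb overlap genes on the other strand, whose reads could have been counted with them because the counting is not described. With NS replicate 2 or NS replicate 3 left out, 0 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slc16a3, which the same panel labels MCT4, had a log2 fold change of 0.15 (standard error 0.18), and 0.14 with the block (standard error 0.16), within the spread between replicates. In all 5 of the genes Slc16a1, Slc16a7, Slc16a8, Bsg and Emb, each WS library was above each NS library (exact permutation test, two-sided p = 0.10, the smallest that 3 libraries against 3 allow). Over the list of 8 genes fixed before the data were examined, the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0016 for Slc16a8 and lower for the other 4. The paper names most of these 8 genes from these same data, so this adjustment does not measure stability.

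**Figure D2:**
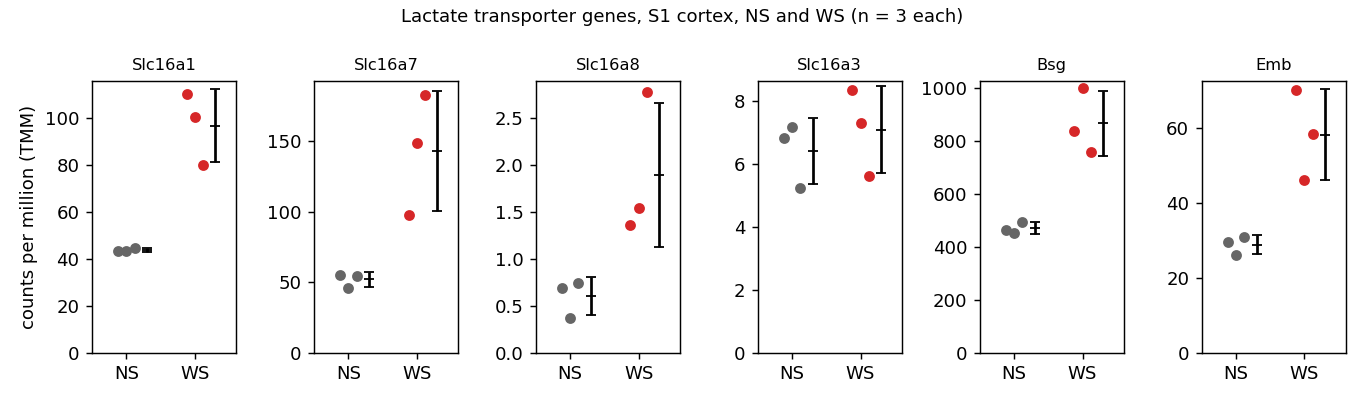
TMM-normalized CPM of the 6 lactate transporter genes in each library, with NS in grey and WS in red (n = 3 each) and the mean and SD as a black bar beside the points. Each panel has its own y axis starting at 0, and only for Slc16a3 do the NS and WS points overlap.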

Specifically, MCT1-3, along with Bsg and Emb, which promote MCT targeting to the plasma membrane [35, 36], were significantly increased by WS (Supplementary Fig. 2b-f). These findings were validated by RT-qPCR (Supplementary Fig. 2g) and Western blot analyses (Supplementary Fig. 2h, i).

We then investigated the layer-specific induction of MCT1-3 and the cell types involved in the S1 cortex following WS using RNAscope combined with co-immunostaining analysis. We observed that MCT1-3 were all induced in layers IV-V of the S1 cortex (Fig. 1a–f and data not shown), with varying expression across different cell types (Supplementary Fig. 3). Specifically, MCT1 mRNA was prominently expressed in CD31^+^ ECs (~58%), and to a lesser extent in GLAST1^+^ astrocytes (~16%) and other cell types (~26%) (Supplementary Fig. 3a, b), consistent with previous reports of MCT1 expression primarily in ECs of capillaries and venules [45]. Importantly, the increase in MCT1 mRNA induced by WS was selective to CD31^+^ ECs, with no significant change observed in GLAST1^+^ astrocytes or other cell types (Supplementary Fig. 3c). The elevated MCT1 mRNA levels correlated well with increased ECs following WS, maintaining comparable levels per CD31^+^ EC between NS and WS conditions (Supplementary Fig. 3d).

**Fig. 1:**
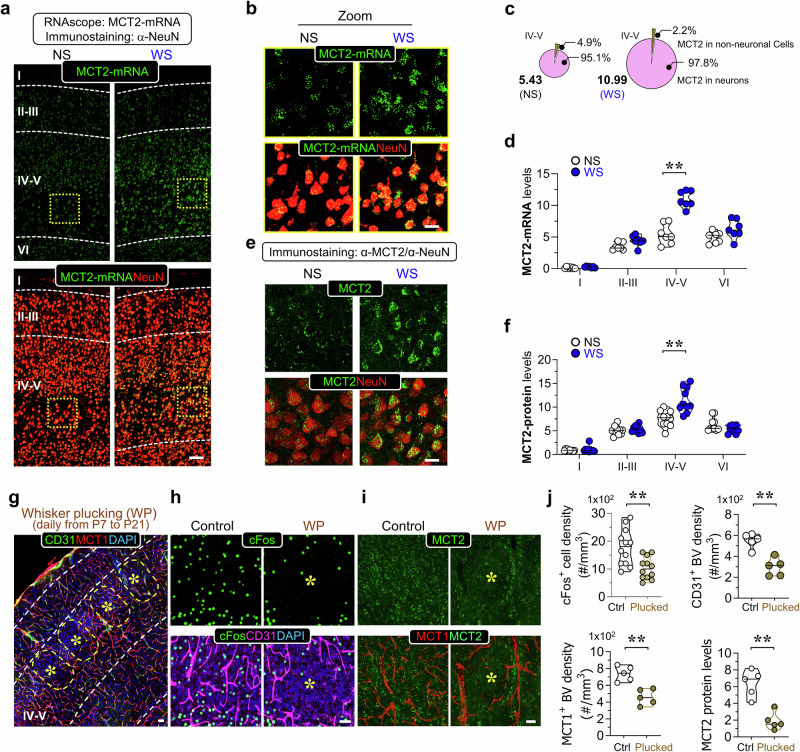
Neuronal MCT2 expression in mouse S1 cortex in response to WS or plucking. **a–d** RNAscope analysis of MCT2-mRNAs, which were co-immunostained with indicated antibodies, in the S1 cortex of WT mice with WS or NS. Representative images **a** and zoom images **b** from layers IV-V (in yellow square) were shown. Quantifications of neuronal MCT2 mRNA distribution [in neurons (MCT2^+^NeuN^+^) and other cells (Mct2^+^NeuN^-^) over total, %] and MCT2-mRNA intensity in layers I-VI were presented in **c** and **d**, respectively. The data in **d** were mean ± SD (*n* = 7 mice per group, **P < 0.01, two-way ANOVA and Bonferroni post comparisons test). **e, f** Co-immunostaining analysis using indicated antibodies in S1 cortex of WT mice with WS or NS. Representative images in layers IV-V **e**, and quantifications of MCT2^+^ intensity per indicated area (mean ± SD, *n* = 10 mice per group, **P < 0.01, two-way ANOVA and Bonferroni’s multiple comparisons test) **f** were shown. **g–j** Representative images of co-immunostaining analysis in the relevant S1 cortex barrel column region with whisker plucking **g**. Representative images of co-immunostaining in the relevant S1 cortex barrel column region with or without whisker plucking **h, i**, and quantifications of cFos^+^ cell density, CD31^+^-BV density, MCT1^+^-BV density, and MCT2 protein levels in whisker plucked and control columns (layers IV-V) (mean ± SD, *n* = 5 ~ 12 from 3 mice per group, **P < 0.01, student’s t-test) **j** were shown. Scale bars = 50 μm.

Unlike MCT1, MCT3 mRNA was detected in various cell types, including GLAST^+^ astrocytes (~15%), NeuN^+^ neurons (~14%), Oligo2^+^ glial cells (~10%), IBA1^+^ microglia (~10%), and cells of unknown identity (~50%) (Supplementary Fig. 3e, f). The increase in MCT3 mRNA induced by WS was most prominent in GLAST1^+^ astrocytes and cells of unknown identity in layers IV-V (Supplementary Fig. 3g).

Distinct from MCT1/3, MCT2 mRNA was specifically expressed in NeuN^+^ neurons (>95%) (Fig. 1a–d). This was confirmed by co-immunostaining analysis (Fig. 1e, f). Further analysis revealed that the majority (60% to 80%) of MCT2^+^ neurons were NeuroD6-Cre^+^ glutamatergic pyramidal neurons (Supplementary Fig. 4a, b). These neurons are a key neuronal subset in the barrel cortex responsive to WS, as indicated by the prominent induction of cFos, an immediate early gene (IEG) and neural activity marker, specifically in NeuroD6-Cre^+^ pyramidal neurons but not in PV (parvalbumin) interneurons in layers IV-V of the S1 cortex following WS (Supplementary Fig. 4c–h). Additionally, the increased MCT2 expression co-localized with induced cFos expression (Supplementary Fig. 4i, j), suggesting their closely associated regulation. These findings underscore the interconnected roles of neural activity, IEG/c-Fos expression, MCT2 induction, and MCT1+ micro vessel density in the S1 cortex.

To further investigate their association, we employed the whisker plucking (WP) model (Fig. 1g). Consistent with previous findings [11], individual whisker plucking led to reductions in neural activity (cFos^+^) and BV density (CD31^+^ and MCT1^+^) in the corresponding barrel columns (Fig. 1h–j). Concurrently, there was a decrease in neuronal MCT2 expression in the whisker-plucked barrel column (Fig. 1h–j). These results provide additional evidence linking neuronal MCT2 expression with neural activity, IEG/cFos expression, and BV density, highlighting the role of MCT2 in neural activity-induced BV network formation.

### Simultaneous induction of neuronal IEG/cFos and MCT2 by MCT2-mediated lactate influx

Considering the reports of _L_-lactate regulation of neural activity [24, 46, 47], we investigated the impact of _L_-lactate on MCT2 expression in cultured neurons and in mouse S1 cortex. Primary cortical neurons from mouse embryos were treated with _L_-lactate at various concentrations (e.g., 5-, 10-, and 20 mM) for 6 or 10 h (Fig. 2a). Western blot analysis revealed that _L_-lactate increased levels of cFos and MCT2 in a dose dependent manner (Fig. 2b). Interestingly, the increases in c-Fos and MCT2 detected by both Western blot and RT-PCR analyses were abolished by AR-C155858 (Fig. 2c, d), an MCT1/2 transporter inhibitor [48–50], which blocked the lactate influx into the neurons (Fig. 2e). Given the predominant expression of MCT2 over MCT1 in neurons, these findings suggest that MCT2-mediated influx of _L_-lactate is crucial for inducing c-Fos and MCT2 expression in neurons, implying a positive feed-forward mechanism(Fig. 2f).

**Fig. 2:**
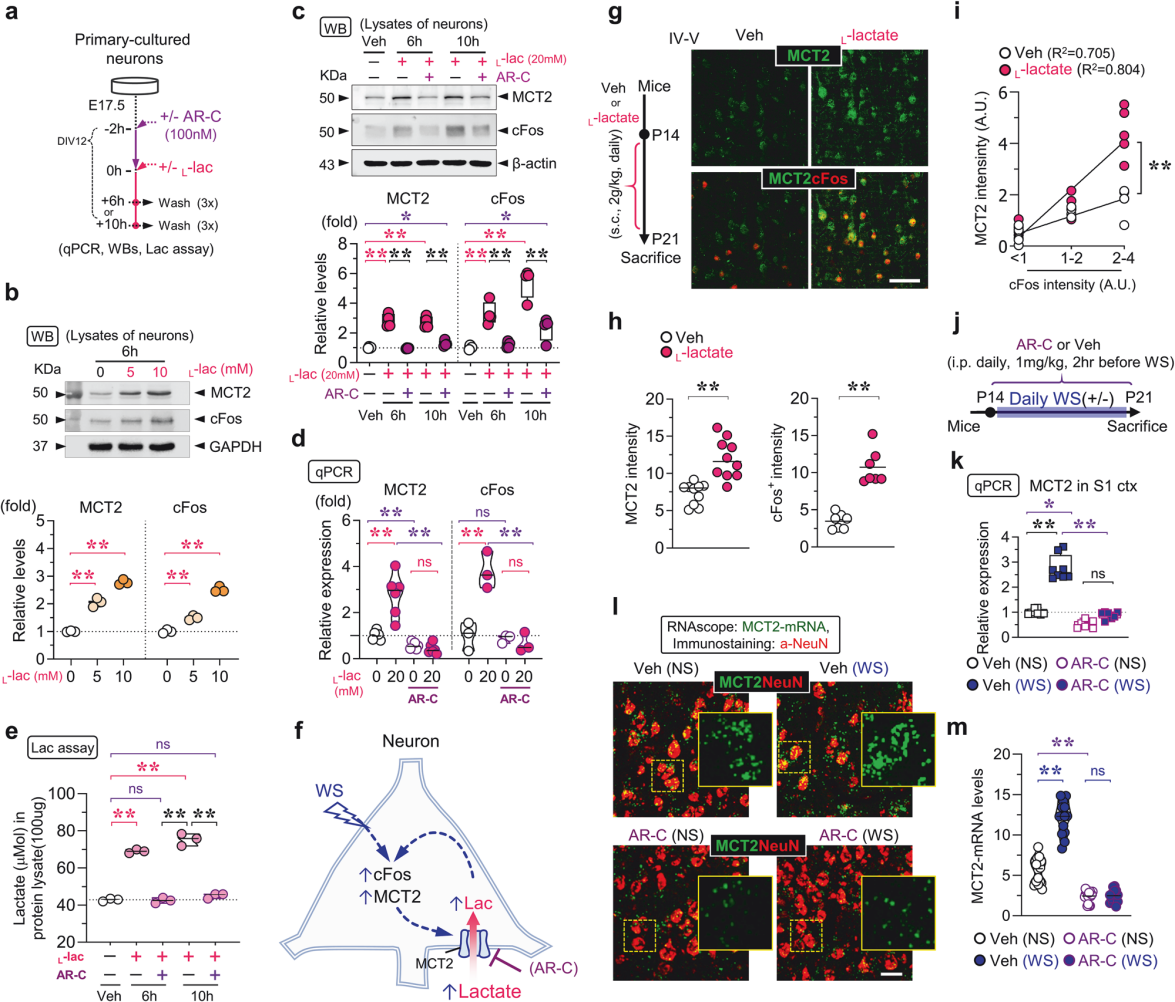
Inductions of neuronal cFos and MCT2 expression in culture and in vivo by MCT2-mediated lactate-influx. **a–e** Exogenous _L_-lactate induced IEG/cFos and MCT2 expressions and _L_-lactate uptake in cultured neurons, which were all abolished by AR-C155858 (AR-C), an inhibitor of MCT2. The schematic of experimental protocol **a**, the representative Western blots and their the quantification of data **b, c**, the qPCR analysis of MCT2 and cFos **d**, and the up-taken _L_-lactate levels **e** were shown. Data in **b** and **d, e** were mea*n* ± SD (*n* = 3–6 mice per group, *P < 0.05, **P < 0.01, one-way ANOVA with Tukey’s Honestly Significant Difference (HSD) test). **f** The schematic of a working model for _L_-lactate or WS induced MCT2 expression in neurons. The blue dotted arrows indicate signaling pathways, and the pink arrow mark the lactate influx. **g, h** Induced neuronal IEG/cFos and MCT2 in S1cortex (layers IV-V) by subcutaneous *(*s.c.) injections of _L_-lactate. The schematic of experimental protocol (**g**, left), the representative images of co-immunostaining analysis of MCT2 (green) with cFos (red) in the S1 cortex (layer IV-V) with vehicle or _L_-lactate injections (**g**, right), the quantifications of MCT2 intensity and cFos^+^ cell intensity **h** were shown. The data in **h** were mea*n* ± SD [*n* = 7 ~ 10 (area in 1x10^2^mm^3^)] from 3 mice per group (**P < 0.01, student’s t-test). **i** Correlation of MCT2 and cFos intensity with fitted linear regression analysis (mea*n* ± SD, *n* = 3 mice per group, R^2^ = Correlation coefficient, **P < 0.01; linear regression difference). **j** The schematic of experimental protocol. **k–m** The qPCR analysis of MCT2 **k** and representative images of RNAscope analysis of MCT2-mRNAs, which were co-immunostained with NeuN antibody **l**, and the quantification [mea*n* ± SD, *n* = 14 from 3 mice per group, *P* < 0.01, one-way ANOVA with Tukey’s HSD test] **m** were shown. Scale bars = 50 μm. The blue star (*) indicates a comparison between with WS or NS. The magenta star (*) indicates a comparison between AR-C inhibitor and vehicle control. The magenta star (*) are comparisons between presence and absence of L-lactate, while the black star (*) indicates a comparison between each indicated experiment group, respectively.

Next, we investigated whether increasing circulating _L_-lactate levels in vivo could induce MCT2 expression in neurons of the S1 cortex. Neonatal mice were subcutaneously (s.c.) injected with _L_-lactate (2 g/kg bodyweight) once daily for 8 days (Fig. 2g, left). An elevated neuronal MCT2 levels in the S1 cortex was detected following _L_-lactate injections, compared to vehicle controls, correlating closely with the induction of cFos by co-immunostaining analysis (Fig. 2g–i). These findings provide compelling in vivo evidence that _L_-lactate stimulates the expression of cFos and MCT2 in neurons in vivo.

We further explored whether the induction of neuronal MCT2 by WS relies on MCT1/2-mediated lactate flux. Mice were intraperitoneally injected with AR-C155858 and subsequently exposed to WS (Fig. 2j). In vehicle-injected mice, RT-PCR and RNAscope analysis detected increased MCT2 mRNA levels in the cortex following WS (Fig. 2k–m). However, AR-C15858 not only decreased baseline MCT2 mRNA levels in the S1 cortex but also prevented WS-induced MCT2 expression (Fig. 2k–m). These findings highlight the necessity of MCT1/2 transporter activity for both basal and WS-induced MCT2 expression. Together, these results suggest that MCT2-mediated lactate influx into neurons serves as a signaling mechanism that reinforces neural activity-induced MCT2 expression, establishing a positive feed-forward loop (Fig. 2f).

### Enhanced BV network formation by MCT2 in baseline and activity-induced conditions

We proceeded to investigate the role of MCT2 in neural activity-induced angiogenesis. Initially, we assessed the impact of AR-C155858 on the BV increase induced by WS. As depicted in Supplementary Fig. 5a, b, the elevation in MCT1^+^ BVs due to WS was significantly diminished in mice injected with AR-C155858 compared to vehicle-injected mice, indicating a requirement for MCT1/2 activity in this induction.

Considering that AR-C155858 was administered intraperitoneally to the mice, potentially inhibiting both MCT1 and MCT2 transporters systemically, we investigated its effects on body weight and lactate levels in serum, peripheral tissues (such as liver and TA muscles), and the S1 cortex. Surprisingly, the AR-C155858-treated mice showed little to no change in body weight (Supplementary Fig. 5c), in TA muscle and liver masses (Supplementary Fig. 5d), or in _L_-lactate levels in serum and liver (Supplementary Fig. 5e–h). However, the treatment notably reduced lactate levels in the S1 cortex and TA muscles (Supplementary Fig. 5g, h). These findings suggest that MCT1 and MCT2 in the S1 cortex and TA muscles may be more susceptible to AR-C155858 treatment. To explore this further, we performed Western blot analysis of MCT1, and MCT2 proteins in homogenates of S1 cortex, TA muscles, and liver. Interestingly, AR-C155858 treatment led to reductions in MCT1 and MCT2 levels in the S1 cortex, but not in the liver (Supplementary Fig. 5i, j). Consistent with the reduced lactate levels in the TA muscles, a decrease in MCT2 in the TA muscles, but not MCT1 was detected (Supplementary Fig. 5i, j). These results support the hypothesis that AR-C155858 preferentially affects MCT2 and MCT1 in the cortex and MCT2 in TA muscles.

Given AR-C155858’s inhibitory effects on both MCT1 and MCT2, to assess the specific function of neuronal MCT2, it is important to generate a specific MCT2 suppressor. To this end, we generated a lentivirus expressing shRNA targeting MCT2. This approach effectively reduced MCT2 expression, as confirmed by both Western blot and immunostaining analyses (Supplementary Fig. 6a–d). These results also demonstrated the specificity of the MCT2 antibody. The antibody recognized a single band at the expected molecular weight in Western blot analysis, which was diminished following shRNA-MCT2 virus infections (Supplementary Fig. 6a, b) and increased upon overexpression of the MCT2-mCherry fusion protein (Supplementary Fig. 6e–g). Additionally, co-immunofluorescence analysis revealed overlapping signals between the MCT2 antibody and the mCherry from the overexpressed MCT2-mCherry fusion protein (Supplementary Fig. 6h, i), further supporting the antibody’s specificity.

We then injected control (scramble) and shRNA-MCT2 viruses into the S1 cortex of P4 pups and examined their effect on BV increase induced by WS (Fig. 3a). Indeed, the increase in MCT1^+^ BV density triggered by WS was abolished by shRNA-MCT2 (Fig. 3b, c), confirming the essential role of MCT2 in this process. Notably, shRNA-MCT2 reduced MCT1^+^ BV density in the absence of WS (Fig. 3b, c), suggesting that MCT2 is involved in the basal development and/or maintenance of BVs.

**Fig. 3:**
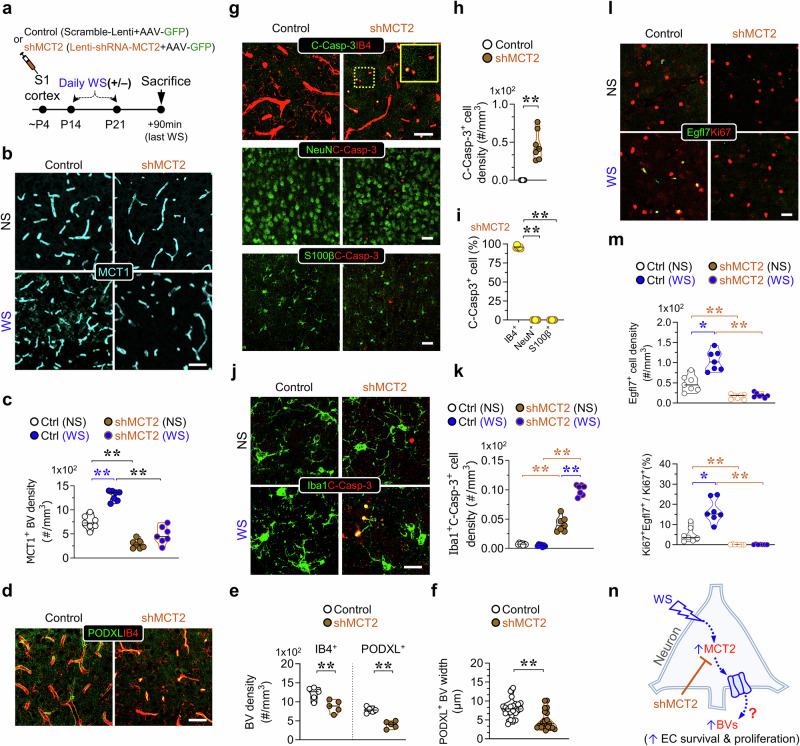
Requirement of MCT2 for basal and WS-induced BV formation and EC survival. **a** The schematic of the experimental protocol. Lentivirus of MCT2-shRNA (MCT2-shRNA) or scrambled shRNA particles, mixed with AAV-hSyn-GFP virus (to mark injected brain region), were injected into the S1 cortex of WT mice. **b, c** Representative immunostaining images of MCT1^+^ (cyan) BVs in the layers IV-V of viruses infected regions in the of S1 cortex in **b**, and quantification of MCT1^+^-BV densities in layers IV-V (*n* = 7 from 3 mice per group, mean ± SD, **P < 0.01, one-way ANOVA with Tukey’s HSD test) in **c** were shown. **d–f** Representative images of co-immunostaining analysis of Podocalyxin (PODXL) and Isolectin GS-IB4 (red) BVs in layers IV-V of the S1 cortex in **d**, and quantifications of PODXL^+^ and IB4^+^ BV densities in **e**, and PODXL^+^ BV diameters in **f** (mean ± SD, *n* = 7 from 3 mice per group, **P < 0.01, student’s t-test) were shown. **g–i** Representative images of co-immunostaining with indicated antibodies in **g**, and the quantifications (mean ± SD, *n* = 7 from 3 mice per group, **P < 0.01, student’s t-test, or one-way ANOVA with Tukey’s HSD test) in **h, i** were shown. **j, k** Representative images of the co-immunostaining analysis using indicated antibodies in (**j**), and the quantifications of the phagocytic microglia (Iba1^+^ C-Casp-3^+^) densities (mean ± SD, *n* = 7 from 3 mice per group, **P < 0.01, one-way ANOVA with Tukey’s HSD test) in **k** were shown. **l, m** Representative images of co-immunostaining analysis using indicated antibodies in **l**, and the quantifications of Egfl7^+^ cell density and ki67^+^Egfl7^+^ over total ki67^+^ cells (%)(mean ± SD, n = 7 from 3 mice per group, *P < 0.05, **P < 0.01, one-way ANOVA with Tukey’s HSD test) in **m** were shown. **n** A schematic of a working model. The blue dotted arrows indicate signaling pathways. Scale bars = 50 μm. The blue star (*) indicates a comparison between with WS or NS. The brown star (*) indicates a comparison between shRNA-MCT2 or scramble shRNA control, while the black star (*) indicates a comparison between each indicated experiment group, respectively.

Furthermore, we confirmed the role of neuronal MCT2 in BV formation and/or maintenance by co-immunostaining analysis with other EC markers, such as PODXL and IB4. Using shRNA-MCT2, we observed reductions in both PODXL^+^ and IB4^+^ BV densities (Fig. 3d, e). Remarkably, PODXL^+^ BVs in shRNA-MCT2 injected samples exhibited narrower widths compared to scramble controls, resembling “string vessels” (Fig. 3d, f), a phenotype associated with compromised EC survival. To investigate this further, we examined the presence of active or cleaved caspase 3 (C-Casp-3) in IB4^+^ ECs. In shRNA-MCT2-injected barrel cortex, C-Casp-3 was detectable in IB4^+^ ECs but absent in NeuN^+^ neurons, S100β^+^ glial cells, or IBA1^+^ microglia (Fig. 3g–k). Interestingly, upon WS, C-Casp-3 was associated with IBA1^+^ microglial processes (Fig. 3j, k). Additionally, shRNA-MCT2 abolished the induction of tip EC proliferation (Egfl7^+^Ki67^+^) observed during WS (Fig. 3l, m). These findings suggest that compromised EC survival and impaired tip EC proliferation contribute to the reduced BV density in shRNA-MCT2-treated mice. Overall, these results support the role of neuronal MCT2 in promoting EC proliferation and survival (Fig. 3n).

To further validate that the deficits in BVs resulted specifically from neuronal MCT2 suppression by shRNA-MCT2, and not from off-target effects, we generated AAV-hSyn-DIO-hMCT2-T2A-mCherry. This virus expresses human MCT2 (hMCT2) in a Cre-dependent and shRNA-MCT2-resistant manner (Supplementary Fig. 7). In NeuroD6-Cre mice, we co-injected shRNA-MCT2 lentivirus with AAV-hSyn-DIO-hMCT2-T2A-mCherry or a control virus (AAV-hSyn-DIO-mCherry) into the S1 cortex, and assessed their effects on BVs (Fig. 4a–f). The BV densities marked by MCT1, CD31, or Glut1 were elevated in regions where shRNA-MCT2 was co-expressed with hMCT2, compared to those co-infected with shRNA-MCT2 and the control virus (Fig. 4a–f). Additionally, the EC death marker (C-Casp-3^+^IB4^+^) was reduced in areas where hMCT2 was co-expressed with shRNA-MCT2 (Fig. 4e, f). Western blot analysis confirmed an increase in MCT1 levels in response to hMCT2 expression (Supplementary Fig. 7c, d). These findings provide strong evidence that the deficits in BVs observed with shRNA-MCT2 were specifically due to the loss of neuronal MCT2, rather than off-target effects of shRNA-MCT2, underscoring critical roles of neuronal MCT2 in maintaining EC survival and BV density in the developing S1 cortex.

**Fig. 4:**
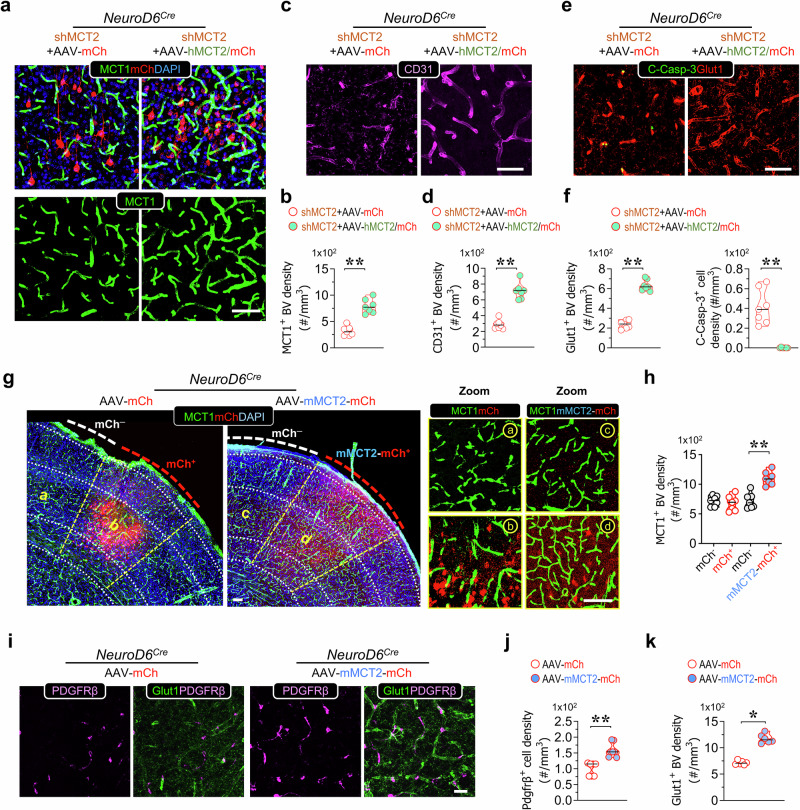
Expressing neuronal MCT2 mimicking WS and increasing BV network formation. **a, b** Representative images of co-immunostaining analysis of MCT1 with mCherry in human-MCT2 virus infected S1 cortex in NeuroD6-Cre mice **a** and quantification of MCT1^+^-BV density **b** were shown (mean ± SD, *n* = 7 from 3 mice per group, **P < 0.01, student’s *t*-test). **c–f** Representative images of immunostaining analysis with indicated antibodies in **c,** **e**, and quantifications (mean ± SD, *n* = 7 from 3 mice per group, **P < 0.01, student’s *t*-test) in **d, f** were shown. **g, h** Representative images of co-immunostaining analysis of mouse-MCT2 and mCherry, with DAPI in mMCT2-mCh fusion virus infected S1 cortex in NeuroD6^Cre^ mice **g**, and quantification of MCT1^+^-BV density **h** (mean ± SD, *n* = 7 from 3 mice per group, **P < 0.01, one-way ANOVA with Tukey’s HSD test) were shown. **i–k** Representative images of immunostaining analysis of PDGFRβ (magenta) and Glut1^+^(green)-BV in **i**, and quantifications of PDGFRβ^+^ pericyte density **j** and Glut1^+^-BV density **k** (mean ± SD, *n* = 7 from 3 mice per group, *P < 0.05, **P < 0.01, student’s *t*-test) was shown. Scale bars = 75 μm.

We next investigated whether increasing MCT2 levels in neurons could replicate the effects of WS on BVs. The S1 cortex of NeuroD6-Cre mice was injected with AAV-hSyn-DIO-mMCT2-mCherry, which expresses a mouse MCT2-mCherry fusion protein in a Cre-dependent manner (Supplementary Fig. 6e–i). As shown in Fig. 4g–k, the density of MCT1^+^ BVs was notably increased in regions where mMCT2-mCherry was expressed, compared to adjacent regions within the same mouse that were not infected with AAV-hSyn-DIO-mMCT2-mCherry, as well as compared to different mouse cortices infected with a control virus. Consistent with this finding, Western blot analysis showed an elevation in MCT1 protein levels upon neuronal expression of mMCT2-mCherry (Supplementary Fig. 6f, g). These results indicate that augmenting MCT2 levels in neurons is sufficient to enhance cerebral BV density, thereby mimicking the effects observed with WS.

### Facilitating baseline- and activity-induced astrocytic VEGFa expression by MCT2

To explore how neuronal MCT2 increases BV density, we investigated whether VEGFa, a well-known angiogenic growth factor, is influenced by WS and MCT2, and whether it contributes to the induced BV formation. Heat map analysis of our RNA-seq data highlighted genes involved in angiogenesis, showing that VEGFa expression was up-regulated by WS (Fig. 5a). This finding was confirmed by RT-PCR (Fig. 5b) and RNAscope analysis (Fig. 5c, d). 

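Vegfa (chromosome 17 of GRCm38, 46016993 to 46032369, minus strand) had 50.9 ± 1.65 TMM-normalized CPM in NS and 134.7 ± 30.5 in WS (SD, n = 3 each). Its log2 fold change was 1.40 (standard error 0.14, adjusted p = 0.00356 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.38 with the replicate number as a block (adjusted p = 3.3e-08 from the same test). With each library left out in turn its log2 fold change stayed between 1.28 and 1.58. The adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment then ranged from 2.7e-06 to 0.0851. Of the 20 genes of the heatmap, 16 were tested and all 16 were higher in WS, with a median log2 fold change of 0.28 (limma's camera, adjusted p = 2.2e-17 over the 9 lists tested, and adjusted p = 5.0e-16 with the block). The list was drawn by the paper from these data, so the p does not measure stability. Apart from Vegfa, the tested genes had log2 fold changes between 0.14 and 0.37 and adjusted p-values of 0.9998 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hc, Grem1, Fgf2 and Nodal were under the filter, with log2 fold changes of 1.69, 0.94, 0.94 and 0.80 when no filter was applied. Hc had 1, 2 and 1 counts in the NS libraries and 4, 6 and 4 in the WS libraries. The paper set out to ask if WS and MCT2 affect VEGFa, and goes on to test whether its expression depends on neuronal MCT2.

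**Figure D3:**
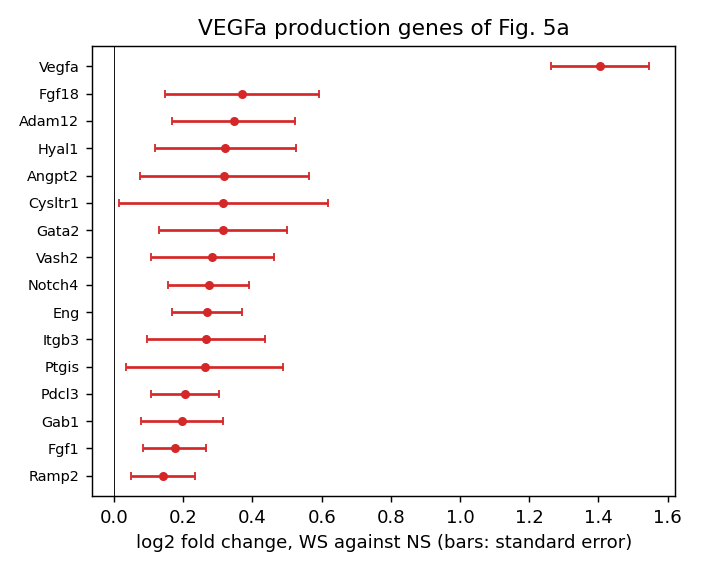
Log2 fold change, WS against NS, of the 16 tested genes of the heatmap, with the standard error as a bar. Vegfa lies at 1.40, and the other genes lie between 0.14 and 0.37.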

Importantly, the increase in VEGFa expression was abolished by AR-C155858 injections, indicating a dependence on MCT1/2 activity (Fig. 5b). Interestingly, most VEGFa mRNAs (~86%) were found in GLAST1^+^ astrocytes, with the remainder (~14%) in NeuN^+^ neurons. Following WS, the increase in VEGFa mRNAs was observed primarily in GLAST1^+^ astrocytes in layers IV-V, rather than in neurons (Fig. 5c–g). Suppression of neuronal MCT2 with its shRNA reduced basal levels of VEGFa mRNAs in astrocytes and prevented WS from enhancing VEGFa expression (Fig. 5h, i). Notably, neuronal VEGFa mRNA levels were unaffected by shRNA-MCT2 (Fig. 5i). These results demonstrate the necessity of neuronal MCT2 for WS-induced expression of astrocytic VEGFa.

**Fig. 5:**
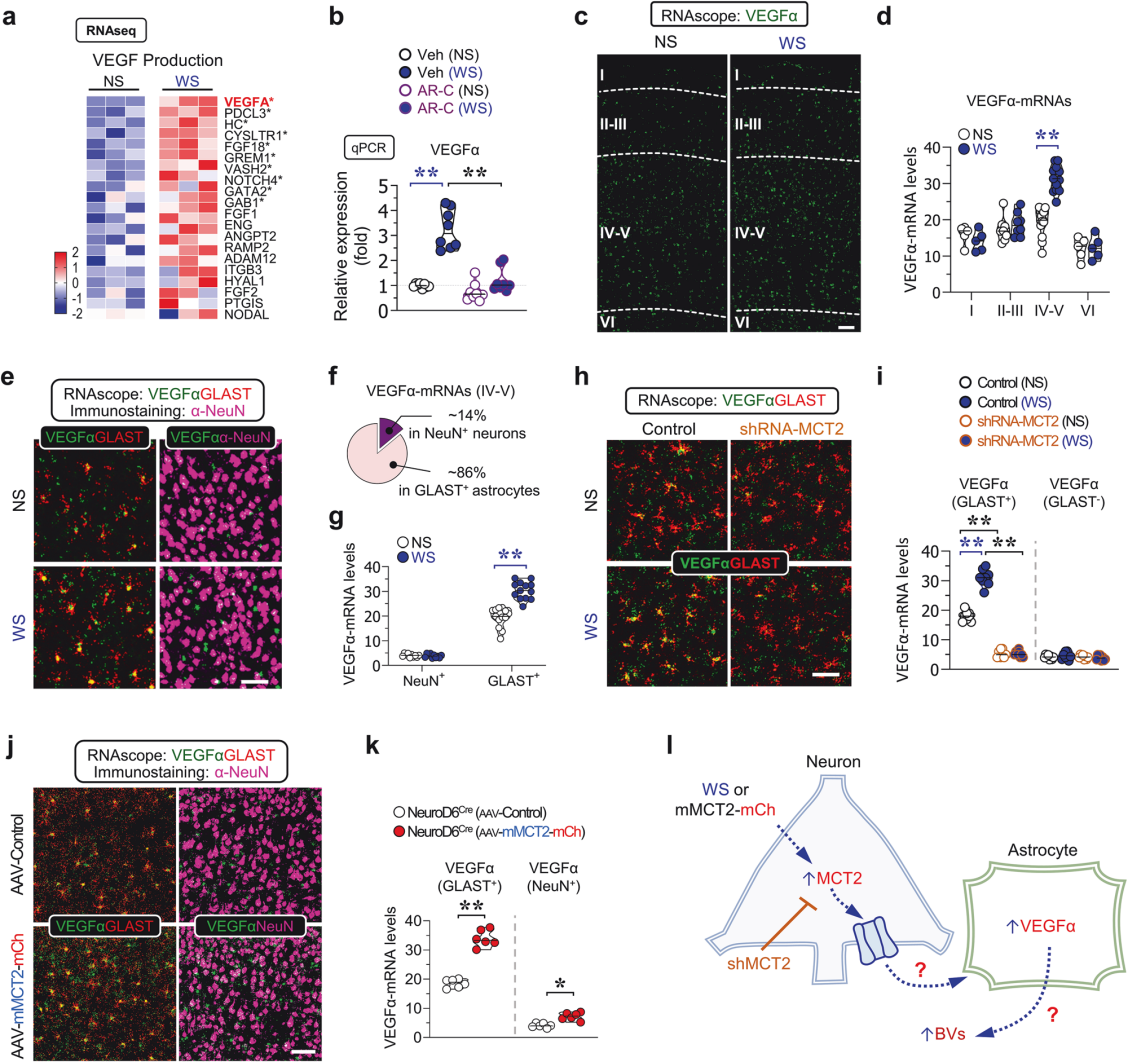
Neuronal MCT2 for basal and activity induced astrocytic VEGFa. **a** Heatmap analysis of RNA-seq showing VEGFa production pathway gene expression profiles (DEGs, differential expression genes) in the S1 cortex of WT mice with WS or NS. All the data were Z-transformed. Red means increased, and blue represents decreased expression. *P < 0.05 (*n* = 3 mice). **b** qPCR analysis of VEGFa-mRNA levels in the S1 cortex of the mice injected with or without MCT1/2 inhibitor (AR-C155858) and in the presence of WS or NS. Data were normalized by each group’s GAPDH ct-value and shown as relative expression (fold) (mean ± SD, *n* = 8 from 3 mice per group **P < 0.01, one-way ANOVA with Tukey’s HSD test). **c, d** RNAscope analysis showing VEGFa-mRNA distribution and levels in the S1 cortex (layer I-VI) with WS or NS. Representative images **c** and quantifications of VEGFa-mRNA levels **d** (mean ± SD, n = 5 ~ 12 from 3 mice per group, **P < 0.01, two-way ANOVA and Bonferroni’s multiple comparisons test) were shown. **e–g** RNAscope analysis showing VEGFa-mRNAs in GLAST (red) or NeuN (magenta) positive cells in S1 cortex with WS or NS. Representative images **e**, quantifications in VEGFa-mRNA distribution **f** and levels **g** in NeuN^+^ neurons and GLAST^+^ astrocytes with WS or NS (mean ± SD, *n* = 13 from 3 mice per group, **P < 0.01, Student’s t-test) were shown. **h, i** RNAscope analysis of VEGFa-mRNAs in GLAST^+^ (red) astrocytes in S1 cortex with injections of shRNA-MCT2 or scramble viruses and with WS or NS. Representative images **h** and quantification of VEGFa-mRNA levels in GLAST^+^ cells and GLAST^-^ cells **i** (mean ± SD, n = 8 from 3 mice per group, **P < 0.01, one-way ANOVA with Tukey’s HSD test) were shown. **j, k** RNAscope analysis of VEGFa-mRNAs in AAV-MCT2-mCh virus infected or un-infected regions of the S1 cortex. Representative images **j**, and quantifications of VEGFa-mRNA intensity per GLAST^+^ cell or NeuN^+^ Cell in S1 cortex **k** (mean ± SD, *n* = 6 from 3 mice per group, *P < 0.05, **P < 0.01, Student’s t-test) were shown. **i** schematic of the working model. The blue dotted arrows mark the signaling pathways. Scale bars = 50 μm. The blue star (*) denotes a significant difference between WS and NS, while the black star (*) indicates a comparison between each indicated experiment group, respectively.

We then investigated whether increasing neuronal MCT2 alone is sufficient to induce VEGFa expression in astrocytes. Consistent with BV formation results, enhancing MCT2 levels in neurons (via injection of AAV-hSyn-DIO-mMCT2-mCherry into the S1 cortex of NeuroD6-Cre mice) increased VEGFa mRNA levels in astrocytes compared to control virus-injected regions (Fig. 5j, k). These findings establish the sufficiency of neuronal MCT2 to induce VEGFa expression in astrocytes, implicating astrocytic VEGFa in WS/MCT2-induced BV formation (Fig. 5l).

To assess the functional role of VEGFa in WS/MCT2-induced BV formation, we initially examined whether VEGFa signaling is activated under these conditions. Indeed, phosphorylated VEGFR2 (p-VEGFR2), a key downstream event of VEGFa signaling, was significantly increased by neuronal mMCT2-mCherry expression or WS (Supplementary Fig. 8), and the increased p-VEGFR2 was predominantly associated with BVs (Supplementary Fig. 8c, d).

Next, we investigated whether VEGFa is essential for induced BV formation by generating lentivirus expressing shRNA targeting VEGFa, which reduced VEGFa mRNA levels in naive mice with or without WS (Supplementary Fig. 9a, b). Importantly, shRNA-VEGFa dramatically reduced MCT1^+^ or CD31^+^ BVs (Supplementary Fig. 9c–f), increased EC death (Supplementary Fig. 9g, h), and decreased EC proliferation (Supplementary Fig. 9g, i), similar to the effects observed with shRNA-MCT2 (Fig. 3h, i). These results underscore the critical role of VEGFa in mediating WS/MCT2-induced BV formation, as well as in promoting EC survival and maintenance (Supplementary Fig. 9j).

### _L_-lactate induction of astrocytic VEGFa likely by inhibiting α-KG activation of prolyl hydroxylase and stabilizing HIF1α

Building upon our discoveries that WS or neuronal MCT2 enhances astrocytic VEGFa expression and BV formation in non-cell autonomous manner, and considering reports for lactate as a diffusible signaling molecule involved in angiogenesis [27, 51, 52], we investigated if and how lactate influences astrocytic VEGFa expression.

To test this, we first explored the effects on VEGFa and HIF1α an essential transcriptional factor for VEGFa expression [53], in primary cultured astrocytes treated with varying concentrations of exogenous _L_-lactate (Fig. 6a). Western blot analysis revealed dose-dependent increases in HIF1α, and VEGFa by _L_-lactate (Fig. 6b, c), which were abolished by treatment with either the MCT1/2 inhibitor AR-C155858 or the MCT1/4 inhibitor Syrosingopine (Fig. 6b, d, e). These results support the view for MCT1-mediated _L_-lactate influx into astrocytes to induce HIF1α and VEGFa expression.

**Fig. 6:**
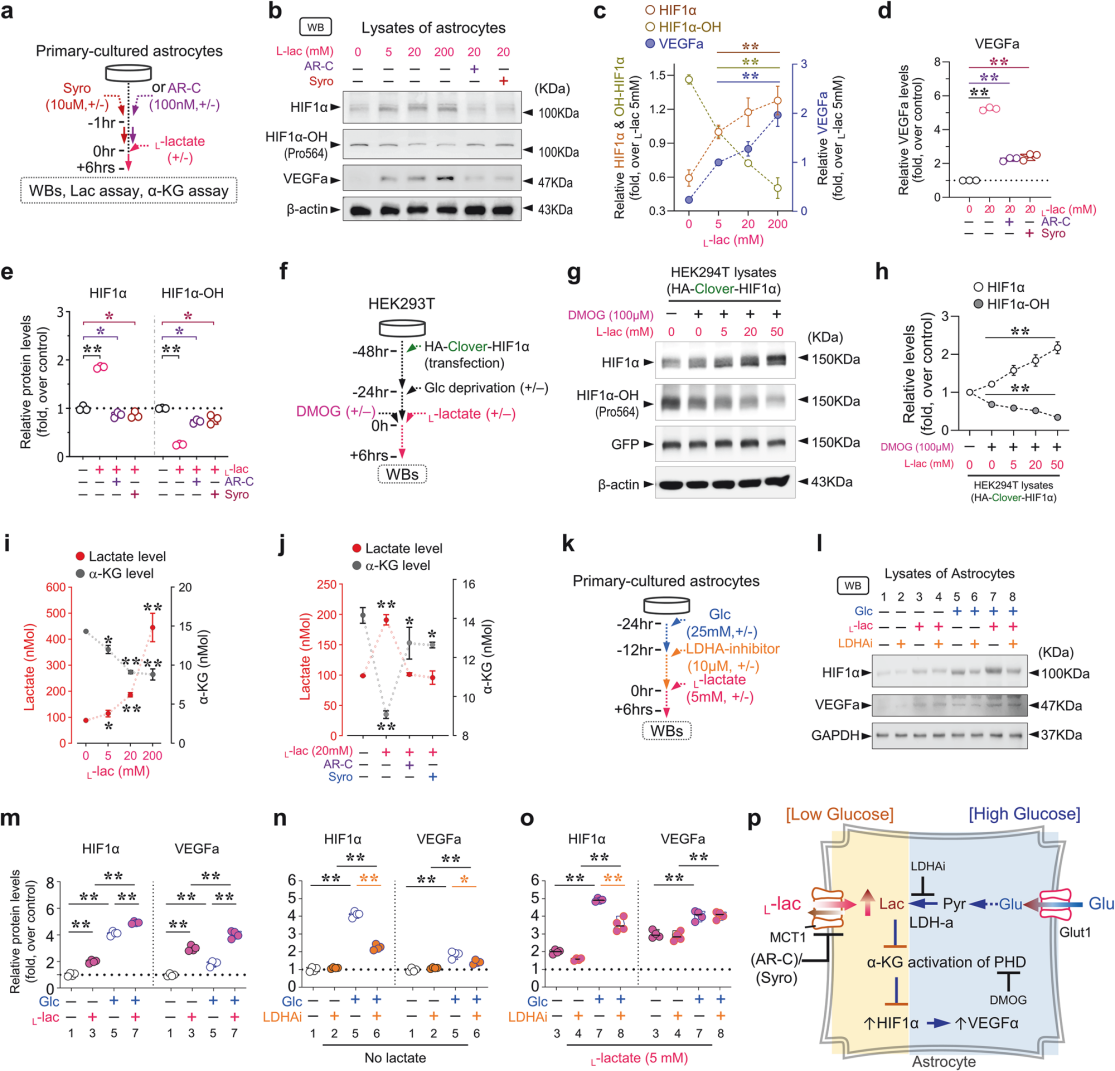
Induction of HIF1α and VEGFa in astrocytes by MCT1 mediated _L_-lactate-influx. **a** A schematic of experimental protocol in primary-cultured astrocytes with indicated treatments. **b** Representative Western blots of cell lysates from cultured astrocytes with indicated conditions and antibodies. **c–e**. Quantifications of data in **c**, **d**, and **e** (mean ± SD, *n* = 4 independent experiments, *P < 0.05, **P < 0.01, one-way ANOVA with Tukey’s HSD test). **f–h** A schematic of experimental protocol in transient transfection of HA-Clover-HIF1α in HEK293T cells with indicated treatment **f**. Representative Western blots of cell lysates with indicated conditions and antibodies **g** and quantifications **h** (mean ± SD, *n* = 3 independent experiments, **P < 0.01, one-way ANOVA with Tukey’s HSD test). **i, j** Quantifications of colorimetric lactate levels **f, g** and α-KG levels **f, g** from culture astrocytes with indicated conditions. The data were mean ± SD (mean ± SD, n = 3 independent experiments, *P < 0.05, **P < 0.01, one-way ANOVA test with Tukey’s HSD test). **k–o** A schematic of experimental protocol in primary-cultured astrocytes with indicated treatments **k**. Representative Western blots of cell lysates from cultured astrocytes with indicated conditions and antibodies **l** and quantifications **m–o** (mean ± SD, *n* = 4 independent experiments, **P < 0.01, student’s t-test). The brown star (*), purple star (*), and magenta star (*) are comparisons between inhibitors, LDHi, AR-C, and Syro, respectively. The black star (*) indicates a comparison between each indicated experiment group. **p** The schematic of a working model for increased intracellular _L_-lactate (by glycolysis pathway or MCT1-mediated lactate influx) to induce HIF1α and VEGFa in astrocytes.

To explore how _L_-lactate influx affects HIF1α, we examined hydroxylated HIF1α (HO-HIF1α), a critical step in HIF1α ubiquitination and proteasomal degradation [54, 55]. Notably, the increase in HIF1α induced by _L_-lactate was associated with a decrease in HO-HIF1α levels (Fig. 6b, c), suggesting that _L_-lactate may stabilize HIF1α by inhibiting its hydroxylation, thereby promoting VEGFa expression in astrocytes. The stabilization of HIF1α by _L_-lactate appeared to be a general function, not only observed in astrocytes, but also in HEK293 cells (Fig. 6f, h) and tumor cells [56–58].

Considering that PHD (prolyl hydroxylase domain) is the key enzyme responsible for HIF1α hydroxylation, whose activity can be influenced by not only hypoxia, but also α-KG levels and iron availability [59, 60], we measured α-KG levels in astrocytes in response to _L_-lactate treatments. Interestingly, the α-KG levels were decreased dose-dependently with increasing _L_-lactate treatments, showing an inverse correlation with lactate levels (Fig. 6i). Moreover, treatment with AR-C155858 or Syro abolished the decrease in α-KG levels in astrocytes by lactate (Fig. 6j). These results suggest that MCT1-mediated lactate influx may reduce the α-KG activation of PHDs to stabilize HIF1α.

We further investigated the effect of lactate on HO-HIF1α in HEK293 cells in the presence of dimethyloxalylglycine (DMOG), an analogue of α-KG that inhibits PHD (Fig. 6f). As expected, DMOG (0.1 mM) reduced HO-HIF1α (Fig. 6g, h). Unexpectedly, _L_-lactate treatment could further suppress HO-HIF1α and increase HIF1α in a dose-dependent manner (Fig. 6g, h), suggesting a synergistic effect and implicating _L_-lactate functioning at a different site from that of DMOG. Given our findings that lactate influx reduces α-KG levels, we propose that _L_-lactate inhibits PHD and stabilizes HIF1α likely by suppressing α-KG production (Fig. 6p-left).

According to the ANLS hypothesis [19–23], astrocytes produce more lactate through glycolysis than neurons, making them a primary source of lactate for efflux [23, 61, 62]. We thus investigated whether lactate production in astrocytes influences VEGFa and HIF1α levels. Primary astrocytes were cultured with or without glucose (25 mM) and treated with or without the LDHa inhibitor, GSK 2837808 A, to block lactate production from pyruvate (Fig. 6k). Western blot analysis showed that astrocytes cultured with glucose had higher levels of VEGFa and HIF1α compared to glucose-deprived cultures (Fig. 6l, m). Inhibition of LDHa eliminated the glucose-induced increases in VEGFa and HIF1α (Fig. 6l, n), but had little effect on the exogenous lactate-induced HIF1α and VEGFa (Fig. 6o). Together, these findings support the model depicted in Fig. 6p, in which elevated intracellular _L_-lactate levels in astrocytes, resulting from glycolytic production or increased lactate influx, stabilize HIF1α by inhibiting α-KG-mediated activation of PHD. This inhibition prevents HIF1α degradation and promotes VEGFa expression.

### Activity-induced lactate flux to the S1 cortex in a MCT2 dependent manner

Our findings that lactate increases HIF1α and VEGFa through its influx into astrocytes are intriguing, raising several questions. Specifically, are the extracellular lactate levels in the neonatal S1 cortex regulated by WS/neuronal MCT2? Where is the extracellular lactate coming from?

To address whether extracellular lactate levels in the S1 cortex are regulated by WS/neuronal MCT2, we utilized a lactate biosensor (AAV-CAG-eLACCO1.1) [63], where cpGFP fluorescence is activated by extracellular lactate, enabling visualization in live cells and animals (Fig. 7a). Initially, we validated the biosensor’s response to _L_-lactate in HEK293T cells transiently expressing this biosensor along with mCherry (Fig. 7b). Time-lapse imaging showed an increase in cpGFP fluorescence upon _L_-lactate treatment, while mCherry fluorescence remained unchanged (Fig. 7c–e). Subsequently, we used fiber photometry to monitor cpGFP signals in the live mouse S1 cortex, where AAV-CAG-eLACCO1.1 was co-injected with shRNA-MCT2 or control virus (Fig. 7f). Following acute WS, cpGFP signals were induced in the S1 cortex and returned to baseline levels after WS cessation (Fig. 7g), consistent with reports of induced _L_-lactate flux to the S1 cortex upon stimulation [64]. Importantly, WS-induced _L_-lactate flux was abolished in the S1 cortex co-injected with shRNA-MCT2 virus (Fig. 7g), indicating a dependence on MCT2 for this event.

**Fig. 7:**
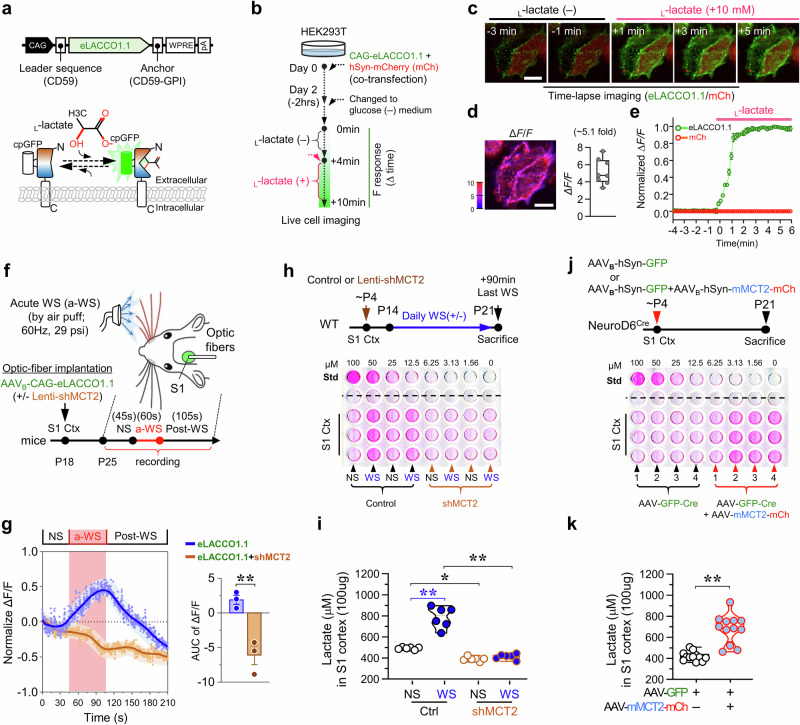
Neuronal MCT2 for basal and activity-induced lactate-flux in the S1 cortex. **a** A schematic representation of the biosensor for extracellular _L_-lactate (eLACCO1.1). **b** An illustration of the in vitro time lapse image analysis in live HEK293T cells expressing eLACCO1.1 biosensor and mCherry. **c–e** The representative images **c**, the quantification of Δ*F*/*F* (*n* = 8 cells) **d**, and the time-course of the fluorescence response of eLACCO1.1 to _L_-lactate stimulation **e** were shown. Scale bars = 20 μm. **f** An illustration of the in vivo optic-fiber photometry analysis of S1 cortex (+/- shRNA-MCT2) with or without acute WS. **g** Representative traces of the fluorescence response (Normalized Δ*F/F*)(left); and the quantification of the traces (right) (AUC = area under the curve) (mean ± SEM, n = 3 mice per group, **P < 0.01, Student’s t-test). **h, i** Colorimetric lactate assay showing increased _L_-lactate levels in the S1 cortex by chronic WS also in a MCT2 dependent manner. The schematic of the experimental protocol **h** and the quantification of data (**i**) were shown. The data were mean ± SD (6 mice per group, * *P* < 0.05, **P < 0.01; one-way ANOVA with Tukey’s HSD test). **j, k** Colorimetric lactate assay showing increased _L_-lactate levels in the S1 cortex by expressing of neuronal MCT2-mCherry fusion protein. The schematic of the experimental protocol **j** and the quantification of data **k** were shown. The data shown were mean ± SD (triplet repeats from 4 mice per group, **P < 0.01; **P < 0.01, student’s t-test). The blue star (*) denotes a significant difference between WS and NS, while the black star (*) indicates a comparison between each indicated experiment group, respectively.

We further validated above findings by measuring _L_-lactate concentrations in the S1 cortex with or without daily WS (for 8 days) using a colorimetric lactate assay. The _L_-lactate levels were significantly elevated in the S1 cortex following WS compared to the unstimulated cortex within the same mouse brain (Fig. 7h, i). Importantly, this increase was abolished by injection of shRNA-MCT2 lentivirus (Fig. 7h, i) or by treatment with the MCT1/2 inhibitor AR-C155858 (Supplementary Fig. 5g, h). These results, in line with recent reports [48, 49], provide additional evidence supporting the role of MCT2 in mediating WS-induced lactate accumulation in the brain.

Similar to the reductions observed in astrocytic VEGFa expression and BV density, both AR-C155858 treatment and shRNA-MCT2 injection decreased lactate levels in the S1 cortex under basal conditions (Fig. 7i and Supplementary Fig. 5g, h). This underscores the necessity of MCT2 for maintaining not only astrocytic VEGFa and BV density but also lactate levels or homeostasis in the S1 cortex under basal conditions.

Furthermore, we observed that lactate levels were increased in the S1 cortex upon expression of mMCT2-mCherry compared to controls (Fig. 7j, k), demonstrating that neuronal MCT2 is sufficient to enhance lactate levels in this brain region. Taken together, these findings suggest that neuronal MCT2 is both necessary and sufficient to enhance extracellular lactate levels in the S1 cortex under both basal and WS conditions.

### Leveraging circulating L-lactate to enhance lactate flux to the S1 cortex and to alleviate angiogenic deficit in MCT2-deficient mice

To address the source of extracellular lactate in the S1 cortex, we measured and compared lactate concentrations in the S1 cortex with those in peripheral organs (e.g., liver and TA muscles), primary cultured neurons and astrocytes, and mouse serum samples (Supplementary Fig. 5g, h and Supplementary Fig. 10). Lactate levels in the S1 cortex (~500 μM/100 μg lysates) were lower than those in muscle (~560 μM/100 μg lysates) or liver (~2300 μM/100 μg lysates), but higher than in cultured astrocytes (~100 μM/100 μg lysates) or neurons (~43 μM/100 μg lysates) (Supplementary Fig. 10e).

Additionally, serum lactate concentration was higher in neonatal (P21) mice (~2.7 mM/L) compared to young adult (2-MO) mice (~1.8 mM/L), while serum glucose levels were lower in neonates than in adults (Supplementary Fig. 10c–e). Together, these findings suggest that blood-borne lactate could be a significant source for the developing S1 cortex.

To further test above view, we explored whether increasing circulating _L_-lactate could mimic WS/neuronal MCT2 to stimulate astrocytic VEGFa expression and angiogenesis in vivo. Neonatal mice received subcutaneous injections of _L_-lactate (2 g/kg body weight; once daily for 8 days) to elevate serum lactate levels (Fig. 8a). RNAscope analysis demonstrated heightened VEGFa-mRNA expression predominantly in GLAST1^+^ astrocytes in the brain/S1 cortex following _L_-lactate injections compared to controls (Fig. 8b, c). Interestingly, in the S1 cortex injected with shRNA-MCT2 virus, _L_-lactate injections still increased astrocytic VEGFa expression (Fig. 8b, c), contrasting with the MCT2-dependent induction observed with WS (Fig. 5h, i). These findings provide in vivo evidence that the circulating _L_-lactate induces astrocytic VEGFa expression in an MCT2-independent manner.

**Fig. 8:**
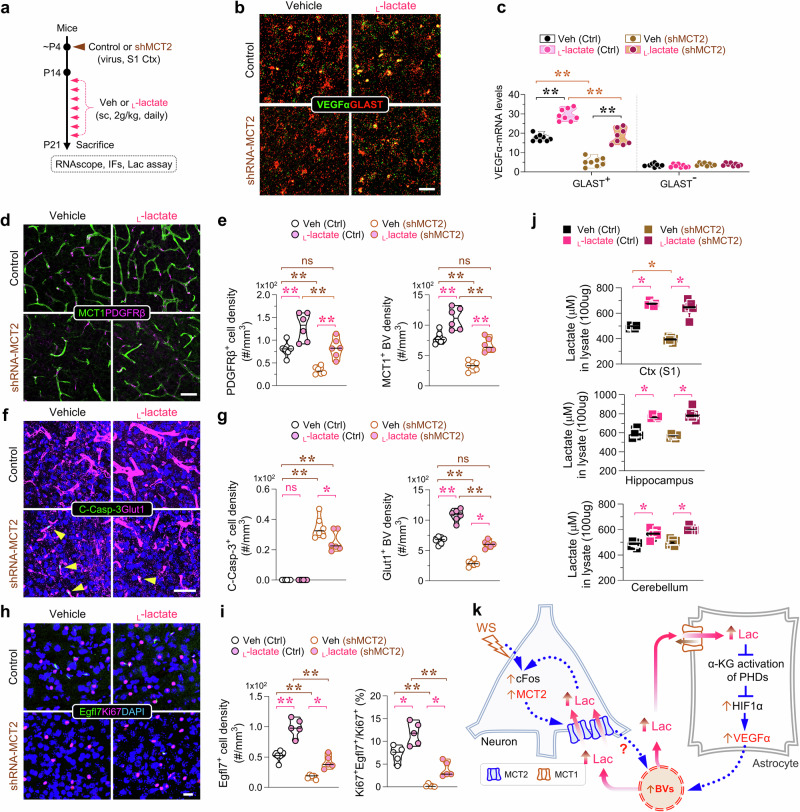
Induction of BV density in S1 cortex by increasing circulating _L_-lactate in a MCT2 independent manner. **a–c** Inducing astrocytic VEGFa expression in S1 cortex by subcutaneous (s.c.) injection with _L_-lactate. A schematic of the experimental protocol. Lentivirus of MCT2-shRNA or scrambled shRNA particle was injected into the S1 cortex at P4, and mice were subcutaneously injected with vehicle or _L_-lactate (2 g/kg, daily, for 8 days) **a**. Representative images of co-RNAscope analysis of VEGFα-mRNAs (green) with GLAST-mRNA (red) **b**. Quantifications of data in **c** (mean ± SD, 9 mice per group, *P < 0.05, **P < 0.01, one-way ANOVA with Tukey’s HSD test). **d,** **f,** **h** Representative images of co-immunostaining analysis with indicated antibodies. DAPI was used as the counterstain. **e,** **g,** **i** Quantifications of the data in a, c, and e, respectively. Mean ± SD, *n* = 6 from 3 mice per group, *P < 0.05, **P < 0.01, one-way ANOVA with Tukey’s HSD test. **j** Quantifications of colorimetric lactate measurements in S1 cortex, hippocampus, and cerebellum lysates, respectively (mean ± SD, 6 mice per group, *P < 0.05, **P < 0.01, one-way ANOVA with Tukey’s HSD test). **k** The schematic of a working model for circulating _L_-lactate to mitigate BV deficits induced by MCT2 deficiency. The blue dotted arrows mark the signaling pathways, and pink and brown arrows mark the lactate influx and efflux, respectively. Scale bars = 50 μm. The magenta star (*) indicates a comparison between with veh or L-lactate treatment and brown star (*) indicates a comparison between control and shMCT2, respectively.

Given the increase in astrocytic VEGFa through subcutaneous injections of _L_-lactate in an MCT2-independent manner, we investigated whether elevating circulating _L_-lactate could mitigate BV deficits induced by MCT2 deficiency. Indeed, along with the rise in astrocytic VEGFa, there was an increase in BV density and angiogenesis in the cortex following subcutaneous _L_-lactate injections (Fig. 8d–i), resembling aspects of WS effects (Fig. 8k). Importantly, in the S1 cortex injected with shRNA-MCT2 virus, subcutaneous _L_-lactate injections not only increased astrocytic VEGFa (Fig. 8b, c) but also enhanced BV densities (MCT1 + , PDGFRβ + , or Glut1 + ) (Fig. 8d–g), reduced EC cell death (Fig. 8f, g), and stimulated tip EC proliferation (Fig. 8h, i). Additionally, _L_-lactate injections increased _L_-lactate levels in the brain, including the S1 cortex, hippocampus, and cerebellum, which were also unaffected by shRNA-MCT2 virus injection in the S1 cortex (Fig. 8j). These results demonstrate that _L_-lactate injections alleviate angiogenic deficits induced by shRNA-MCT2, supporting the view that _L_-lactate may act as a downstream signaling molecule underlying WS/MCT2-induced angiogenesis (Fig. 8k).

## Discussion

This paper investigates the role of neuronal MCT2, a lactate transporter, in lactate flux and BV formation in the developing mouse barrel cortex. It demonstrates that MCT2 is essential for BV formation under both baseline and whisker-stimulated conditions. Neuronal MCT2 expression increases with whisker stimulation (WS) and decreases when whiskers are plucked. Further in vitro and in vivo studies reveal two key functions of MCT2: (1) facilitating lactate uptake into neurons, which enhances its own expression, creating a positive feedback loop, and (2) elevating lactate levels in the developing S1 cortex. This lactate increase may promote further lactate influx into neurons and astrocytes, stabilizing astrocytic HIF1α and boosting VEGFa expression, which in turn promotes angiogenesis. Based on these findings, we propose a model in Fig. 8k that highlights the pivotal role of neuronal MCT2 in coordinating neuronal activity, lactate flux, astrocytic HIF1α-VEGFa signaling, and BV formation, providing new insights into the interplay between neuro-metabolic coupling and neuron-angiogenesis coupling.

It is well-recognized that neurons typically maintain low lactate levels, resulting in minimal lactate efflux [23, 28]. Consequently, neuronal MCT2 is primarily regarded as responsible for lactate uptake or influx. Several functions of MCT2-mediated lactate uptake in neurons have been reported, including its role in regulating neuronal excitability and survival [65–67]. Here, we provide both in vitro and in vivo evidence that MCT2-mediated lactate influx into neurons enhances its own expression, likely through the promotion of neural activity and immediate early gene (IEG) expression, thereby establishing a feed-forward positive loop (Fig. 2f). Interestingly, a similar phenomenon is observed with MCT1 induction by its substrate, butyrate, in colonic epithelial cells [68]. This suggests that substrate-induced MCT1/2 expression may represent a common mechanism for optimizing the intracellular availability of substrates like lactate and butyrate, which function both as energy sources and metabolic signals influencing various cellular processes.

Beyond its role in mediating lactate influx into neurons, we found that neuronal MCT2 is both necessary and sufficient to promote lactate flux and elevate lactate levels in the S1 cortex in vivo (Figs. 2, 6, and 7). These findings are consistent with reports by Mazuel et al. [69] and Roumes et al. [64], which show that downregulation of neuronal MCT2 in the adult rat barrel cortex abolishes the WS-induced lactate flux and the lactate increase. These observations raise an important question: How does neuronal MCT2 facilitate lactate flux and elevate lactate levels in the S1 cortex? We speculate that lactate uptake by neuronal MCT2 may trigger its communication with MCT1^+^ ECs, potentially enhancing lactate flux from the blood into the developing S1 cortex. This, in turn, could facilitate lactate influx into neurons and astrocytes. While this speculation aligns with the blood-to-brain lactate shuttle (BBLS) hypothesis and offers new insights into neuro-metabolic coupling, it also raises numerous important questions that warrant further investigation in future studies.

On the other hand, we acknowledge reports by Cruz et al. [70] and Wei et al. [71], who provide evidence suggesting that neurons may also serve as a source of lactate. This raises an alternative hypothesis, proposing that neuronal MCT2 could increase lactate levels in the S1 cortex by promoting lactate efflux from developing neurons. However, our in vitro and in vivo data support a role for lactate influx, rather than efflux, in neurons (Fig. 2). Given the higher lactate concentration in the S1 cortex compared to neurons (supplementary Fig. 10), the possibility of neuronal lactate efflux in the developing S1 cortex remains an area for further exploration.

Given the extensive literature supporting the ANLS hypothesis [19–23], where astrocytes are believed to primarily produce lactate for efflux, our findings of extracellular _L_-lactate influx into astrocytes, leading to HIF1a stabilization and elevated VEGFa, seem to contrast with this ANLS model. This raises an important question: Is lactate-influx into astrocytes exclusively observed under non-physiological conditions, or does it also occur in physiological settings?

We propose that lactate-influx into astrocytes could occur under specific physiological conditions, particularly during mouse development, for the following reasons. First, our analysis of lactate’s dose-response on the induction of HIF1α and VEGFa in cultured astrocytes showed that 5 mM lactate was sufficient to trigger these responses. This concentration is comparable to serum lactate levels found under normal physiological conditions or following exercise in mice [46, 72]. Second, we detected higher lactate levels in neonatal S1 cortex lysates compared to those in cultured neurons or astrocytes (supplementary Fig. 10), suggesting the presence of an additional lactate source in the neonatal S1 cortex. Third, serum lactate levels were higher in neonatal (P21) mice compared to young adults (supplementary Fig. 10). In contrast, serum glucose levels, an essential energy source for glycolytic metabolism and lactate production in astrocytes, were lower in neonatal mice (supplementary Fig. 10). This suggests that blood-derived lactate may be a key source of lactate in the neonatal S1 cortex. Fourth, subcutaneous injections of lactate in neonatal mice increased VEGFa expression in astrocytes and promoted blood vessel formation (see Fig. 8d–g), providing in vivo evidence for the BBLS pathway in inducing astrocytic VEGFa and angiogenesis. Finally, our findings are consistent with studies such as those by Morland et al. [52], which show that increased circulating lactate—through exercise or lactate injections in adult mice—leads to heightened VEGFa expression and blood vessel formation in various brain regions.

Based on existing literature and our findings, we propose that lactate efflux and influx may occur in distinct subtypes of astrocytes, at different ages, and under varying behavioral conditions in mice. It is crucial to recognize the heterogeneity of astrocytes; while many likely function as lactate producers through enhanced glycolysis, promoting lactate efflux and supporting the ANLS hypothesis, others may uptake lactate under specific conditions. For instance, as circulating lactate levels fluctuate—being elevated in neonatal mice and increased with exercise—the heightened blood lactate could activate the BBLS pathway, facilitating lactate influx into both astrocytes and neurons. This is particularly relevant during neonatal development when the blood-brain barrier (BBB) is immature or more permeable [73]. While this model aligns with the BBLS hypothesis, it also raises several important questions that warrant further investigation.

Notably, VEGFa expression is predominantly observed in astrocytes, where it is induced by WS in a neuronal MCT2-dependent manner (Fig. 5g, i). This raises questions about how neuronal activity (via WS) or neuronal MCT2 triggers VEGFa expression in astrocytes. Our in vitro and in vivo data suggest that MCT2-mediated lactate flux plays a key role in this process. First, treatment with exogenous _L_-lactate is sufficient to increase astrocytic VEGFa levels both in culture and in vivo (Figs. 6c and 8c). Second, _L_-lactate treatment dose-dependently elevates HIF1α protein levels and decreases hydroxylated HIF1α (HO-HIF1α) in cultured astrocytes (Fig. 6e), indicating that _L_-lactate stabilizes HIF1α by inhibiting its hydroxylation through PHD enzymes, which are critical for HIF1α degradation [54, 55]. Given that HIF1α is a key transcription factor for VEGFa expression, these findings suggest that _L_-lactate likely induces VEGFa by stabilizing HIF1α in astrocytes. Third, _L_-lactate treatment reduces α-ketoglutarate (α-KG) levels in astrocytes (Fig. 6f), which is known to activate PHD enzymatic activity. Thus, the increase in lactate and decrease in α-KG may collectively inhibit PHDs in astrocytes. Fourth, in an in vitro assay, _L_-lactate suppress a-KG activation of HO-HIF1a, stabilizing HIF1a (Fig. 6I, j), in line with a report by Feng et al. [74]. Lastly, the influx of lactate into astrocytes, likely facilitated by MCT1, is essential for the induction of HIF1α-VEGFa signaling, as inhibition of MCT1/2 (AR-C155858) or MCT1/4 (syrosingopine) almost completely abolishes the effects of _L_-lactate in astrocytes (Fig. 6g). Together, these results support a model in which neuronal MCT2-promoted lactate flux into the S1 cortex may facilitate lactate uptake into astrocytes, triggering a metabolic cascade that involves α-KG depletion, suppression of PHD activation, HIF1α stabilization, and subsequent VEGFa expression (Fig. 6p).

While our results support the role of neuronal MCT2 in promoting lactate-induced astrocytic VEGFa expression, it is important to consider findings from Morland et al. [52], who provide evidence that HCAR1 (hydroxycarboxylic acid receptor 1), a lactate receptor, is essential for circulating lactate (administered via subcutaneous injection) to increase VEGFa expression and angiogenesis in the adult brain. Notice that HCAR1 is predominantly expressed in pial fibroblasts and cerebrovascular cells, such as pericytes, and is only weakly expressed in cortical neurons or astrocytes [52, 75]. Our RNA-seq analysis, along with RT-PCR, confirmed the lower expression of HCAR1 in the S1 cortex, and its expression is not induced by WS (Supplementary Fig. 2g). 

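In the RNA-seq, Hcar1 (chromosome 5 of GRCm38, 123876736 to 123880020) was counted 24, 18 and 12 times in the NS libraries and 29, 21 and 17 times in the WS libraries. This amounts to 1.13 ± 0.384 TMM-normalized CPM in NS and 1.36 ± 0.328 in WS (SD, n = 3 each). Its log2 fold change of 0.28 (standard error 0.33) was smaller than its standard error, with an adjusted p of 0.9998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block it was 0.28 (standard error 0.30, adjusted p = 0.9999 from the same test). With 1 library left out in turn it ranged from 0.053 to 0.55. The WS count was above the NS count in 3 of 3 same-numbered pairs. An exact permutation test over the libraries, which does not use the pairs, gave a two-sided p of 0.50. The p column of the authors' deposited table, which matches a one-sided paired comparison, gives 0.01143 for Hcar1.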

Based on these observations, we propose that while HCAR1 in pial fibroblasts and meningeal vascular pericytes plays a crucial role in circulating lactate-induced VEGFa expression and angiogenesis in the brain, the induction of astrocytic VEGFa and BV formation in response to neural activity (via WS) primarily relies on MCT2-regulated lactate flux within the local brain region, specifically the barrel cortex. This interpretation does not exclude a potential role for HCAR1 in the WS model, which warrants further investigation.

Additionally, our model of lactate-induced HIF1a and VEGFa expression in astrocytes does not rule out other potential mechanisms, such as pH changes, reactive oxygen species (ROS) generation, or lactylation induced by lactate treatment. For instance, elevated intracellular lactate can be converted to lactyl-CoA in the cytoplasm, which then participates in the lactylation of histones and non-histone proteins in the nucleus, influencing the expression of various genes, including VEGFa [25, 76]. We plan to explore these possibilities in future studies.

## Methods

### Animals

C57BL/6 strain of male mice (also called wild type-WT) were randomized into experimental groups used for all the experiments. The NeuroD6-Cre (also called Nex-Cre) mice were kindly provided by Klaus-Armin Nave, as described previously [77]. The Ai3 mice were purchased from The Jackson Laboratory (stock #: 007903, donated by Hongkui Zeng - Allen Institute for Brain Science). The NeuroD6-Cre mice were crossed with Ai3 to generate NeuroD6-Cre;Ai3 mice. All these mouse lines were maintained in C57BL/6 strain background for >6 generations and confirmed by genotyping analysis with PCR. Mice were maintained on a 12 h light–dark cycle with ad libitum access to water and standard food. The investigators were blind to the genotype, treatment, and experimental groups of the animals. All of the experiments with animals were performed with the approval of the Institutional Animal Care and Use Committee of Case Western Reserve University.

### Reagent, antibodies, and viruses

Chemicals were purchased form Sigma-Aldrich unless otherwise indicated, Polyethylenimine (PEI, 765090), Sodium L-lactate (71718), TRITON X-100 (T9284), Tween-20 (P1379), protease inhibitor cocktail (Roche, 11836153001), Neurobasal^TM^-A Medium (Gibco, 2429791), GutaMAXT^M^ (Gibco, 2085650), Opti-MEM^®^ (Gibco, 2193103), AR-C155858 (TOCRIS, 4960), GSK 2837808 A (TOCRIS, 5189), Syrosingopine (ChemFaces, 84-36-6). The following primary antibodies were used: rat monoclonal anti-CD31/PECAM (BD Biosciences, 553369); rabbit polyclonal anti-SLC16A1/MCT1 (Origene, TA321556); rabbit polyclonal anti- SLC16A7/MCT2 (Millipore Sigma, AB3542); rabbit polyclonal anti-SLC16A8/MCT3 (Novus Biologicals, NBP1-59885); mouse monoclonal anti-SMA-647 (Santa Cruz Biotechnology, sc-32251); chicken polyclonal anti-GFP (Aves Labs, GFP-1020); rat monoclonal anti-CD147/BSG (Bio-Red, MCA2283); isolectin GS-IB4, Alexa Fluor™ 647 Conjugate (Invitrogen, 32450); guinea-pig polyclonal anti-NeuN (Millipore Sigma, ABN90); mouse monoclonal anti-β-actin (Cell Signal Technology, 3700S); rat monoclonal anti-mCherry (Invitrogen, M11217); rabbit monoclonal HIF1α (Cell Signal Technology, 3716S); rabbit monoclonal anti-HIF1α-OH (Cell Signal Technology, 3434S); rat monoclonal anti-Podocalyxin (PODXL, R&D system, 192703); rabbit polyclonal anti-Cleaved Casp-3 (Cell Signal Technology, 9661S); guinea-pig polyclonal anti-S100β (Synaptic systems, 287004); rabbit monoclonal anti-ERG-Alexa Fluor™ 647 Conjugate (abcam, ab196149); rabbit polyclonal anti-Ki67(Millipore sigma, Ab9260); rat monoclonal anti-Ki67 (Synaptic Systems, HS-398 117); goat polyclonal anti-PDGFRβ (R&D Systems, AF1042); mouse anti-Glut1 (Millipore sigma, MABS132); mouse monoclonal anti-Oilg2 (EMD Millipore, MABN50); goat polyclonal anti-Iba1 (abcam, ab5076); Polyclonal Goat anti-Egfl7 (R&D Systems, AF3089); rabbit monoclonal anti-HIF2α (Cell Signal Technology, 71565S); rabbit monoclonal anti-VEGFR2 (Cell Signal Technology, 9698S); and rabbit monoclonal anti-pVEGFR2 (Cell Signal Technology, 2478S). The following plasmids were used for AAV virus packaging with AAV-PHP.eB capsid (addgene, #103005) by Nature protocols [78]: AAV-hSyn-GFP (addgene, #50465), AAV-hSyn-nlsGFP/Cre (addgene, #105540), AAV-CAG-eLACCO1.1 (#168789) [63]. The following viruses were purchased: shRNA-MCT2 (m) Lentiviral Particles (Santa Cruz Biotechnology, sc-40116-V), and VEGF shRNA (m) Lentiviral Particles (Santa Cruz Biotechnology, sc-36815-V). The pAAV-hSyn-DIO-mMCT2-mCherry vector (AAV-hSyn-DIO-mouseMCT2-myc-flag-mCherry) and AAV-hSyn-DIO-hMCT2/mCherry vector (AAV-hSyn-DIO-humanMCT2-T2A-myc-flag-mCherry) were engineered from the AAV-DIO-mCherry (Vigene Biosciences) construct. The MCT2 (Origene, RC205361) stop codon was removed and inserted into the backbone by in-Fusion® HD Cloning system (TaKaRa, 639650). The HA-Clover-HIF-1α Wildtype (Addgene, 163365) plasmid was used for transient transfection into HEK293T cells.

### Whisker stimulation

The WS was carried out based on previous studies [11, 39, 79, 80]. In brief, pups were subjected to daily WS for 8 days (from P14 to P21). Each day, pups were gently restrained on the top of an iron metal cylinder, and their right whiskers were manually stimulated for 15 min (3 to 4 Hz) using a Fitchew brush. Mice were euthanized at 90 min after the last stimulation.

### Whisker plucking

Plucking began on postnatal day 7 (P7). For the plucking procedures, pups were initially induced with 5% isoflurane and oxygen as anesthesia, then maintained at 1–3% through the duration of the procedure. All macro-vibrissae (30 whiskers) on the left whisker pad were plucked under a stereoscopic microscope by applying gentle tension to prevent damage to the whisker follicle at the base of the vibrissae [81–83]. Since whisker plucking led to a reduction of vascular network formation in the contralateral, the ipsilateral whiskers were right intact. After the procedure, mice were placed in a pre-warming incubated cage and allowed to recover from the anesthesia. The pups were rubbed with bedding from the home cage before being returned to prevent rejection by their mothers. Plucking was done every 2days until euthanized at P21.

### Bulk RNA-seq analysis

Total RNAs were extracted from the S1 cortex without or with WS (90 min after the last stimulation) using the RNA 6000 Nano Kit (Agilent, Santa Clara, CA) and according to the manufactural protocol. RNA Integrity Number (RIN) was accessed for every sample, and the samples were considered qualified with RIN > 2. These RNA samples were then subjected to RNA-seq analyses by BGI America (Cambridge, MA) using the DNBseq™ platform. First, the reads mapped to rRNA were removed, and raw data was acquired. After filtering low-quality, adaptor-polluted, and high content of unknown base reads from the sequencing reads, clean reads per sample remained on average. Then, clean reads were mapped to the reference genome using HISAT2. The result for each sample suggested the samples were comparable. Comparisons to RNA-seq were normalized to fpkm (fragments per kilobase of exon per million mapped fragments) values. DEseq2 and PossionDis algorithms were used to detect the differential expression genes (DEGs). DEGs were determined with adj.P.value < 0.05 and the Log2 fold change >1. Up- and downregulated gene sets from each time point were then analyzed for enriched Gene Ontology terms using g:Profiler [84] with a Benjamini-Hochberg [85] FDR *p* value correction thresholded at <0.05. Normalized RNA-seq data were provided in Supplementary Table 1. 

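The log2 fold change column of the authors' deposited table was compared with the counts computed back from the deposited means, SDs and z-scores. Over the 9630 genes with a value beyond 0.3 in either direction, the column was 6 times the log2 of the ratio of the mean WS count to the mean NS count, with a median ratio of 6.00 and a range from 5.95 to 6.04. The p column of the authors' deposited table was within 0.003 of the one-sided p of a paired comparison of the 3 same-numbered pairs in 100% of genes, and of the unpaired p in 8.35%. Its −log10 column was computed from the p divided by 2. The second of the authors' deposited tables lists 2135 genes with a p of at most 0.1.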

Volcano plot of gene expression profiles were generated by VolcaNoseR, https://goedhart.shinyapps.io/VolcaNoseR/, [86]. Heatmap was generated by GraphPad Prism software. Gene expression profiles were *Z*-transferred. GO enrichment analysis was performed by ShinyGO database, http://bioinformatics.sdstate.edu/go/, [87]. GO terms with *p*-value < 0.05 were defined as significantly enriched. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed by Gene set enrichment analysis (GSEA) expression profiles in the online public database of WebGestalt, http://www.webgestalt.org/, [88].

### Measurements of lactate, glucose, and α-KG

The _L_-lactate concentration was measured via its oxidation by lactate oxidase into pyruvate and hydrogen peroxide, which was then detected with a highly specific colorimetric probe (Cell Biolabs, Inc., MET-5012). The glucose amount was measured via the presence of NADH, a pro-luciferin reductase substrate, and a proportional amount of recombinant Luciferin light was detected in the samples (Promega, J60121). The alpha ketoglutarate (α-KG) was transaminated with an assay kit for the generation of pyruvate, which is utilized to convert a nearly colorless probe (abcam, ab83431). The fresh tissue sample was homogenized in cold PBS and complete protease inhibitor cocktail (Roche Applied) and centrifuge at 10,000 x g for 10 min at 4 °C. Samples and standards were incubated for 30 min and then read with a standard 96-well colorimetric plate reader (Agilent, Synergy HTX). Samples were compared to a known concentration of lactate, glucose, or α-KG standard.

### Stereotaxic injection of AAV or lentivirus into S1 cortex of neonatal mice

Mice were anesthetized with a mixture of ketamine (10 mg/kg) and xylazine (1 mg/kg). The AAV2/8-hSyn-eGFP, MCT2-shRNA Lentivirus, or scrambled-Lentivirus particles were stereotaxically injected into the primary somatosensory cortex (S1). Coordinates were determined by the mouse brain atlas [89] (distances are mm from bregma): AP: −0.8, ML: ±1.2, DV: −0.4. Mice were returned to their mothers and recovered until whisker stimulation experiments at P14. For AAV-hSyn-DIO-MCT2-mCherry was co-injected with AAV-hSyn-GFP (addgene, #50465) or AAV-hSyn-nlsGFP/Cre (addgene, #105540) viruses. 0.05% trypan blue was used in intracranial injection in the nanoinjector syringe (WPI, Nanoliter 2020 Injector, 300704) held by the stereotaxic manipulator. The pup’s head WAS gently placed between the ear bars of the neonatal frame (KOPF®, 821-921-1721). Stereotaxic coordinates were determined from lambda (distances are mm): AP: 0.8, ML: ±1.5, DV: −0.6 for standard P1 pups. Mice were returned to their mothers and recovered until whisker stimulation experiments at P14.

### RNAscope multiplex In-Situ hybridization

RNAscope assays were carried out as previously described [90]. Specifically, RNAScope Multiplex Fluorescent Reagent v2 (ADC, 323100), the Probe-Mm-Slc16a7/MCT2-C2 (ADC, 509921-C2), Probe-Mm-Slc16a3/MCT3 (ADC, 432931), probe- Mm-Slc1a3/GLAST (ADC, 430781), Probe- Mm-Slc1a3/GLAST-C2 (ADC, 430781-C2), and probe-Mm-VEGFa-O1 (ADC, 21300 A) as well as the HybEZ hybridization oven (321711) were purchased from ACD, Inc., and all the procedures were performed according to the manufactural protocol. Briefly, mice were perfused with 4% PFA at P21. Their brain samples were post-fixed with 4% PFA for 16 h, dehydrated with 15% and 30% sucrose PBS, and then cryosectioned (14 µm thickness). The brain sections were dehydrated in an ethanol series. The sections were treated with hydrogen peroxide to block endogenous peroxidase activity, and then they were incubated in RNA retrieval buffer maintained at a boiling temperature (100 °C to 103 °C) for 15 min. The brain sections were hybridized with the probes, the negative control probe (a gene anti soil bacteria) and the positive control probe (Polr2-RNA polymerase 2) in a 40 °C hybrid oven for 2 h. After washing, the slides were treated with pre-amplifier for 30 min and amplifier for 15 min at 40 °C. Chromogenic detection (AKOYA Biosciences®, NEL810001KT) was performed using Opal^TM^ 520, Opal^TM^ 570 (red), and Opal^TM^ 690 (opera) to label the probe with fluorescence, and immunofluorescent stained samples were imaged under confocal microscope. DAPI was used as the counterstain.

### Tissue processing and Immunofluorescence

Mice with indicated genotypes were anesthetized and perfused transcardially with 4% paraformaldehyde (PFA; pH7.4). The brains were dissociated and post-fixed overnight, then mounted in agarose prior to vibratome sectioning. 40 µm free-floating vibratome sections of brains were collected in PBS, then blocked and permeabilized with blocking solution containing 3% Donkey serum and 0.5% Tween-20 in PBS for 1 h at room temperature and incubated with primary antibodies in blocking solution overnight at 4 °C. The brain sections were then rinsed with 3x PBST buffer. Afterward, samples were incubated with appropriate secondary antibodies at 1:300 (Thermo Fisher Scientific, Alexa Fluor conjugates) for 2 h at room temperature. Brain sections were washed and incubated with DAPI (Thermo Fisher Scientific) to reveal cell nuclei. After washing with PBS, mouse brain sections were mounted for confocal imaging with Zeiss LSM 800 system. Images were also taken with BZX fluorescence microscope.

### Western blotting

Tissues were dissected and homogenized with RIPA lysis buffer containing a complete protease inhibitor cocktail (Roche Applied). Protein was collected by centrifugation at 13000 *g* for 5 min. The protein concentration was measured by the BCA (Pierce Biotechnology) protein kit, and the supernatants were mixed with loading buffer. For western blot analysis, 10% or 12% SDS-PAGE gels were used to separate proteins, and then the proteins were transferred onto nitrocellulose membranes. Afterward, the membranes were incubated with primary antibodies followed by species-specific horseradish-peroxidase-conjugated secondary antibodies (1:5000, Thermo). ECL kit (Pierce, Rockford) was used to visualize the target proteins. All data were normalized by β-actin and analyzed using ImageJ software as described previously [91].

### Primary neuron and astrocyte cultures

The prenatal cortical neuron culture procedure was modified and used based on previous reports [47, 77, 92]. Briefly, cortices were dissected from E17.5 mouse embryos and digested in 0.25% trypsin at 37 °C for 30 min. Dissociated cells were re-suspended in plating media (Neurobasal-A with 2% B27 supplement, 1x Gluta^max^, and 10% FBS) and plated onto poly-L-lysine–coated 8-mm coverslips in 24 well plates or 35 mm dish at a density of 1 × 10^5^ per well for 4 h before replacing the medium with culture medium (Neurobasal-A with 2% B27 supplement and 1x Gluta^max^). To limit glia proliferation, Ara-C (cytarabine) treatment was performed at DIV 2 for 8 to 18 h. Add Ara-C diluted in culture medium (1 μM final dilution). After Ara-C incubation, 80% of the media was replaced with fresh culture medium (400 μL/well of 24 well plates and 1500 μL in a 35 mm dish). Half of the culture medium was changed every 2–3 days.

The neonatal cortical astrocyte culture procedure was modified and used based on previous reports [93]. Briefly, cortices were dissected from P1 ~ P3 mouse pups and digested in 0.25% trypsin at 37 °C for 30 min. Dissociated cell were re-suspended in a single-cell suspension by astrocyte plating medium (Neurobasal-A with 1x N-2 Supplement with One Shot Fetal Bovine Serum; Gibco™, A1261301). Plated cells in poly-L-lysine–coated 35 mm dish at a density of 1 × 10^7^ per well and change the medium 2 days after plating the mixed cortical cells. After 7 to 8 days fresh astrocyte culture medium with continued by shaking the flask at 240 rpm for 6 hr to remove overlaying microglia sit and oligodendrocyte precursor cells (OPC). Discard the supernatant and rinse the remaining confluent astrocyte layer twice with PBS, add 5 ml trypsin-EDTA, and incubate in the CO2 incubator at 37 °C. The experiment was performed 2 days after culture.

### Real time PCR analysis

Total RNA was extracted from the primary somatosensory cortex of 3 mice in each group using TRIzol reagent. Then, purified RNA (5 µg) was used for cDNA synthesis with *GoScript* Reverse Transcription System (Promega). Quantitative real-time PCR was performed by mixing cDNA, gene-specific primers and 2x SYBR® Green ROX^TM^ FAST Mastermix (Qiagen, NE19-1) in the QuantStudio 3 Real-Time PCR System (Applied Biosystems). Each sample was repeated at least 3 times, and the mRNA level was normalized to GAPDH using the 2^-ΔΔCt^ method. Primer sequences are provided in the Supplementary Information.

### Cell counting and average intensity plots

Quantifications were adapted from previous reports [94, 95]. Confocal images (20x objective, 2 um optical sections, and 0.5x zoom) and maximal intensity Z-projections (ten optical sections) were used for quantification. Using the Cell Counter plugin of ImageJ (NIH), we obtained the number of neurons by counting blood vessels maker positive expression or the number of NeuN-positive nuclei co-localizing with DAPI nuclear staining in the Region of Interest (ROI, e.g., primary somatosensory cortex in layer I to VI). Specifically, All quantifications of intensity were done on an ROI that same area in volume (1 × 10^2 ^mm/mm^3^) includes displaying similar numbers of DAPI nuclear stained. Quantification of expression densities was obtained by intensity dividing in each cell type-specific marker (CD31, IB4, or MCT1) with DAPI counter by the area of the ROI. Average intensity plots were done using the Plot Profile function in ImageJ (NIH). We either show average image profile plots in which the intensity value of several adjacent pixels are averaged (10 µm per bin) or average profile plots profiles where values from each layer. For neuronal expression quantified, MCT2-mRNA or MCT-protein expression was randomly selected from the S1 cortex in layer-specific. Microscopic fields (at least 7 fields/layer/animal) were randomly selected from layers I to VI, where these RNA probes or immunoreactivity is well-set in NeuN+ neurons.

### Fiber photometry recording

Mice (C57BL6/J, male, at P18 days, housed at 23 °C with 40–70% humidity) were anesthetized by intraperitoneal (i.p.) injection of the mixture of ketamine (10 mg/kg) and xylazine (1 mg/kg). Holes were drilled on the skull. Glass needles (World Precision Instruments, 504949) were pulled by a puller (Sutter Instruments, MP-1000) and stereotaxically introduced into the left side of the primary somatosensory cortex (S1) (AP, −1.8 mm; ML,  ± 2.25 mm; DV,  −  0.55 mm from the brain surface) according to the mouse brain atlas. 500nL of AAV_B_-CAG-eLACCO1.1 (3 × 10^13^ viral genome (vg) mL^−1^ each) was injected, and needles were settled at the injected places for 10 min to defuse the viral vectors. After the viral injection, a fiber optic cannula (RWD life science) was implanted into the same S1 cortex. A fiber optic cannula was fixed onto the mouse’s skull using dental composite resin. Subsequently, mice were injected with 0.75 mg kg^−1^ atipamezole (i.p) to awaken them and meloxicam (i.p) to prevent pain for five days. At P25, an optical fiber was connected to a fiber optical cannula and fiber photometry, and the recording was carried out using a commercial device (R821, RWD life science) as previously described [96–98]. In brief, 470- and 410-nm laser beams were first launched into the fluorescence cube and then into the optical fibers; the 410-nm laser was used to acquire reference signal and eliminate noise. Circularly permuted green fluorescent protein (cpGFP) control emission fluorescence was collected by the digital signal interface output frequency at 20 Hz. In vivo recordings were carried out in head-fixed mice trained to whisker stimulation. For whisker stimulation, air puffs (50 ms, 29 psi, 5 Hz) were presented to the mouse’s whisker pad for 60 s. The whisker stimulation session was repeated for 5times including 45 s baseline and 100–110 s post-stimulation periods. We derived the value of the photometry signal F as F470/F410, calculating ∆F/F  =  (F – F0)/F0, where F0 is the median of the photometry signal. The average of peak ∆F/F values and the number of events for each mouse were analyzed.

### Statistics

All data are presented as mean ± SD. Analyses were conducted using five or more brain slices from 3–10 mice per group, or cultured cells from more than three independent in vitro experiments. Blood vessel density, length, and branches were quantified by the Vessel Analysis package in imageJ [99] software. Western blot bands were analyzed by ImageJ and normalized using β-actin or α-tubulin. For two independent data comparisons, an unpaired Student’s t-test was used to determine statistical significance. Tukey correction after one-way analysis of variance (ANOVA) was used for multiple group comparisons. All Statistical analyses were performed on GraphPad Prism 9.0. P < 0.05 was defined as a statistical difference.

## Supplementary information

Supplementary information

Uncropped western blot images

Supplementary material

## Data Availability

The accession number of the RNA-seq data reported in this paper was deposited in GEO under the accession number GEO: GSE227622. All data needed to evaluate the conclusions in the paper are present in the paper and/ or the supplementary information.

# Supplementary material for: Neuronal MCT2 promotes angiogenesis via lactate in the developing mouse neocortex
**Source:** Cell Death Differ. 2025 Oct 4;33(3):539–56. doi: 10.1038/s41418-025-01581-w

**Supplementary information**

**Neuronal MCT2 promotes angiogenesis via lactate in the developing mouse neocortex**

Daehoon Lee^1,2,#^, Anika Wu^1,#^, Lingling Yao^1^, Shreya Satish^1^, Lin Mei^1^, and Wen-Cheng Xiong^1,2,^*

^#^, Equal contributions

**Fig. S1│Whisker stimulation (WS) induced micro-vessel density and maturation in mouse barrel cortex.**

**a.** A schematic of whisker stimulation (WS) paradigm. The whiskers in one side of mouse snout were daily stimulated manually using a fitchew brush, 15 min per day, for 8 days (P14 to P21). The other side of mouse barrel cortex that received no stimulation (NS) will be used as a control. **b.** Representative images of immunostaining for CD31 (PECAM-1) expression in S1 cortex with or without the stimulation. **c.** Quantification of CD31^+^-BV density in S1 cortex with WS or NS. **d.** Quantification of CD31^+^-BV widths with WS or NS. The data in **c-d** were mean ± SD (n=7 mice per group, ***P* < 0.01, two-way ANOVA and Bonferroni post comparisons test). **e-j.** Immunostaining analysis with indicated antibodies of the S1 cortex. The representative images (**e, g**, and **i**), and the quantiﬁcations (mean ± SD, 5-7 mice per group, ***P* < 0.01, Student's t-test) (**f**, **h**, and **j**) were shown. Scale bar = 50 μm.

**Fig. S2│** **WS induced expressions of lactate transports and metabolism genes in the S1 cortex.**

**a.** Illustration of bulk RNA-seq procedure. **b.** Volcano plot of gene expression profiles compared WS with NS, the red dots indicate up-regulated genes (_Log_FC > 2, *P* < 0.05), the blue dots indicate down-regulated genes (_Log_FC < 2, *P* < 0.05), and gray dots indicate genes without significance (WS: n = 3, NS: n = 3). **c-d.** The red circles revealed up-regulated (**c**), and the blue circles revealed down-regulated gene expression (**d**). 

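In edgeR's fit without a block, 0 of the tested genes had a log2 fold change above 2 with an unadjusted p under 0.05, and 0 had one below -2. Without the filter on low counts, 2 genes were above 2 and 0 below -2. In the authors' deposited table, 183 rows have a log2 fold change column above 2 with a p under 0.05, and 60 rows are below -2 with a p under 0.05.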

The circular shows the differentially expressed genes assigned to KEGG pathways rank. The y-axis indicated an enriched score in biological processes. **e.** GO analysis of DEGs. DEGs enriched in biological processes (BP) were showed. Sankey plots showed WS-induced genes specifically involved in each of the enriched pathways, which was obtained via ConsensusPathDB. The dot plot showed the ratio between gene specific to BP and the total number of genes in each enriched pathway (FDR-adjusted P<0.05). **f.** Heatmap of RNA-seq analysis showing lactate transporter and metabolism gene expression profiles (DEGs, differential expression genes) in the S1 cortex of WT mice with WS or NS (WS: n = 3, NS: n = 3). All data were Z-transformed. 

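Ldha, which encodes a lactate dehydrogenase subunit, had 320.0 ± 9.13 TMM-normalized CPM in NS and 313.6 ± 57.3 in WS (SD, n = 3 each), so the groups differed by less than the spread between replicates. The log2 fold changes of the 7 lactate metabolism genes lay between -0.05 and 0.09. A z-score shows a gene's libraries relative to its own spread, so a gene with a small change and a gene with a large one can have similar colours.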

Red highlights increased, and blue marks decreased expression. **P* < 0.05 (n = 3 male mice). **g.** RT-qPCR analysis of lactate transporter and metabolism genes’ transcripts in the S1 cortex with WS or NS. Data were normalized by each group's GAPDH *ct*-value and shown as relative expression (fold) (mean ± SD, each n from 3 mice per group, **P* < 0.05, ***P* < 0.01, Student’s t-test). **h-i.** Western blot analysis of homogenates of S1 cortexes with or without WS using indicated antibodies. Representative western blots (**h**) and quantification (**i**) were shown. (Data were normalized with β-actin and shows fold change quantified, 3 mice per group, mean ± SD, **P* < 0.05, ***P* < 0.01, Student’s t-test).

**Fig. S3│Induction of endothelial MCT1-mRNA and MCT3-mRNA expression in layer IV-V by WS.**

**a.** Representative images of co-RNAscope analysis of MCT1-mRNAs (red) with GLAST-mRNAs (green) in S1 cortex (layer IV-V) of WT mice with WS or NS, which were co-immunostaining with CD31 antibody. DAPI was used to counterstain cell nuclei. **b.** Quantification of MCT1-mRNA distributions in indicated cell types (%) with WS or NS. **c**. Quantification of MCT1-mRNAs levels in CD31^+^ cells, GLAST^+^ cells, and CD31^-^GLAST^-^ cells, respectively. The data in (**c**) were shown as mean ± SD (6 mice per group, ***P* < 0.01, Student's t-test). **d.** Quantification of MCT1-mRNA intensity per CD31^+^-BVs in the S1 cortex with WS or NS (Mean ± SD, n= 24 from 6 mice per group, Student's t-test). **e.** Representative images of co-RNAscope analysis of MCT3-mRNAs (red) with GLAST-mRNAs (green) in S1 cortex (layer I-VI) of WT mice with WS or NS, which were co-immunostaining with NeuN or Olig2. Scale bar = 50 μm. **f.** Quantification of MCT3-mRNAs distributions in indicated cell types (%) with WS or NS. **g**. Quantifications of MCT3-mRNA levels in NeuN^+^ cells, GLAST^+^ cells, Olig2^+^ cells, and NeuN^-^GLAST^-^ cells, respectively (Mean ± SD, 4 mice per group, **P* < 0.05, ***P* < 0.01, Student's t-test). Scale bar = 50 μm.

**Fig. S4│WS-induction of MCT2 expression largely in NeuroD6^Cre^ glutamatergic pyramidal neurons.**

**a-b.** Representative images of co-immunostaining analysis of MCT2 with GFP in the S1 cortex (layer IV-V) of NeuroD6Cre;Ai3 mice (a NeuroD6-Cre reporter line with GFP expression) with WS or NS (**a**). Quantification of MCT2^+^GFP^+^and MCT2^+^GFP^-^cells (%) were presented in **b** (5 mice per group). **c-e**. Representative images of co-immunostaining analysis of PV (green) and cFos (red) in S1 cortex (layer IV-V) with WS or NS in WT mice (**c**). The data in c were shown in **d-e** (mean ± SD, n=7 from 3 mice per group, ***P* < 0.01, Student’s t-test). **f-h**. Representative images of co-immunostaining analysis of GFP (green) and cFos (red) in S1 cortex (layer IV-V) with WS or NS in NeuroD6-Cre;Ai3 mice (**f**). Quantifications of data in f were shown in **g-h** (Mean ± SD, n=12 from 5 mice per group, ***P* < 0.01, two-way ANOVA and Bonferroni post comparisons test). **i-j**. Representative images of co-immunostaining of MCT2 (green) and cFos (red) in S1 cortex (layer IV-V) of WT mice with WS or NS (**i**). Correlation analysis of MCT2 with cFos intensity with fitted linear regression (mean ± SD, n =4 mice per group, R^2^ = Correlation coefficient, ***P* < 0.01; linear regression different) was shown (**j**). Scale bar = 50 μm.

**Fig. S5│AR-C155858 inhibition of WS-induced BV formation.**

Mice received daily intraperitoneal injections of AR-C155858 (1 mg/kg) or vehicle, with or without WS, as illustrated in Fig. 1j. **a**. Representative images of co-immunostaining of MCT1 (green) with isolectin GS-IB4 (IB4, red) in barrel cortex layer IV-V with indicated treatments. **b**. Quantiﬁcation of MCT1^+^-BV densities and IB4^+^-BV densities in layers I to VI [mean ± SD, n= 7~14 (area in mm^3^) from 3 mice per group, ***P* < 0.01, two-way ANOVA and Bonferroni post comparisons test] was shown. **c-d**. Body weight (**c**) and tissue mass (**d**) were monitored throughout the study. **e-f**. A representative _L_-lactate assay for plasma lactate levels measured at the end of the AR-C155858 treatment (**e**). The quantifications were shown in (**f**) (mean ± SD, each n from 3 mice per group, **P* < 0.05, ***P* < 0.01, Student’s t-test). **g**-**h**. A representative colorimetric _L_-lactate assay with indicated conditions and tissue lysates (**g**). Quantifications of _L_-lactate levels from S1 cortexes, TA muscle, and liver with vehicle or AR-C155858 were presented in (**h**) (Mean ± SD, 3 mice per group, *, P < 0.05, multiple t-test). **i.** Representative western blots using indicated antibodies of homogenates from S1 cortex with or without WS and with AR-C155858 or vehicle-treatments. **j.** Quantiﬁcation of data in (**i**). Data were normalized by β-actin and α-tubulin in control samples (3 mice per group, mean ± SD, **P* < 0.05, ***P* < 0.01, one-way ANOVA with Tukey's Honestly Significant Difference (HSD) test). The blue star (*) indicates a comparison between with WS or NS. The magenta star (*) indicates a comparison between AR-C155858 and vehicle treatments, while the black star (*) indicates a comparison between each indicated experiment group, respectively. The number of vessels was indicated by the # symbol in the statistic graphs y-axis. Scale bar = 50 μm.

**Fig. S6│** **Generations of viruses for suppression of neuronal MCT2 by lentivirus or exogenous expression of MCT2 by AAV viruses.**

**a-b.** Suppression of neuronal MCT2 expression by lentivirus of MCT2-shRNA. Representative western blots of homogenates from virus-injected S1 cortexes with WS or NS using indicated antibodies (**a**). Quantiﬁcation of data in (**b**). Data were normalized by β-actin and expression level indicates fold change over control in each group (mean ± SD, 2 mice per group, ***P* < 0.01, one-way ANOVA with Tukey's HSD test). **c-d**. Representative images of co-immunostaining analysis of GFP (green), NeuN (cyan), and MCT2 (red) in S1 cortex injected with lentivirus of MCT2-shRNA or scrambled shRNA particles mixed with AAV-hSyn-GFP virus (**c**). Scale bar = 50 μm. Quantiﬁcation of MCT2 protein levels in layers IV-V in each group (**d**) (mean ± SD, 6 mice per group, ***P* < 0.01, Student's t-test). **e-g**. A schematic of the AAV-hSyn-DIO-mMCT2/mCherry-fusion (Cre dependent mouse-MCT2-mCherry expression) and the experimental protocol (**e**). A representative Western bolt analysis of homogenates of S1 cortexes with indicated virus infections and using the indicated antibodies (**f**) and quantification (**g**) were shown. (Data were normalized with GAPDH and shows fold change quantified, 3 mice per group, mean ± SD, **P* < 0.05, ***P* < 0.01, student’s t-test). **h-i.** Representative images of immunostaining analysis of mCherry^+^ neurons in virus infected S1 cortex in NeuroD6^Cre^ mice (**h**, left), co-immunostaining analysis of MCT2 (green) with mChs (red) in the S1 cortex (layer IV-V) with indicated viruses (**h**, right). Quantiﬁcation of data in (**i**). Scale bars = 10 μm. The blue star (*) marks a comparison between WS vs NS, while the black star (*) indicates a comparison between MCT2-shRNA and Scramble-shRNA, respectively.

**Fig. S7│** **Generations of exogenous expression of human-MCT2 by AAV viruses.**

**a-d**. A schematic of the AAV-hSyn-DIO-hMCT2-T2A-mCherry and the experimental protocol (**a**). A representative image of immunostaining analysis of mCherry^+^ neurons in virus infected S1 cortex in NeuroD6^Cre^ mice. DAPI was used as the counterstain (**b**). Western blot analysis of homogenates of S1 cortexes with indicated virus infections and using the indicated antibodies. Representative blots (**c**), and quantification (**d**) were shown. (Data were normalized with GAPDH and shows fold change quantified, 3 mice per group, mean ± SD, **P* < 0.05, ***P* < 0.01, one-way ANOVA test).

**Fig. S8│ Increased pVEGFR signaling by expression of neuronal MCT2 or WS.**

**a-b**. Representative Western blots using indicated antibodies of homogenates from indicated virus-infected S1 cortexes (**a**), and the quantiﬁcation of data in (**b**), which were normalized by GAPDH in each group samples (mean ± SD, 4 mice per group, **P* < 0.05, ***P* < 0.01; Student's t-test). **c-d**. Representative images of co-immunostaining analysis in the barrel cortex with WS or NS using the indicated antibodies (**c**), and the quantification of pVEGFR2^+^-BV densities (**d**) (mean ± SD, n=7 from 3 mice per group, ***P* < 0.01, Student's t-test).

**Fig. S9 │ Requirement of VEGFa for basal and activity-induced angiogenesis.**

**a-b**. Representative images of co-RNAscope analysis of VEGFα-mRNAs (green) with GLAST-mRNA (red) in the presence or absence of WS with shRNA-VEGFa or scrambled lentivirus injections (**a**) and quantifications of data (mean ± SD, n=8 from 3 mice per group, ***P* < 0.01, one-way ANOVA test) (**b**) were shown**. c-i**. Representative images of immunostaining or co-immunostaining using indicated antibodies (**c**, **e**, **g**) and the quantifications (mean ± SD, n=8 from 3 mice per group, ***P* < 0.01, one-way ANOVA test) in (**d**, **f**, **h**, and **i**) were shown. The presence or absence of WS with shRNA-VEGFa or scrambled lentivirus injections were indicated. Scale bars = 50 μm. The blue star (*) denotes a significant difference between WS and NS, while the black star (*) indicates a comparison between each indicated experiment group, respectively. **j**. Summary of neuronal MCT2 and VEGFa functions in promoting BV-endothelial cell proliferation and survival.

**Fig. S10 │ _L_-lactate levels in S1 cortexes, cultured astrocytes and neurons, and serum samples.**

**a.** The _L_-lactate levels in primary cultured neurons, astrocytes, and S1 cortex were shown (Mean ± SD, n = 3~4, **P < 0.01, one-way ANOVA test). **b-d**. A representative colorimetric _L_-lactate assay in serum plasma from 2-month-old or P21 neonatal mice with vehicle or L-lactate injections (s.c., 2g/kg, daily once, P14 to P21). The quantifications of serum _L_-lactate levels by colorimetric assays (**c**) and serum glucose levels by luminescent glucose assay (**d**) were shown (triplet repeat test from 3 mice per group, mean ± SD, ***P* < 0.01; one-way ANOVA test). **e**. Summary of lactate levels in Tissues, primary cultured cells, and serum.

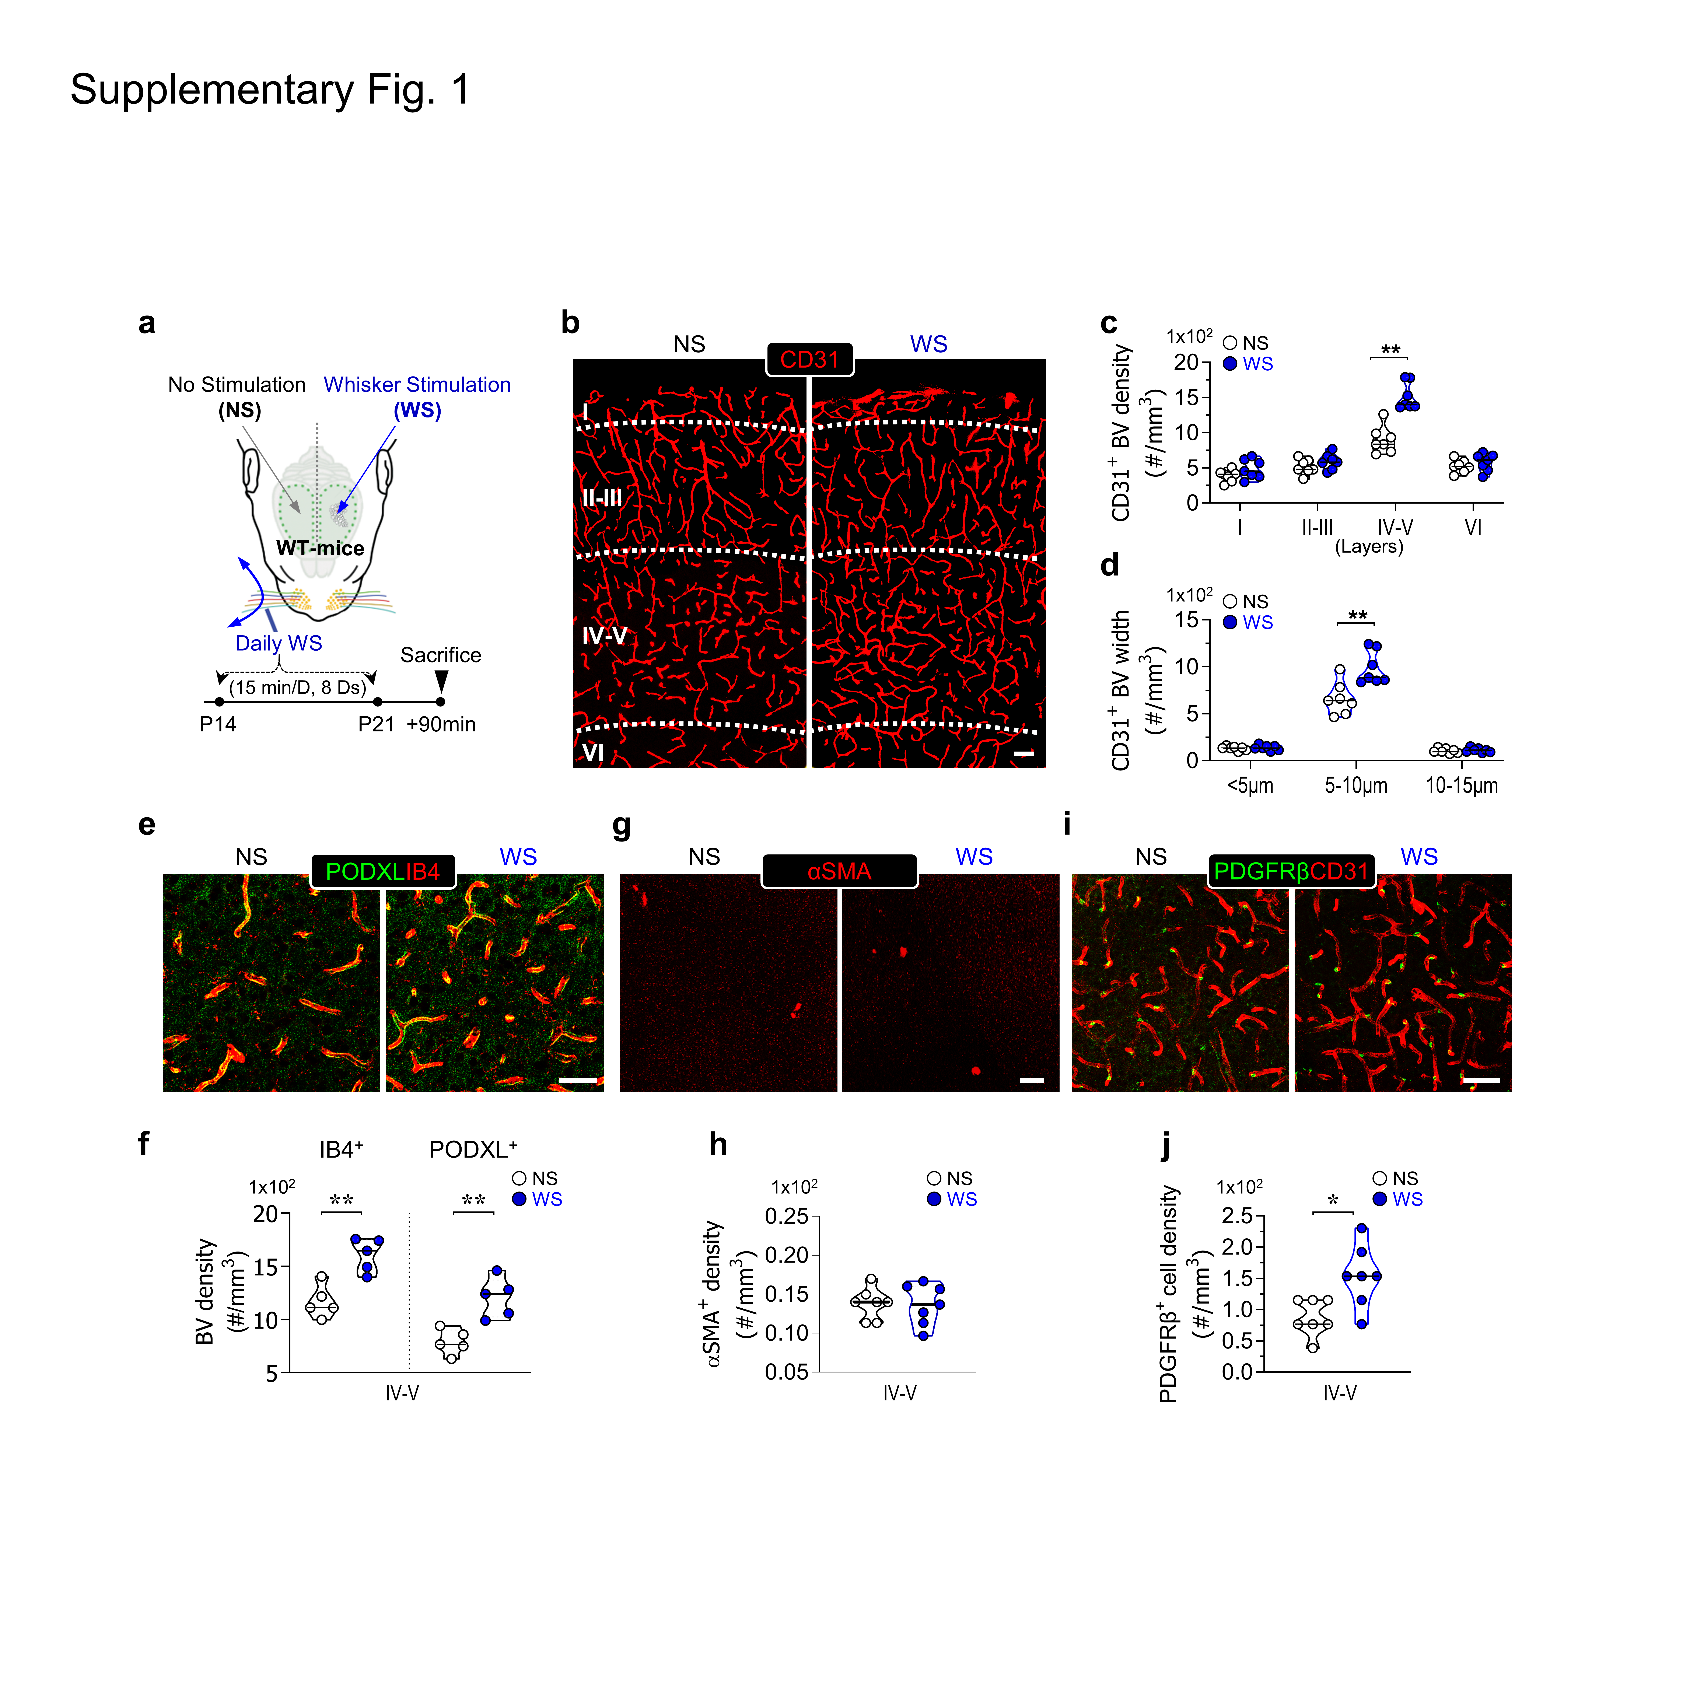

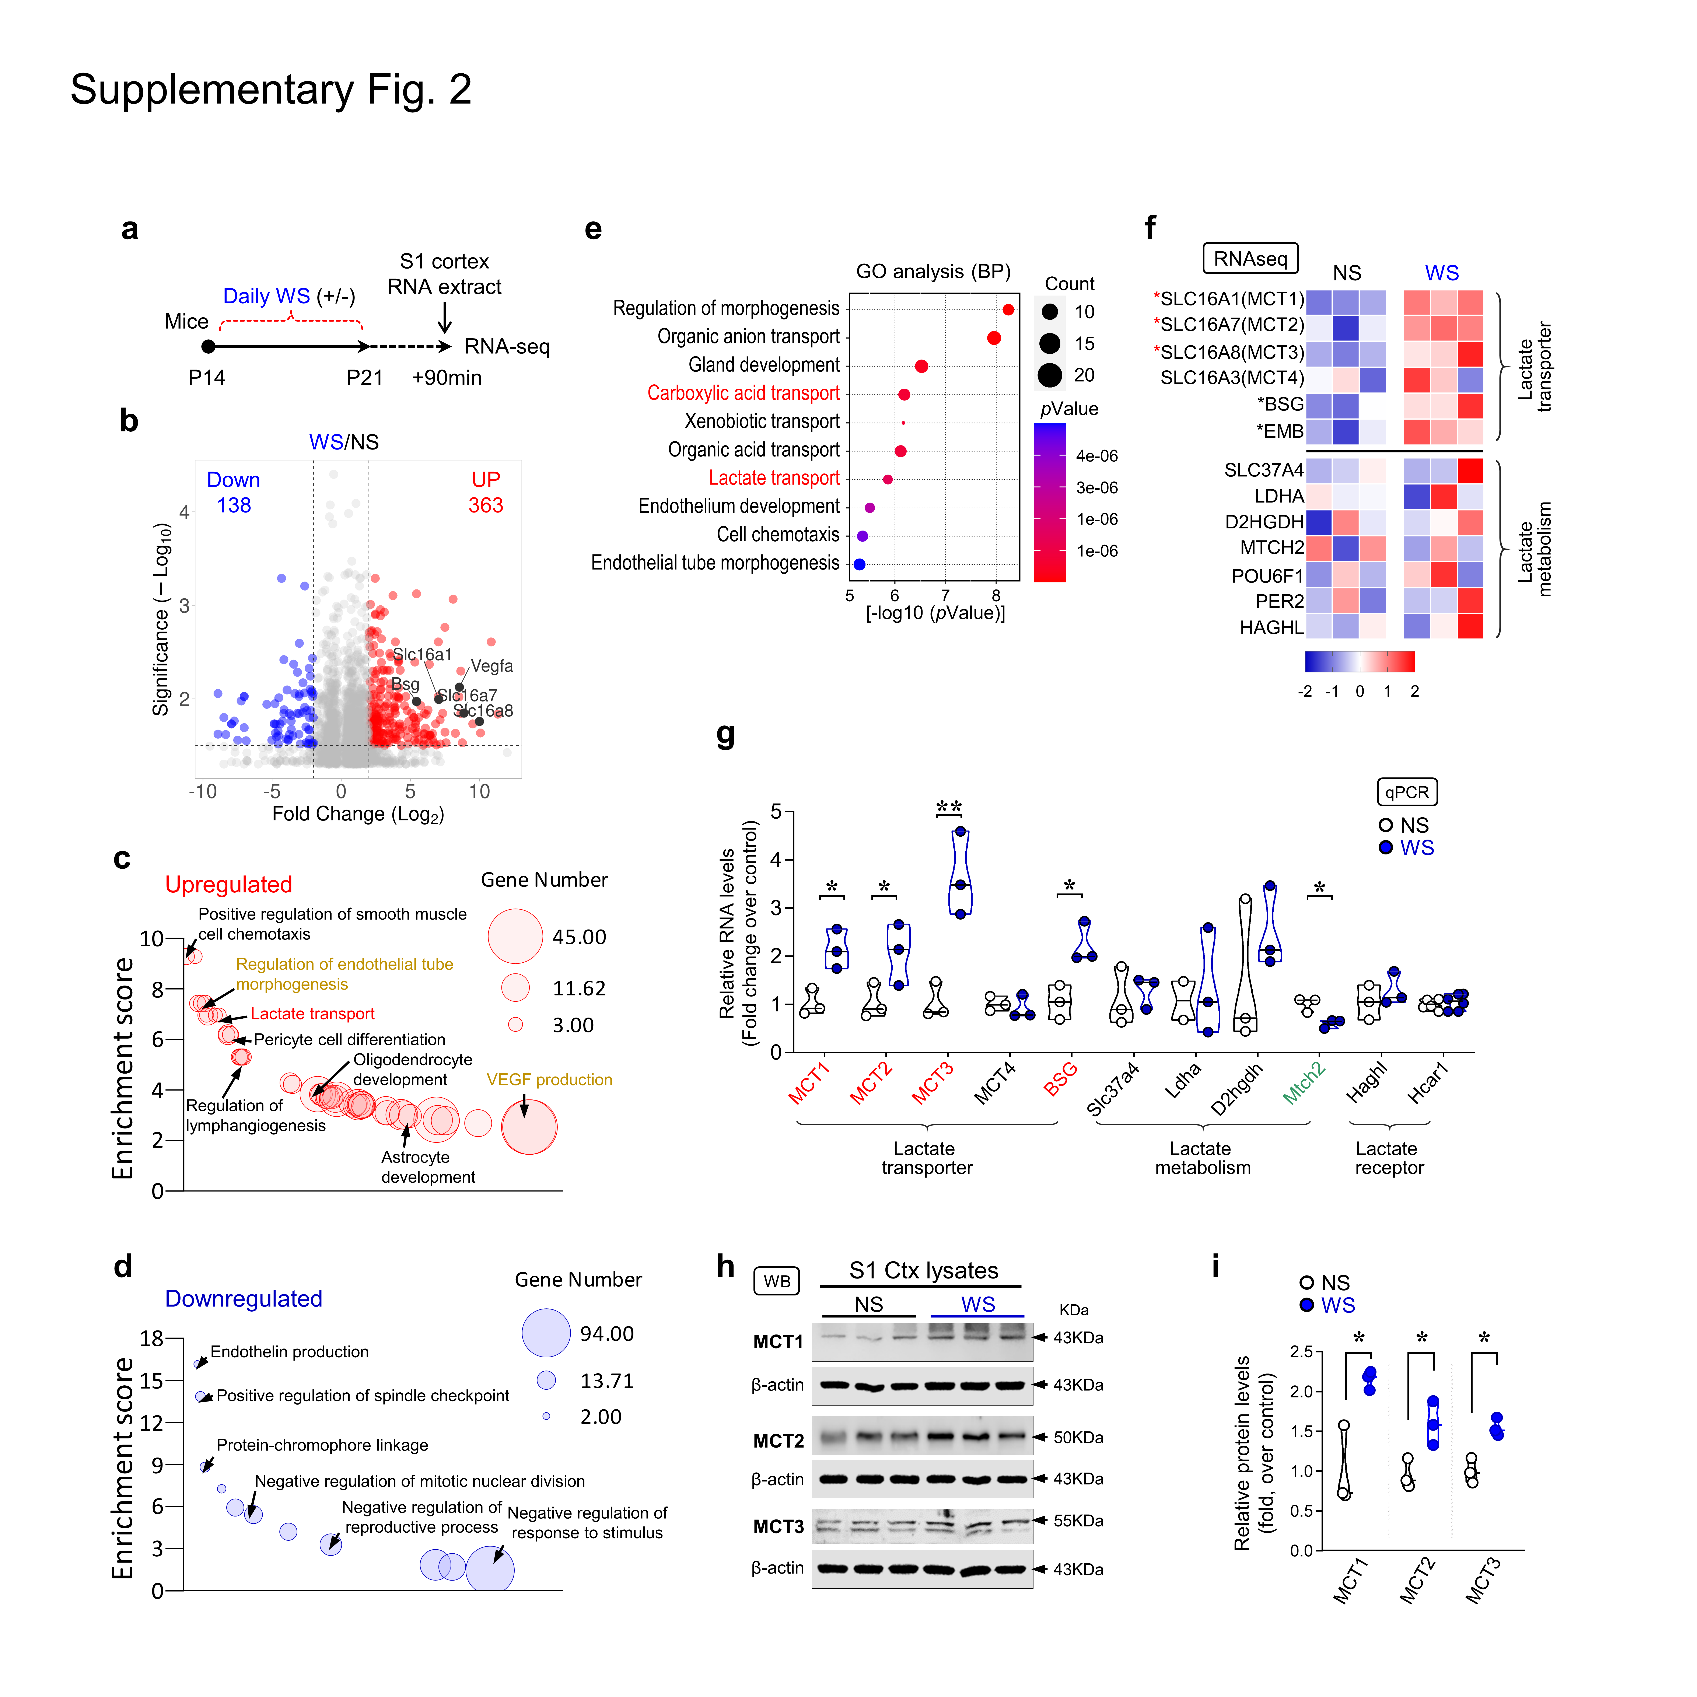

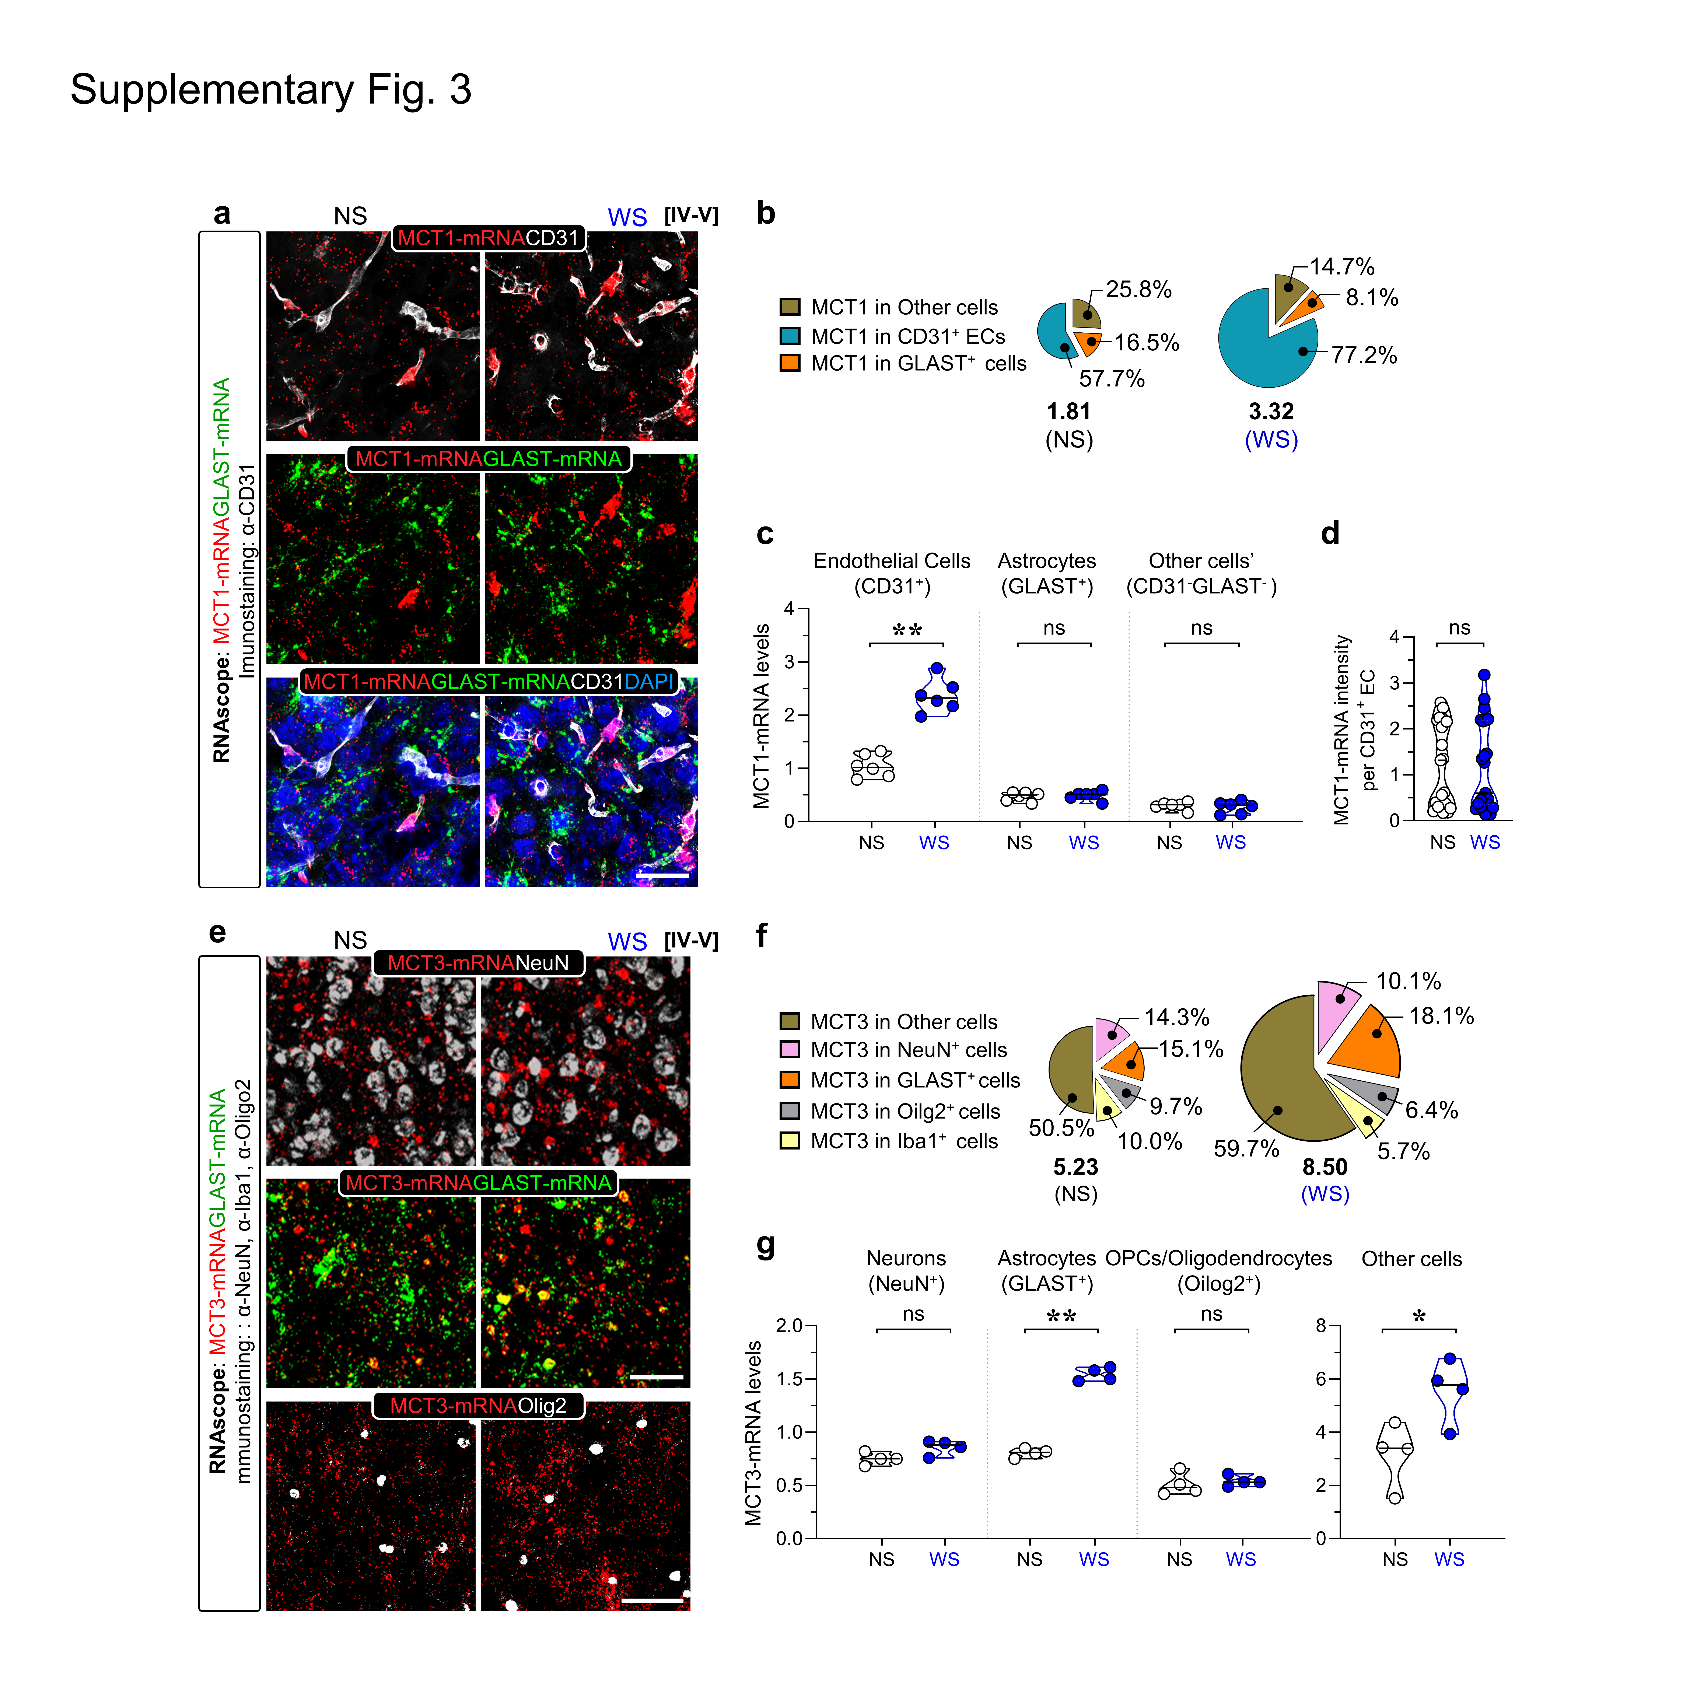

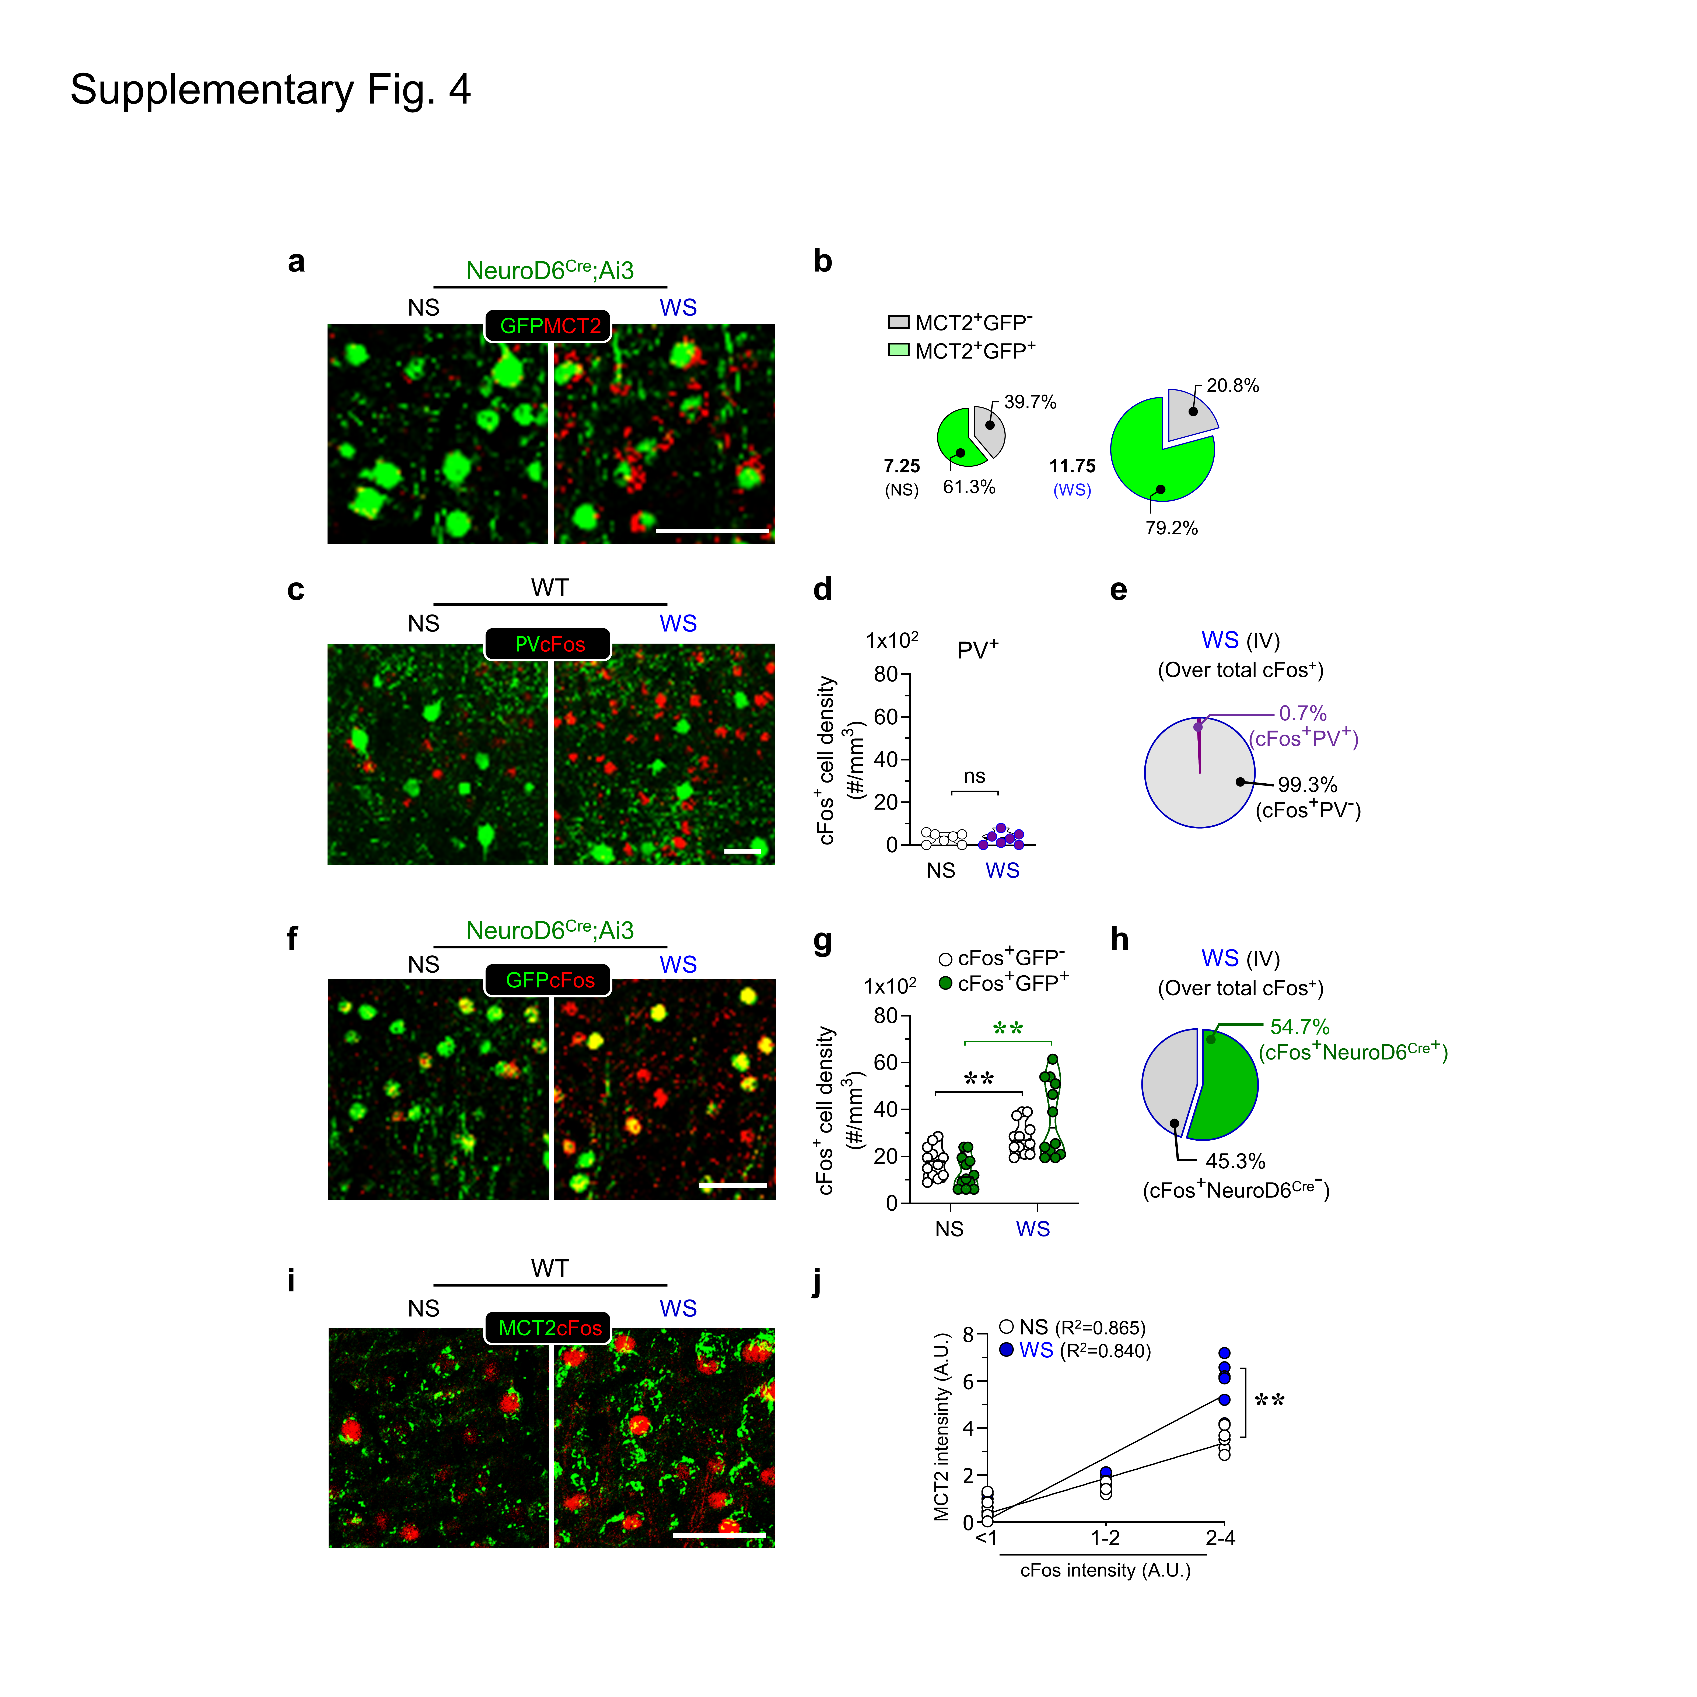

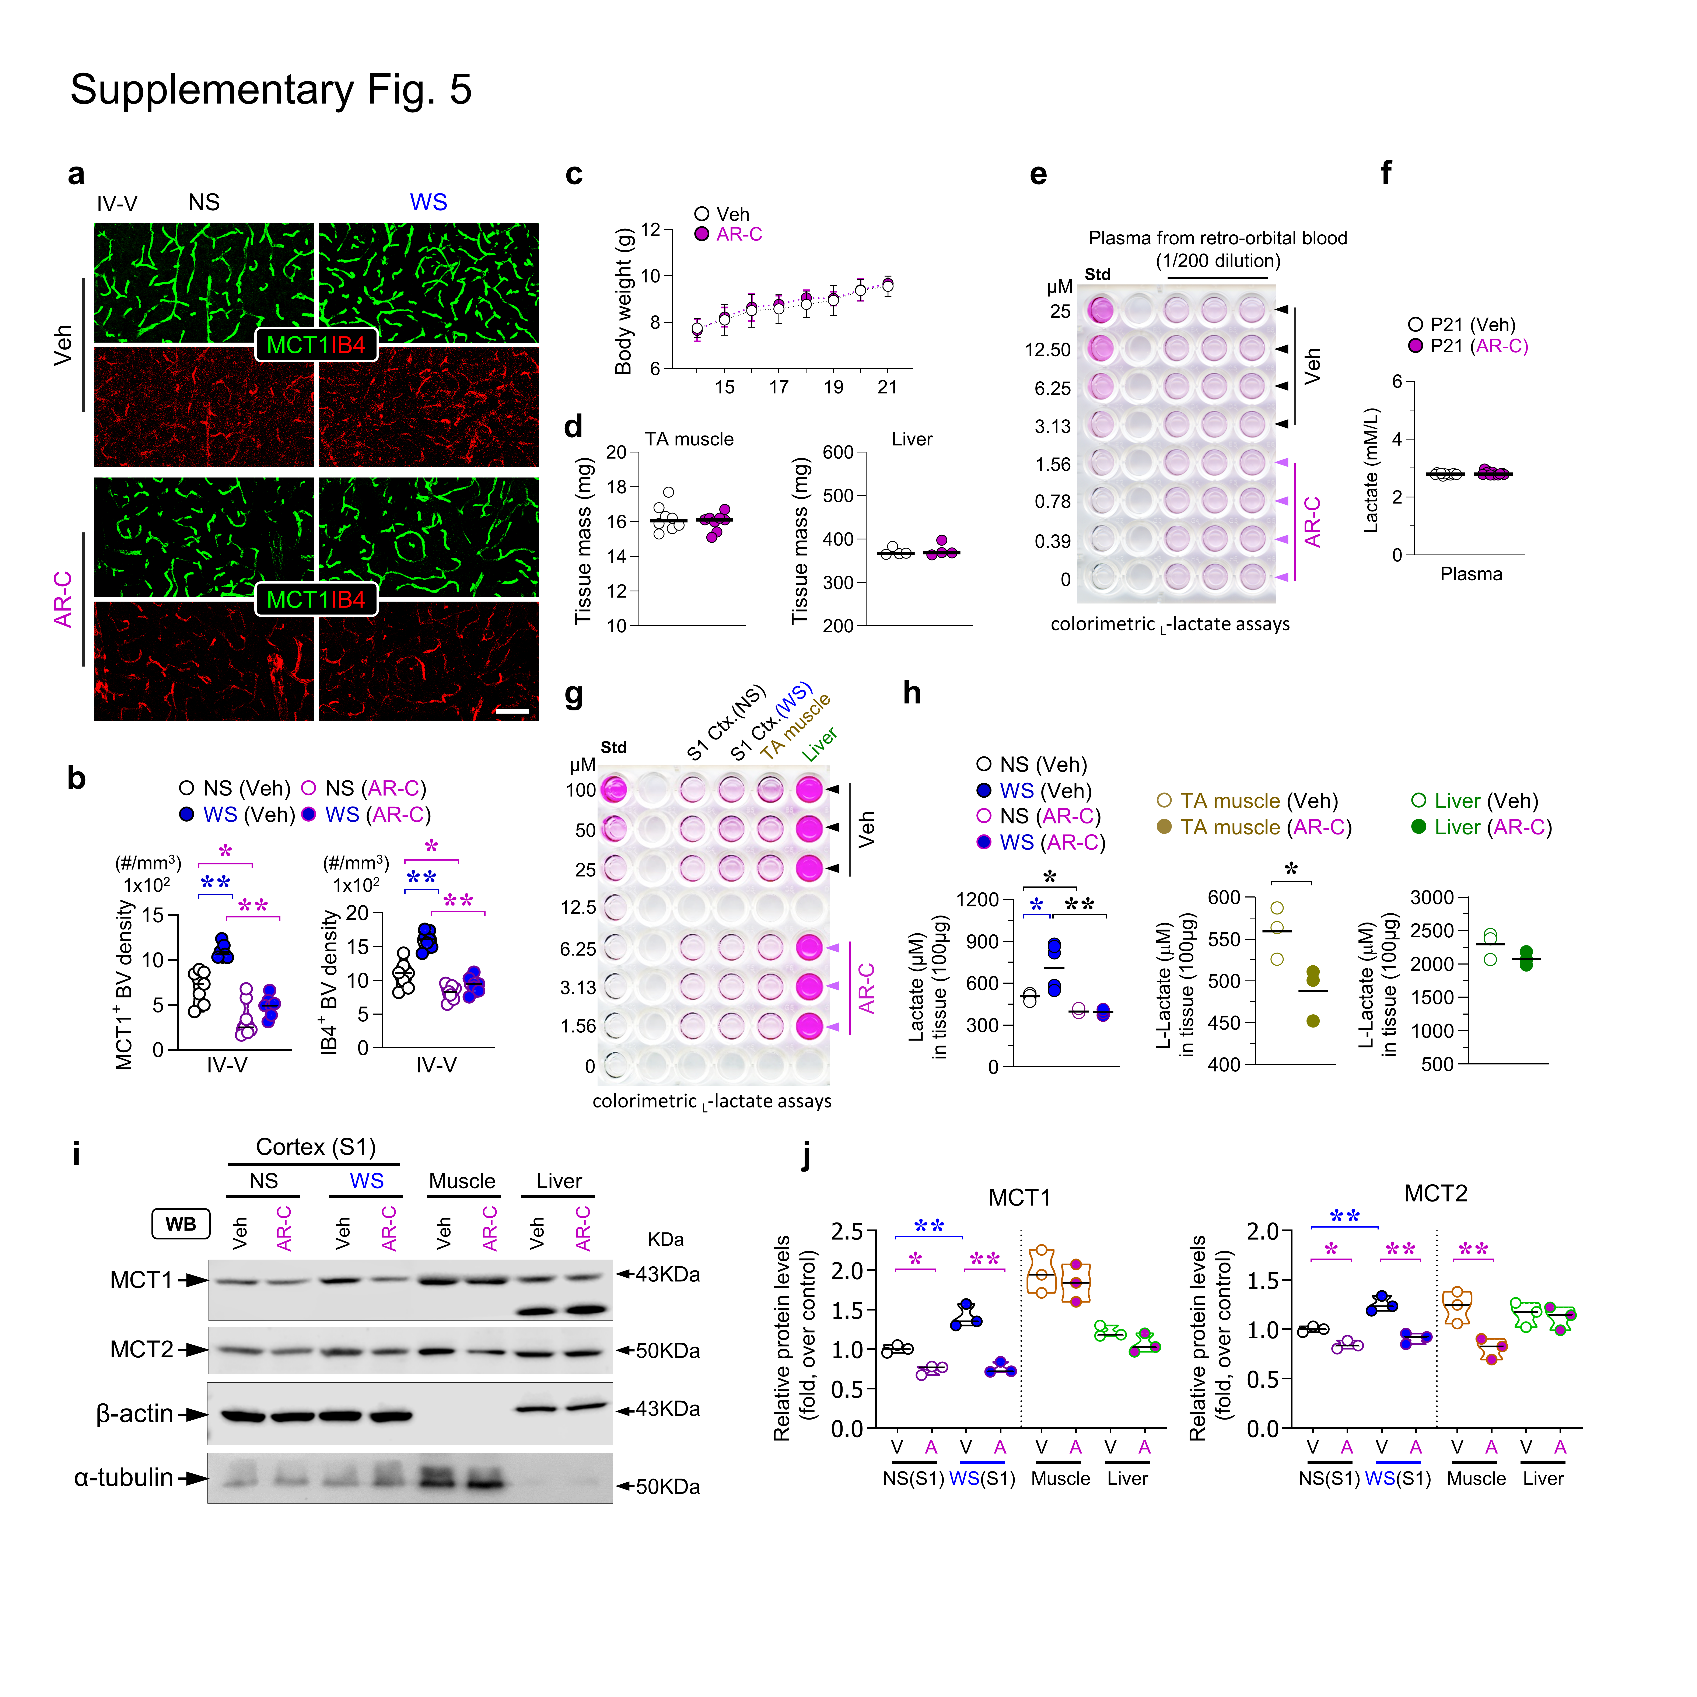

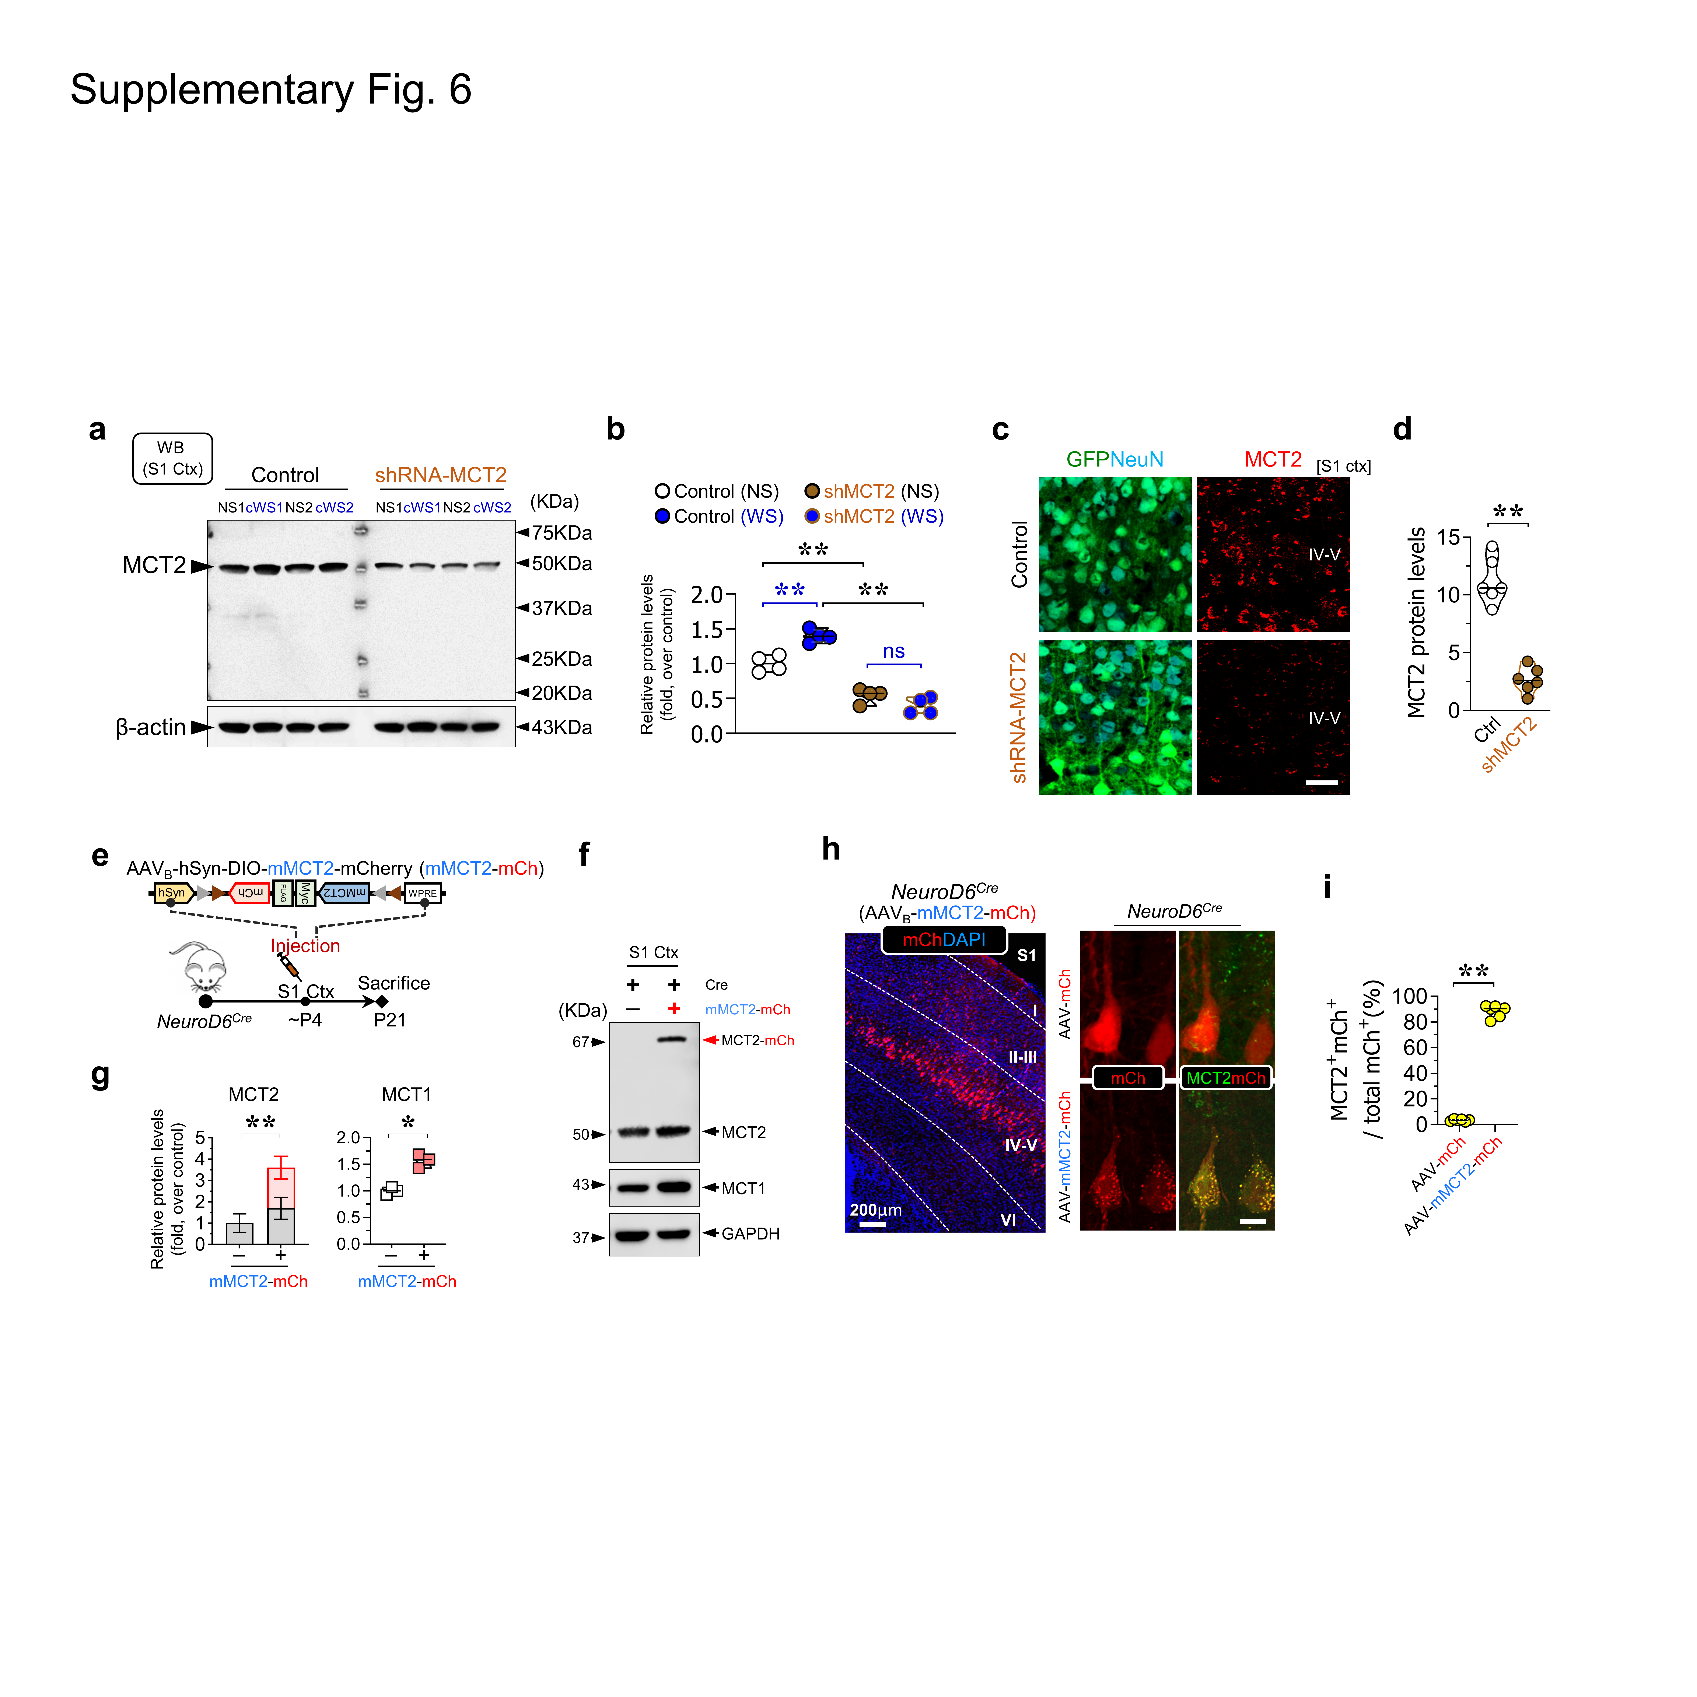

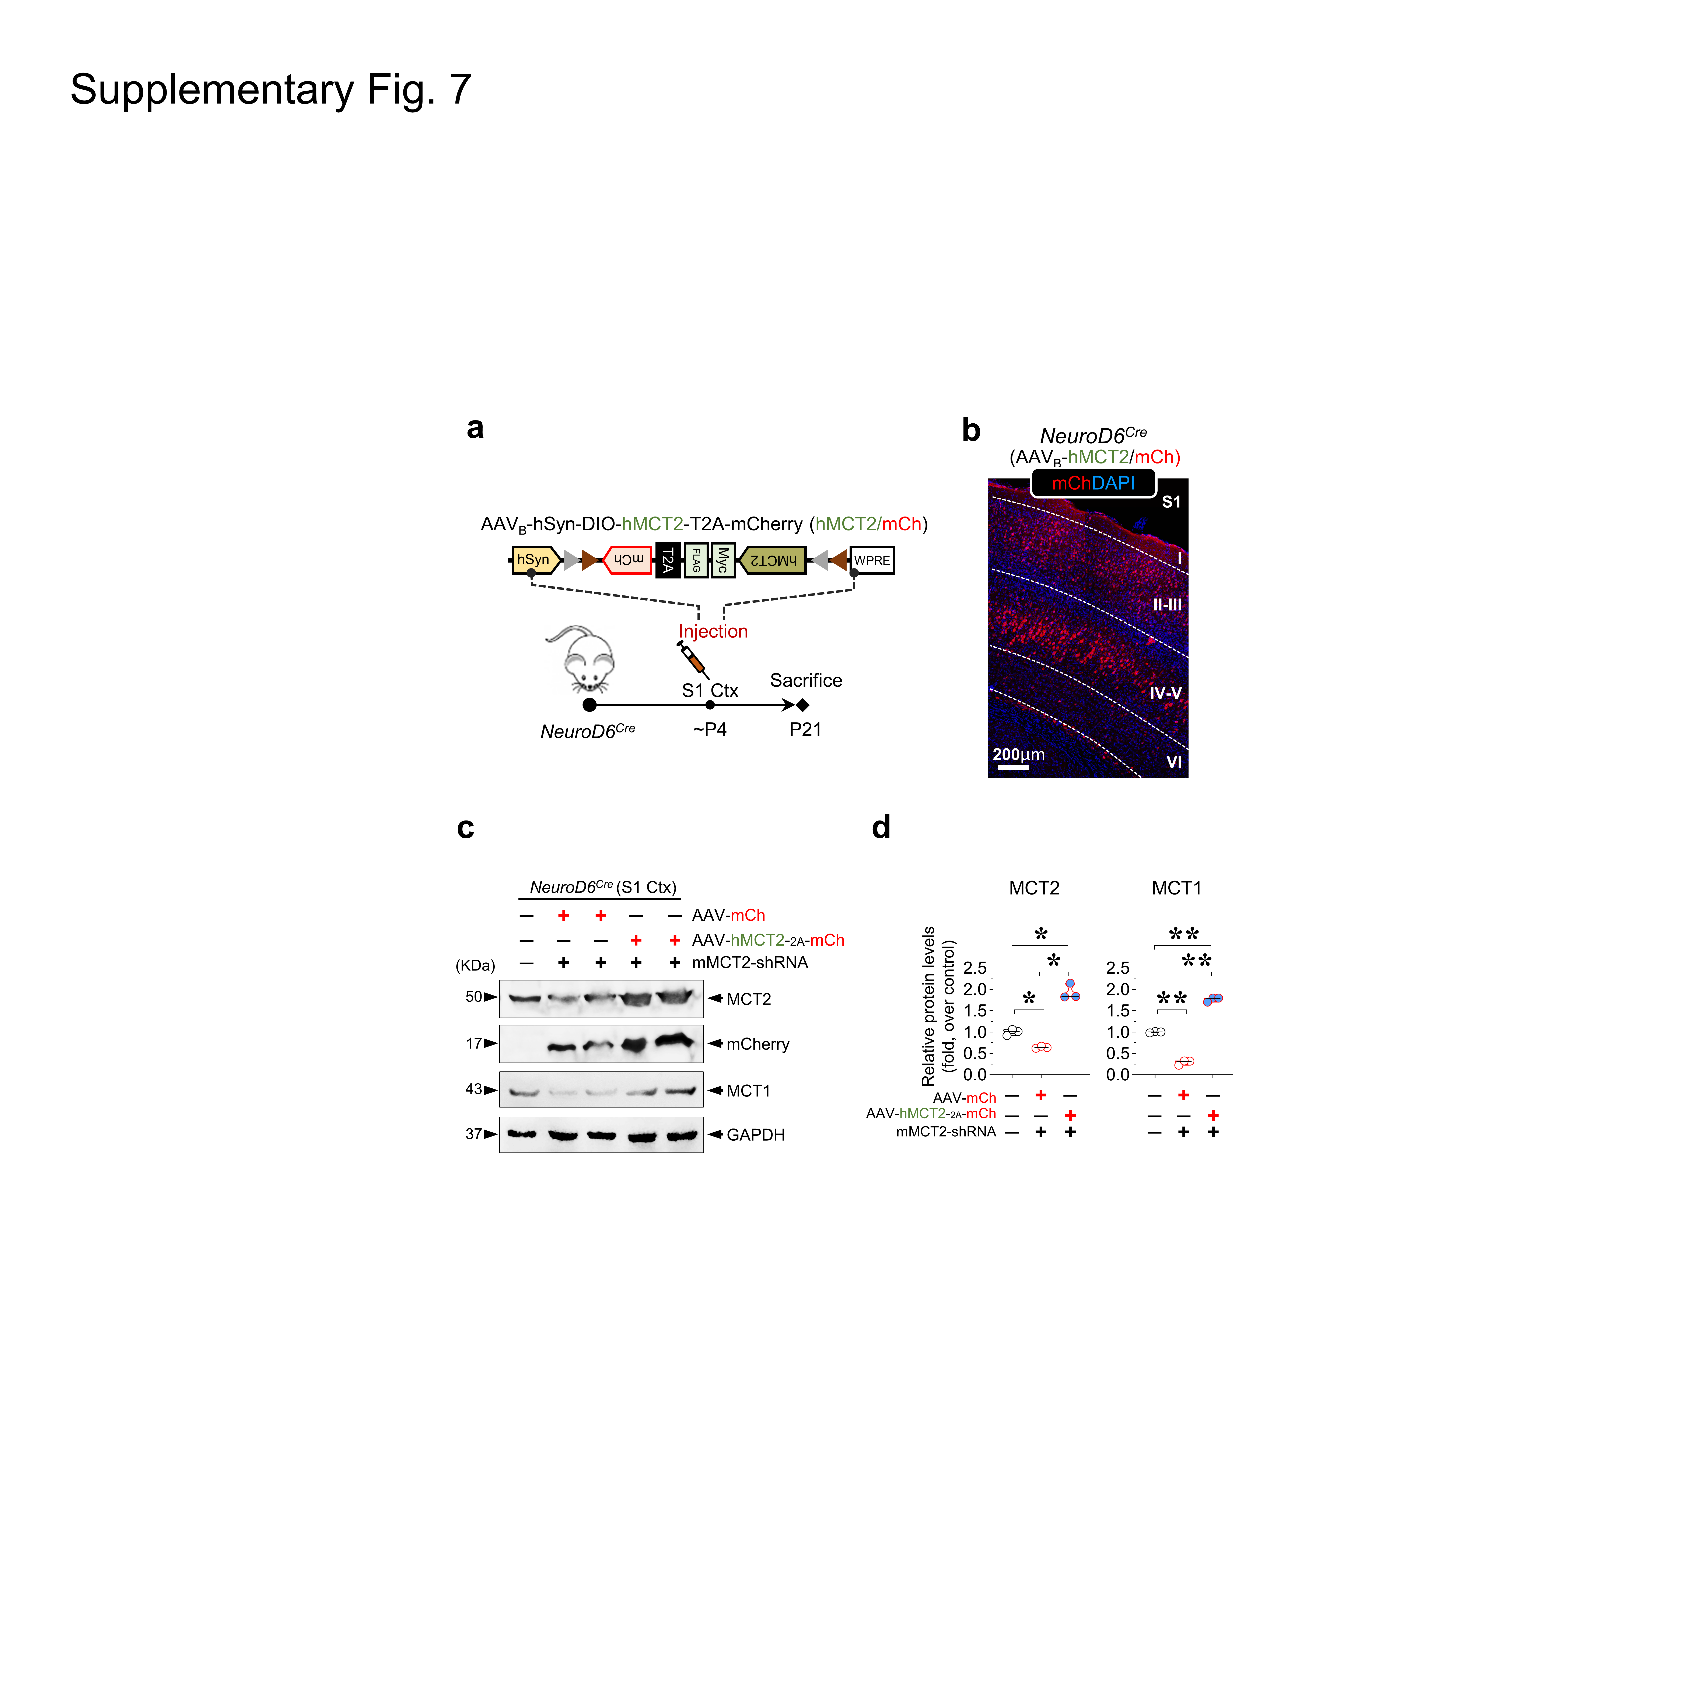

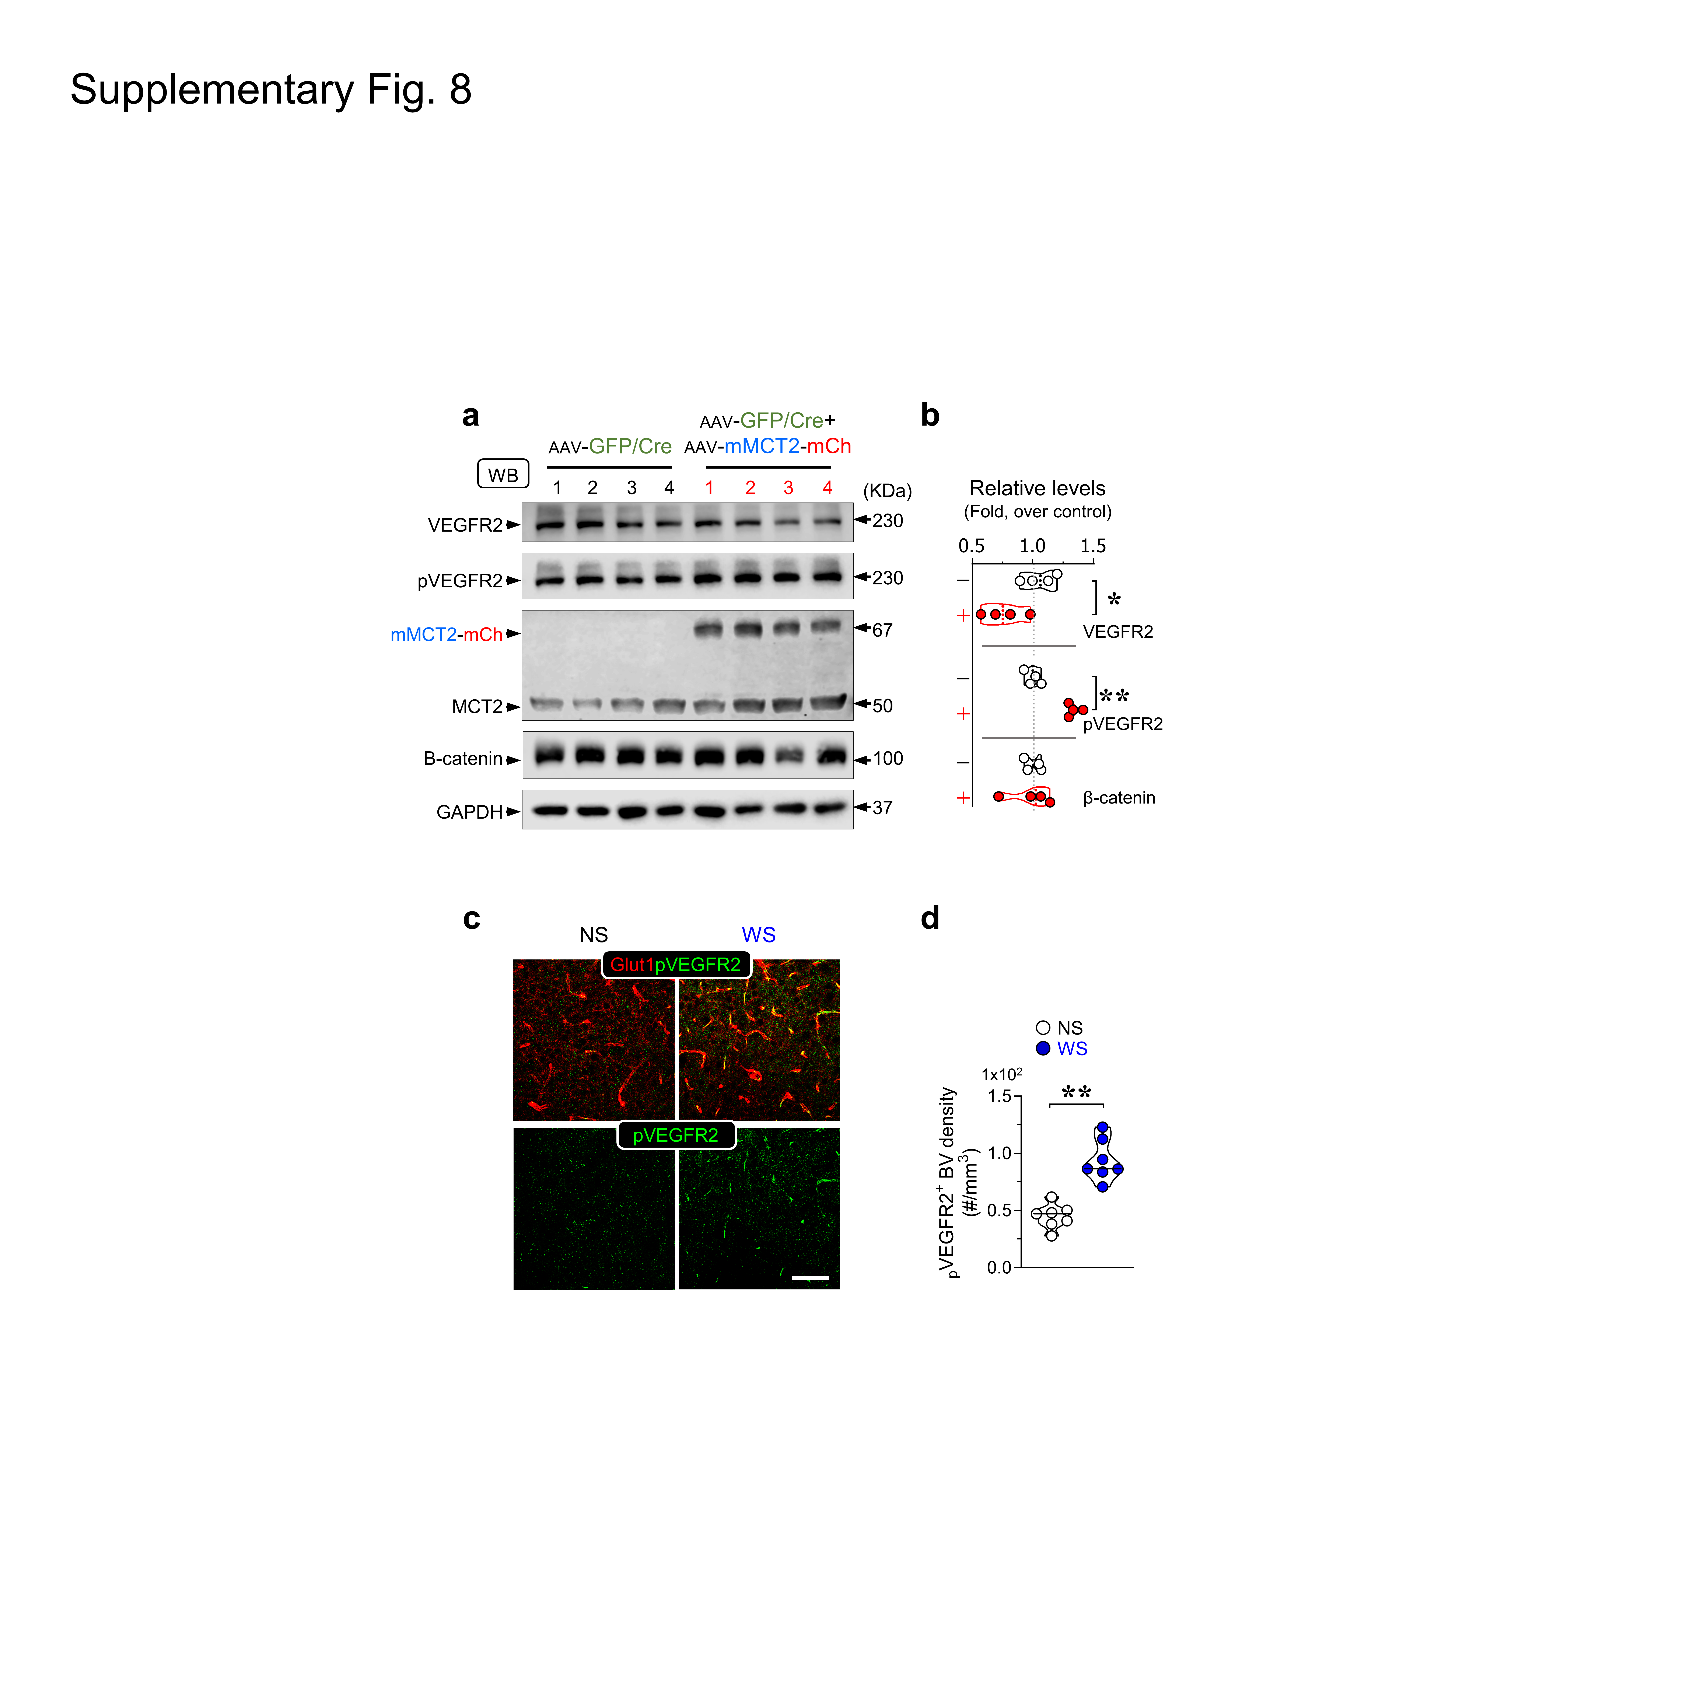

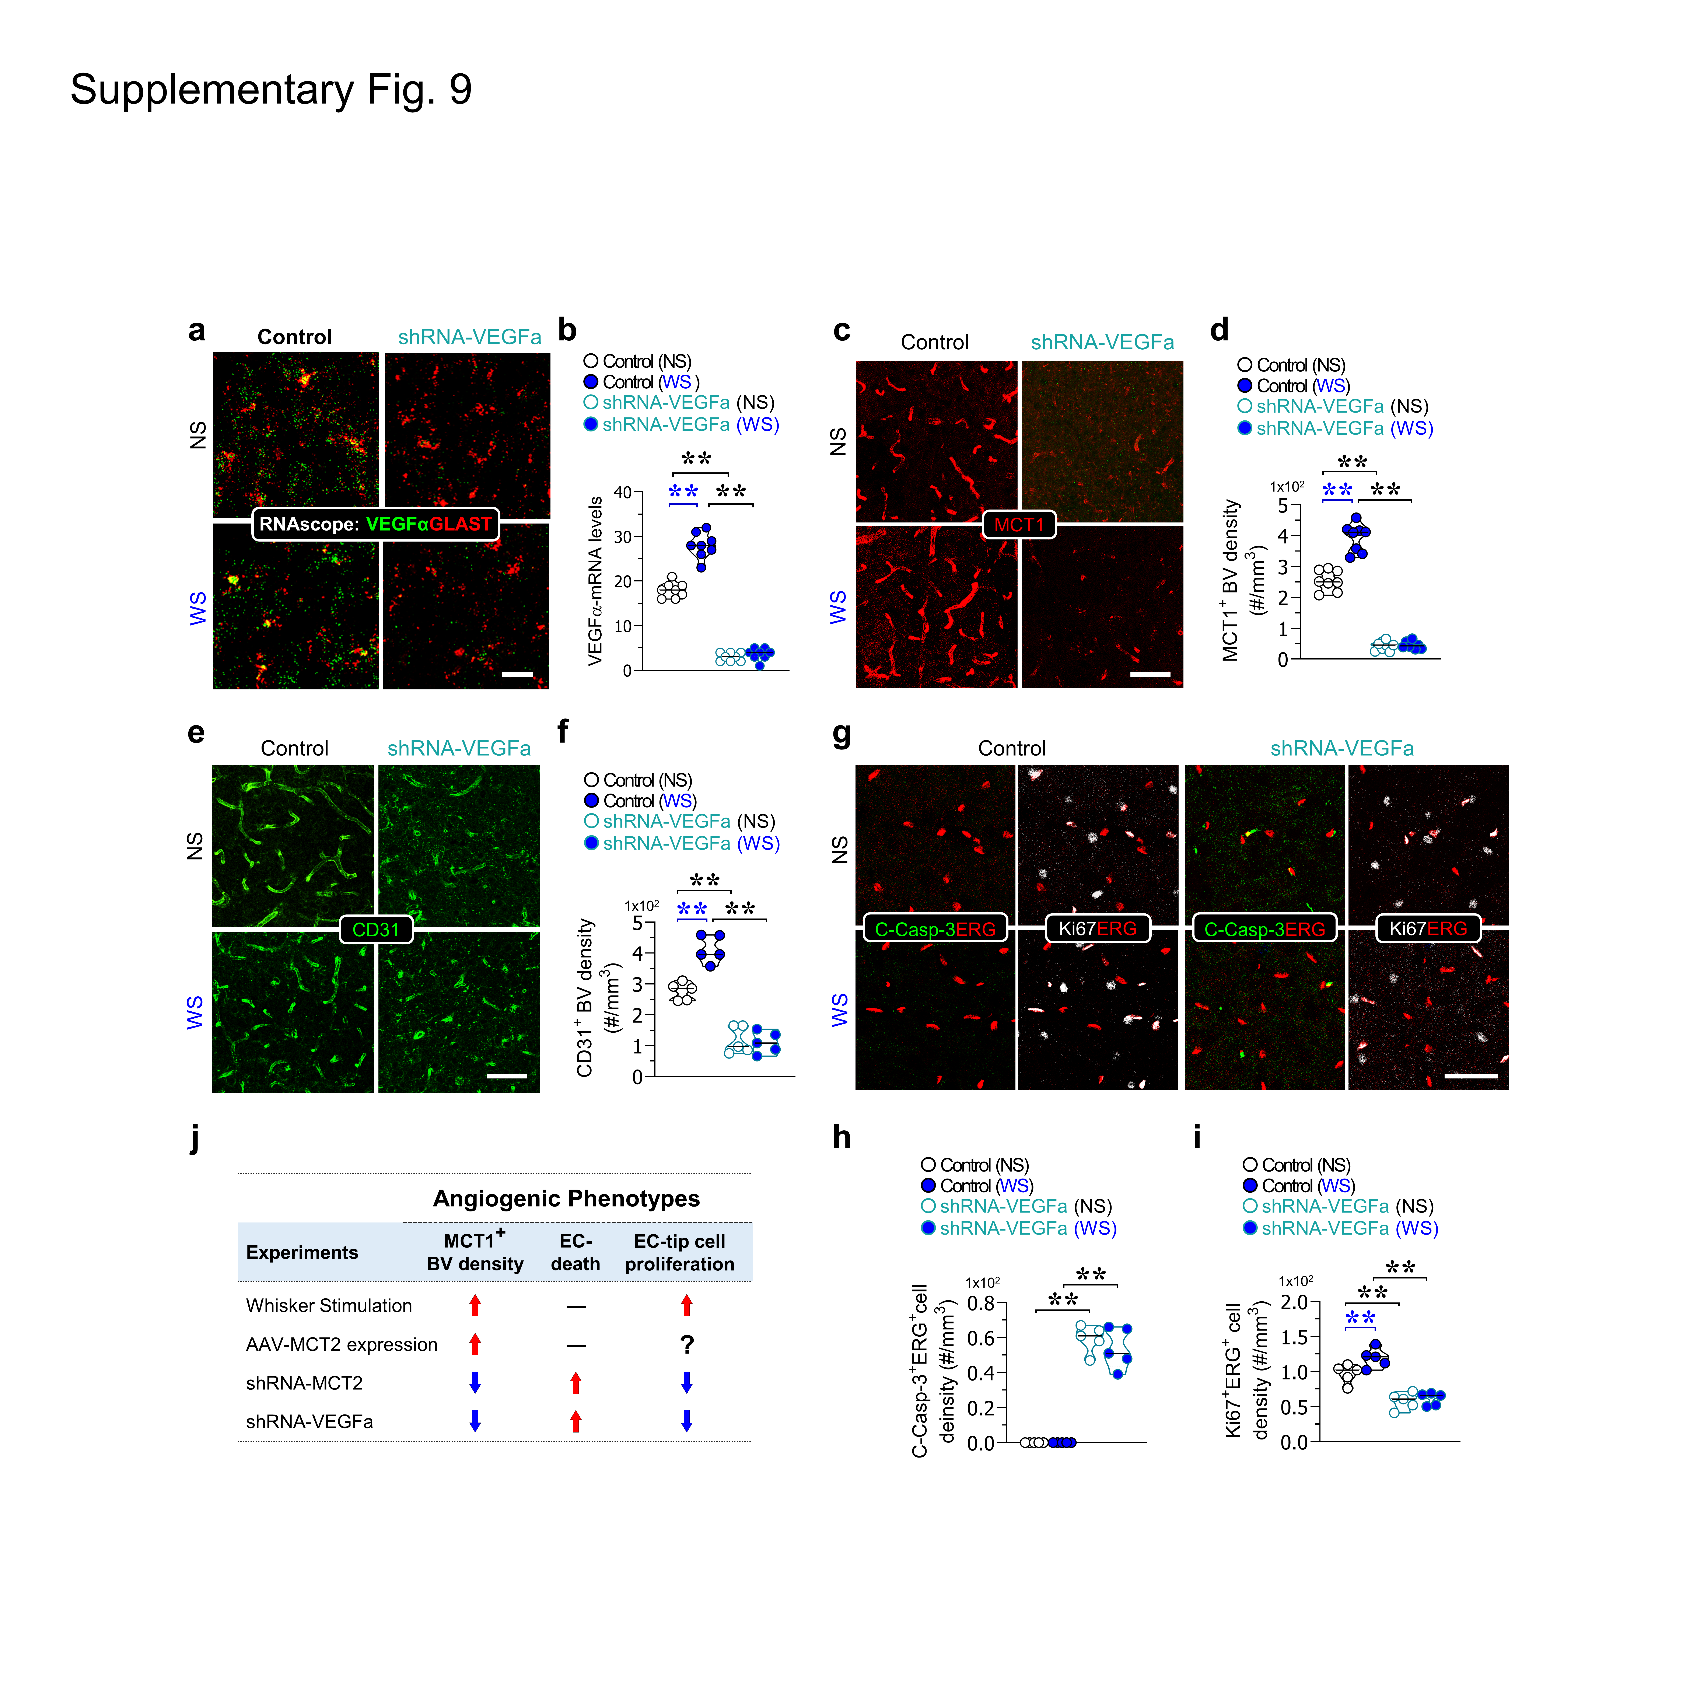

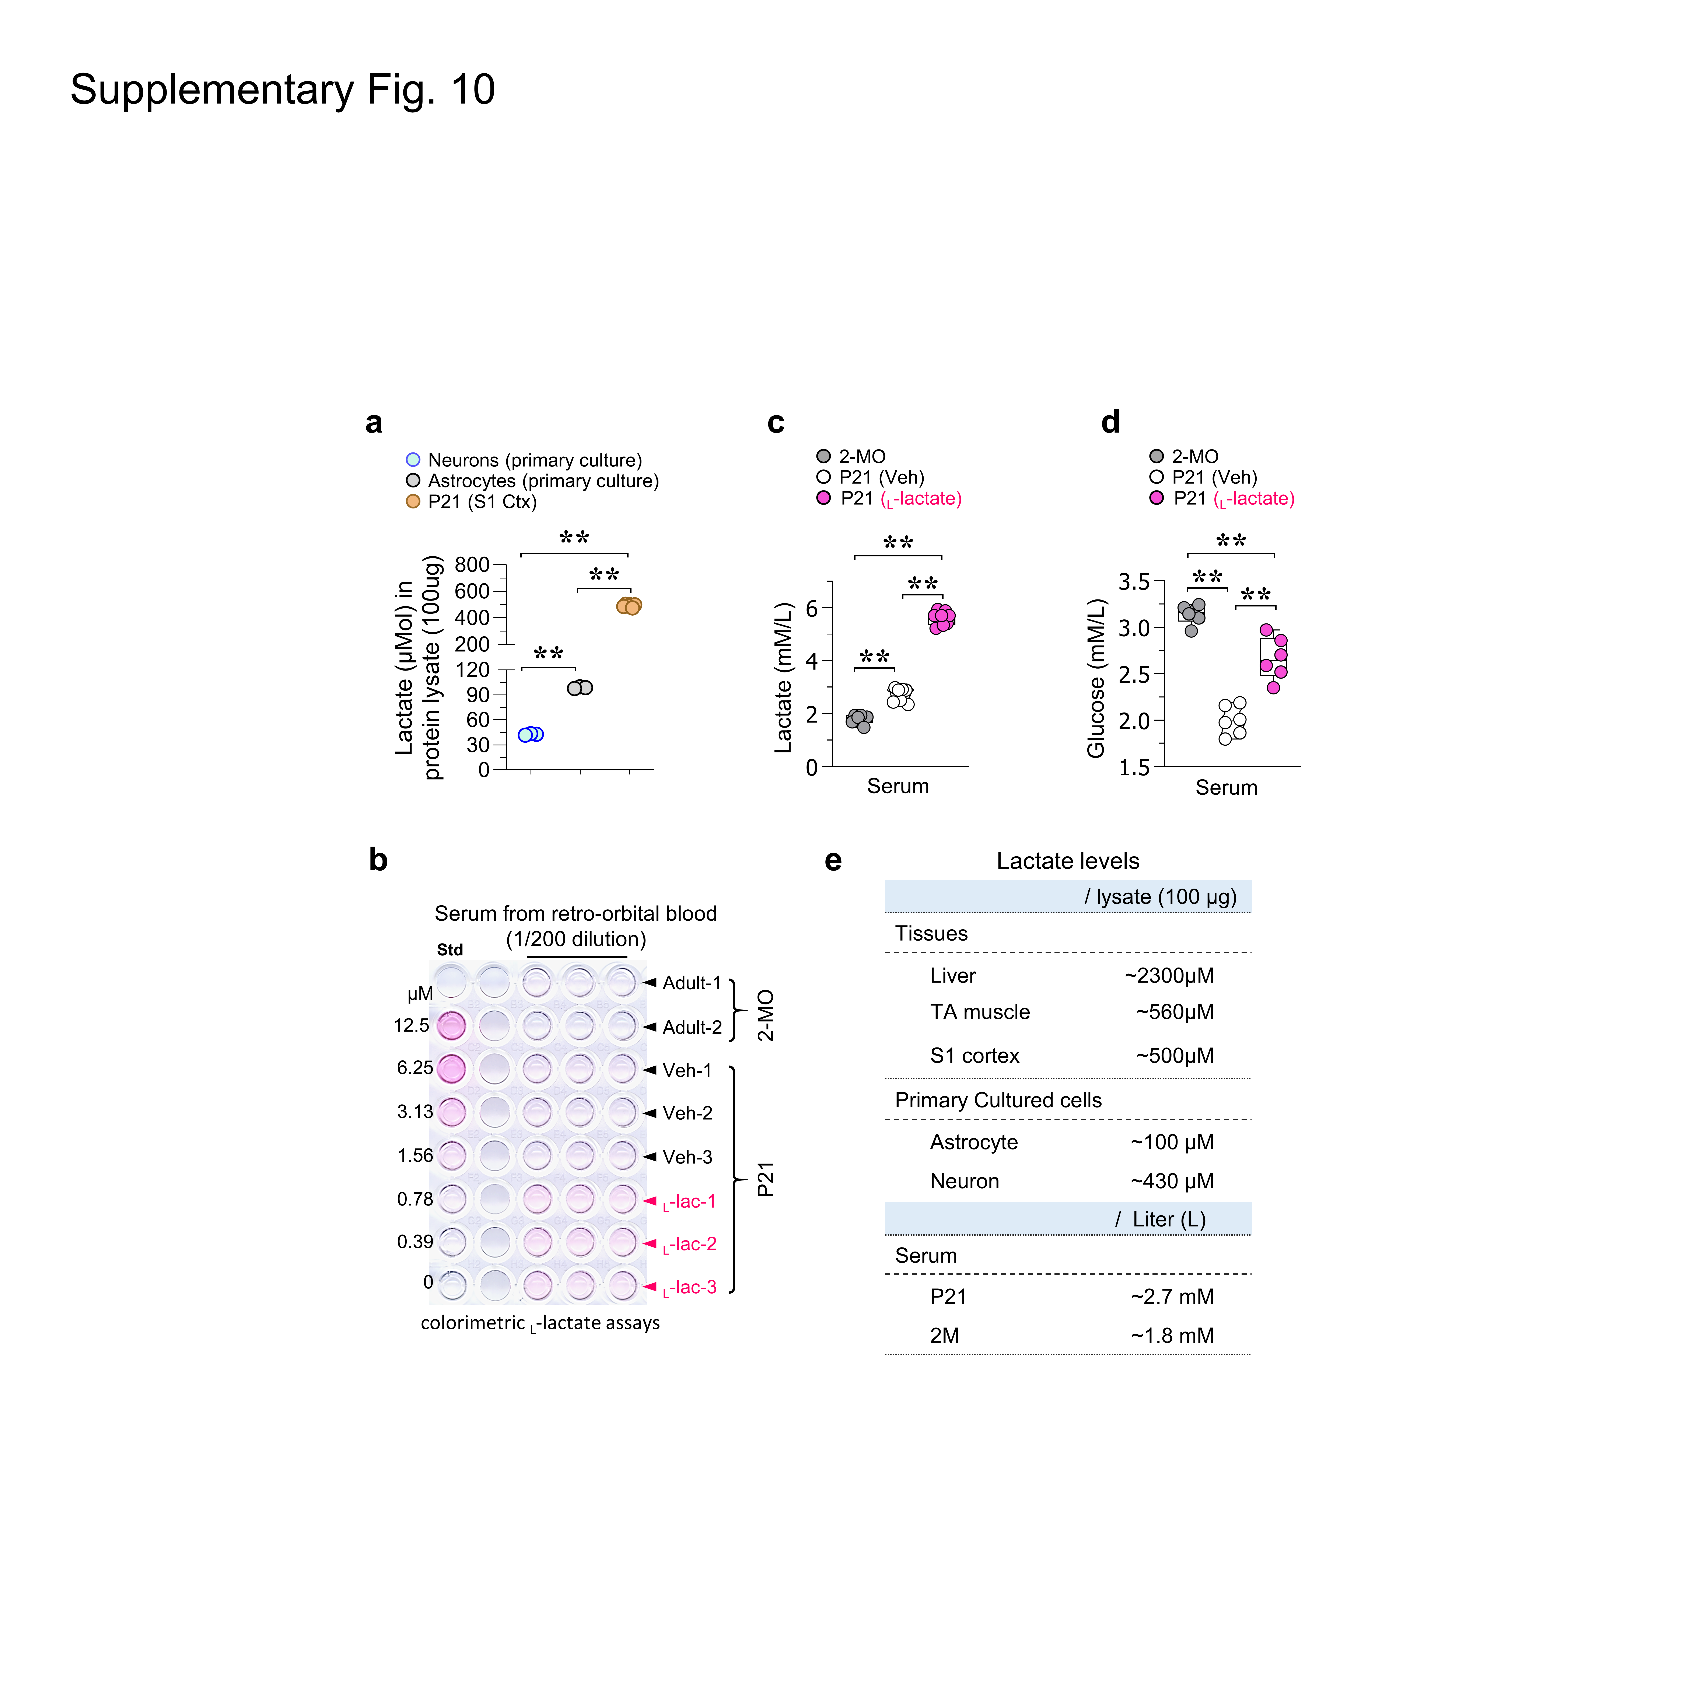

**Supplement:** Supplementary file 1 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

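S1 cortex of mice with whisker stimulation (WS, 3 libraries) and without (NS, 3 libraries) was sequenced by the authors on a DNBseq instrument. According to the methods, the authors removed rRNA reads and reads of low quality, aligned the rest with HISAT2, normalized to FPKM and detected differential expression with DESeq2 and PossionDis. The genome build and the counting tool are not named in the paper's text. The deposited tables hold no FPKM values. They hold for each gene the mean over the 6 libraries as an estimated count, which the authors did not scale for depth, its SD, and a z-score for each library, which the authors made by subtracting the mean and dividing by the SD. The authors also deposited a column named log2 fold change, treated here as a score because it is 6 times the log2 ratio of the group means, a p-value, a −log10 of the p-value, and an FDR score that exceeds 1 for 61 genes. The column for WS replicate 3 has a name with an added letter, and was taken as that replicate because the authors' own WS mean includes it. All columns of per-sample values were used.

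Estimated counts per library were computed back from the deposited mean, SD and z-score and rounded to whole numbers. The design had been written for counts or FPKM values. Since z-scores were deposited, the count test was applied to the counts computed back. In a check on simulated counts passed through the same rounding, 99.2% of values were returned as the same whole number over 14824 genes. Only 1 recovered value was under 0.5, so genes without a read in some library appear to have been left out of the tables before deposit. Library pairs were compared by chi-square over genes with at least 20 counts in total. No pair came near the value of 1 that sampling noise gives, with the lowest at 4.49 per degree of freedom, so each library was counted as 1 replicate.

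Differential expression was tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test) and Benjamini-Hochberg adjustment over 13747 genes, with an adjusted p under 0.05 and an absolute log2 fold change above 1 as in the methods. Lists of genes were tested with camera of limma 3.58.1. R 4.3.3, DESeq2 1.42.0, Python 3.11.15 and SciPy 1.17.1 were used. Gene positions, GC content and transcript length came from GENCODE M21 on GRCm38, and 99.9% of the tested genes had a GC content and length. The total counts over the listed genes, between 15660389 and 17276169 per library, were taken as the depth, and counting error falls as counts rise, so genes with under 10 counts on average carry little information.

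The replicate numbers come from the sample labels, and Supplementary Fig. 1a gives the barrel cortex of the other side, which received no stimulation, as the control, but the text on the RNA-seq does not name which NS and WS samples share an animal. The results were therefore fitted without a block, as planned, and also with the replicate number as a block. The tests were tested on simulated counts with 200 changed genes. Over 13747 simulated genes, edgeR recovered 93.5% of the changed genes at an adjusted p under 0.05, and 7.88% of its calls were false. These shares were found with 200 changed genes and need not hold with fewer. Of 500 lists of unchanged genes, 3.40% had a camera p under 0.05. The simulated genes were drawn independently and the lists at random. This share therefore does not check camera for lists whose genes vary together, such as cell markers.

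Genes named in the text are those the paper names as findings of the RNA-seq, Hif1a, members of the lists described, and the 10 smallest p-values among genes with at least 10 counts on average whose 3 WS values all lie on one side of the 3 NS values. The immediate early gene list held Fos, Fosb, Fosl2, Junb, Arc, Egr1, Egr2, Egr3, Egr4, Npas4, Nr4a1, Nr4a2, Ier2, Dusp1 and Btg2. The endothelial list held Pecam1, Cdh5, Cldn5, Flt1, Kdr, Tek, Tie1, Podxl, Egfl7, Esam, Emcn, Ly6c1, Slco1a4, Abcb1a and Slc2a1. The pericyte list held Pdgfrb, Rgs5, Kcnj8, Abcc9, Cspg4, Anpep, Vtn, Higd1b, Ndufa4l2 and Notch3. The astrocyte list held Slc1a3, Slc1a2, Aqp4, Gfap, Aldh1l1, S100b, Aldoc, Gja1, Sox9 and Fgfr3. The HIF1 target list held Vegfa, Slc2a1, Pgk1, Pdk1, Bnip3, Egln3, Adm, Hk2, P4ha1, Ankrd37, Ldha and Ndrg1. The choroid plexus list held Ttr, Kl, Folr1, Clic6, Kcnj13, Otx2, Aqp1, Enpp2, Prlr and Sostdc1. The lists and these rules were fixed before the deposited data were examined. When the immediate early gene list was written, however, Fos, Arc and Egr4 had been seen as higher in the paper's supplementary table. Agt, Eif3j2, Hbb-b1, Tuba1c, Rpl34-ps1 and Rpl29 are named outside these rules, after their values were seen. Another planned list is not reported here, and since it was taken out after the results were seen, camera p-values were then adjusted over the 9 lists that remain. Alternatives were other normalizations, other filters, DESeq2, the replicate block, each library left out in turn, and other thresholds. Tests on log2 FPKM were not run because the tables hold no FPKM values. Gene ontology and KEGG enrichment, the reads, and the RT-qPCR, Western blot and imaging data were not analysed here.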

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

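The tests of other normalizations and of GC content and length were written down before their results were seen, and the comparisons with all tested genes and with other marker genes were chosen only after the result was seen. For Fos, Arc, Egr4, Sema6a and Pecam1, the paper gives no RNA-seq value outside its supplementary table. Each was higher in 3 of 3 same-numbered pairs, and each passed an adjusted p of 0.05 only in some fits. The log2 fold changes were 1.03 for Fos, 1.13 for Arc, 1.17 for Egr4, 0.66 for Sema6a and 0.87 for Pecam1. Their adjusted p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was 0.416, 0.9998, 0.101, 0.599 and 0.813 without the block. With the replicate number as a block the adjusted p of the same test was 5.9e-04, 2.2e-06, 3.0e-05, 0.0019 and 9.5e-04. Over all alternatives the lowest adjusted p was 7.3e-05 for Fos (with DESeq2), 2.2e-06 for Arc, 3.0e-05 for Egr4, 0.0018 for Sema6a (with DESeq2) and 9.5e-04 for Pecam1, and the highest was 0.99999 for each. With 1 library left out in turn, the log2 fold change ranged from 0.73 to 1.20 for Fos and from 0.63 to 1.36 for Arc. The range was 1.00 to 1.44 for Egr4, 0.55 to 0.82 for Sema6a and 0.65 to 1.08 for Pecam1.

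Under the other normalizations the lowest log2 fold changes were 1.03 for Fos, 1.13 for Arc, 1.16 for Egr4, 0.66 for Sema6a and 0.87 for Pecam1. These normalizations differ little from TMM, with a median log2 fold change over all genes of 0.0057 and 0.010 against 0.0074, so that comparison alone had no means of showing an effect of scaling. A scaling factor moves all genes of a library alike, while the 5th and 95th percentiles of the log2 fold changes of all tested genes were -0.17 and 0.26, so a factor shared by all genes does not account for rises of 0.66 to 1.17 in these 5. With the trend on GC content and transcript length removed, in the fits with and without the block, the lowest values left were 0.98 for Fos, 0.98 for Arc, 1.03 for Egr4, 0.63 for Sema6a and 0.82 for Pecam1. Fos, Arc and Egr4 are immediate early genes, and a response shared by that class is the biological explanation the design gives. The other 12 genes of the list had a median log2 fold change of -0.028 without the block, with a range from -0.14 to 0.07 and 1 of 12 higher, and 0.0062 with the block, with 7 of 12 higher. With all 6 libraries, the rest of the list thus stayed near 0. The 3 genes were set apart because they rose. The median of the whole list was 0.34 without NS replicate 3 and 0.14 without WS replicate 1. It was -0.23 without NS replicate 1, -0.14 without WS replicate 3, -0.046 without NS replicate 2 and -0.032 without WS replicate 2. These fits leave 1 library without its same-numbered partner, so they do not decide the question. With the block the other 12 genes lay between -0.15 and 0.04. That argues against a class response of the size seen in Fos, Arc and Egr4, while a smaller one is not excluded. For Pecam1, an increase in endothelial RNA would raise the other endothelial markers too. The other 14 had a median log2 fold change of 0.083 and a highest value of 0.25, so that explanation accounts for at most a small part. No biological explanation was tested for Sema6a.

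Among the 10876 genes with a mean of at least 100 counts, 24 had an absolute log2 fold change above 0.4 (22 higher in WS), 13 above 0.6 (13 higher) and 10 above 0.8 (10 higher). At each of these thresholds 8 were in the lactate, VEGFa or immediate early gene lists, which leaves 16, 5 and 2 outside them. The 2 outside at 0.8 were Pecam1 and Agt, and Agt was named after its value was seen. The lactate and VEGFa lists were drawn by the paper from these data. The immediate early gene list was written with Fos, Arc and Egr4 known to be higher in the paper's supplementary table. Some of this overlap is therefore expected. The rest may reflect a response of few genes to WS, or a step in making the deposited table. The count of 2 genes outside the lists cannot tell these apart, and the reads were not analysed here, so the pattern remains open.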

How the results depend on the processing

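The count of genes with an adjusted p under 0.05 and a log2 fold change above 1 in WS was 4, and that of genes below -1 was 0. It was 4 and 0 with either other normalization and with either other filter, 5 and 0 with DESeq2, and 6 and 0 with the replicate number as a block. The 5 genes with an adjusted p under 0.05 whatever the fold change were the same genes under the other normalizations and filters, and were among the 8 called by DESeq2 and the 11 called with the block. At an unadjusted p under 0.05 and a log2 fold change above 2 the count was 0, and 0 below -2. Across the 6 fits that each left out 1 library, the count of higher genes ranged from 0 to 6 and that of lower genes from 0 to 1. The counts of 0 came without NS replicate 2 and without NS replicate 3, where 211 and 190 genes still had an unadjusted p under 0.05. The cause was not tested. Alternatives chosen after seeing the data were limma on log2(CPM + 1) and on log2(CPM + 0.1), which gave 0 genes higher each (299 and 326 genes at an unadjusted p under 0.05), and the thresholds read from the deposited columns (a one-sided paired p up to 0.1 and 6 times the log2 ratio of the means beyond 2), which gave 362 genes higher and 138 lower. Tests on log2(FPKM) were not run.

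Under limma on log2(CPM + 1) and on log2(CPM + 0.1), 5 genes lost an adjusted p under 0.05 while their log2 fold changes stayed near their values, at 1.11 and 1.13 for Slc16a1, 1.40 and 1.42 for Slc16a7, 0.87 and 0.87 for Bsg, 0.97 and 0.99 for Emb, and 1.36 and 1.38 for Vegfa. That of Slc16a8 fell from 1.63 to 0.83 and 1.48, and that of Hcar1 was 0.16 and 0.28, against 0.28. With adjustment over all tested genes, Slc16a8 passed in 1 setting, the replicate block, at 1.62. With 1 library left out in turn, the log2 fold change ranged from 1.04 to 1.26 for Slc16a1, from 1.25 to 1.67 for Slc16a7, from 0.76 to 0.97 for Bsg, from 0.86 to 1.15 for Emb and from 1.28 to 1.58 for Vegfa. These 5 genes lost the adjusted p of 0.05 in 2 or 3 of the 6 fits, each time without an NS library. The direction of Hif1a, at -0.03, reversed without WS replicate 1, and its range was -0.099 to 0.052. Of the 16 genes tested in this way, Hif1a was the 1 gene whose direction reversed under any setting. Slc16a3 and Hcar1 kept their direction and stayed above an adjusted p of 0.05 in all settings. With 1 library left out they ranged from 0.015 to 0.29 and from 0.053 to 0.55. Low counts limit Slc16a8 and Hcar1, each with fewer than 50 counts in every library.

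Camera p-values in this paragraph are unadjusted unless stated. Of the gene lists, the lactate transporter and VEGFa production lists kept their direction and a camera p under 0.05 in all settings, but the paper chose both lists from these data, so this does not measure stability. Without the block, the immediate early gene list had a camera p of 0.0491, and 0.0670 when adjusted over the 9 lists. With Fos, Arc and Egr4 taken out, its camera p was 0.618 (chosen after seeing the data). The p of 0.0491 therefore rested on these genes, which rose, and does not show a fall of the list. Removing members that pass an adjusted p of 0.05 in edgeR's test left too few lactate transporter genes to test. The median of the immediate early gene list was -0.023 with upper-quartile normalization and -0.026 without a filter, both with a camera p above 0.05, and with the replicate block it was 0.0063. Without Fos, Arc and Egr4 it was -0.028 (chosen after seeing the data). Across the fits without 1 library it ranged from -0.23 to 0.34, and its camera p rose above 0.05 without NS replicate 1 (0.657), NS replicate 2 (0.0972) and WS replicate 3 (0.595). The pericyte list had a median of 0.11 with the replicate block, where its camera p rose to 0.0513. Without 1 library it ranged from 0.070 to 0.18, and its camera p rose above 0.05 without NS replicate 3 (0.0800), WS replicate 1 (0.122) and WS replicate 3 (0.260). The HIF1 target list had a median of 0.00071, and changed sign with DESeq2's size factors (-0.00098), without a filter (-0.00048), with the replicate block (-0.0074) and without Vegfa (-0.028, chosen after seeing the data). Without 1 library it ranged from -0.038 to 0.0044. The median of all genes also fell, from 0.0074 to 0.0057 with DESeq2's size factors and to 0.0067 without a filter. Since the median of the HIF1 target list lay so near 0, its sign changes in these settings say little about the list. The choroid plexus list, at -0.093 with a camera p of 0.0521, passed a camera p of 0.05 with upper-quartile normalization (-0.089), with at least 10 counts in every library (-0.091) and with the replicate block (-0.23), and ranged from -0.91 to 0.34 without 1 library. Adjusted over the 9 lists, its camera p in these 3 settings was 0.0676, 0.0550 and 0.0035. It also passed without NS replicate 1 (-0.33) and WS replicate 2 (-0.91), and in the other direction without WS replicate 1 (0.34). The lactate metabolism list ranged from -0.0049 to 0.077, the endothelial list from 0.036 to 0.14 and the astrocyte list from 0.084 to 0.17 without 1 library. The endothelial list lost a camera p under 0.05 without WS replicate 3 (0.130), and the astrocyte list lost it without NS replicate 3 (0.0534) and without WS replicate 3 (0.354). The cause of these changes was not tested. Among single genes named beside these results, 13 changes of the side of the threshold were stronger under an alternative.

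The correlation of same-numbered libraries (mean 0.22) is the reason for giving the block. The deviations were taken from the group means, so the mean of -0.11 for other numbers follows from the 0.22 and is no separate comparison. Of the 10 splits of the 6 libraries, 4 part all 3 same-numbered pairs and are compared here, and the other 6 part 1 pair. Of these 4 splits, 1, the real one, gave as many genes past the thresholds in one direction, and 4 of 4 gave as many as the 0 lower genes. A median as far from 0 came from 1 of 4 splits for the lactate transporter and VEGFa production lists, from 2 of 4 for the endothelial, pericyte and astrocyte lists, from 3 of 4 for the lactate metabolism list, and from 4 of 4 for the immediate early gene, HIF1 target and choroid plexus lists. With 4 splits the share cannot be under 0.25.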

Differences from the paper's values

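The paper reports 363 up-regulated and 138 down-regulated genes. By its stated thresholds, the counts here were 4 and 0, with 164 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. They gave between 0 and 6 higher genes and 0 or 1 lower genes. A setting chosen after seeing the values, which keeps rows with a one-sided paired p up to 0.1 and 6 times the log2 ratio of the group means beyond 2 in either direction, gave 362 and 138. In the authors' deposited table itself, 363 rows have a log2 fold change column above 2 and 138 rows have one below -2. On the log2 scale of the counts, the 363 genes have a median log2 ratio of 0.52 and the 138 genes one of -0.64, with 44 and 27 genes beyond 1 in absolute value.

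The supplementary table's log2 fold changes are the paper's, and each is larger than the value here. For Slc16a1 the paper gives 7.05 against 1.14 here, for Slc16a7 8.87 against 1.46, for Slc16a8 9.99 against 1.63, for Bsg 5.44 against 0.88 and for Emb 6.27 against 1.01. For Vegfa the paper gives 8.54 against 1.40, for Hcar1 1.87 against 0.28, for Fos 6.32 against 1.03, for Arc 6.88 against 1.13 and for Egr4 7.14 against 1.17. For Sema6a the paper gives 4.11 against 0.66, for Pecam1 5.36 against 0.87, for Eng 1.77 against 0.27 and for Notch4 1.81 against 0.27. None of the alternatives set before the data were examined closed these gaps. The deposited column that holds these values is 6 times the log2 ratio of the group means (median ratio 6.00, range 5.95 to 6.04). The gaps therefore come mostly from that factor.

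The paper describes MCT3, which Supplementary Fig. 2f gives as Slc16a8, as increased with MCT1 and MCT2. Its RNAscope methods list the MCT3 probe under Slc16a3, which had a log2 fold change of 0.15 here (standard error 0.18). Which gene the RNAscope measured is therefore unclear, and the values of Slc16a8 here may not bear on it. With adjustment over all tested genes, Slc16a8 passed an adjusted p of 0.05 with the replicate block, at 0.0442, and not without it. With adjustment over the list of 8 genes it passed without the block as well, at an adjusted p of 0.0016 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), though the paper names most of these 8 genes from these same data. The paper's Fig. 5a presents VEGFa production genes as differentially expressed. Of the 16 tested, Vegfa passed an adjusted p of 0.05 and the other 15 did not, with or without the block. Supplementary Fig. 2f presents lactate metabolism genes as differentially expressed, and of its 7 genes 0 passed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).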

Other observations

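The tests in this part were chosen only after the result was seen, apart from the counts over splits of the libraries given with the sensitivity of the results.

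The rule that gives the deposited counts was applied again after swapping the NS and WS labels within same-numbered pairs. With the labels as deposited it selected 500 genes in either direction. With pair 2 swapped it selected 547, with pair 3 swapped 723, and with both swapped 439. Thus 3 of 4 label arrangements, the real one included, gave as many genes. The design has 4 arrangements, so this cannot show that the number exceeds what relabelling gives. In the authors' deposited table 981 genes have a p under 0.05, while a p that is spread evenly from 0 to 0.5 would give 1482.4. Of the 363 and 138 rows, 125 and 76 had a mean under 10 counts.

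Vegfa is a HIF1 target, and the paper proposes HIF1α signalling behind it. The other 11 genes of a HIF1 target list had a median log2 fold change of -0.028, with 5 of the 11 higher in WS, and Hif1a itself was at -0.03. A broad HIF1 response at the RNA level 90 minutes after the last stimulation was therefore not seen in whole S1 cortex. HIF1α is regulated as a protein, and a response in a small share of cells may not be visible in bulk RNA, which the median of -0.028 does not address.

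Slc16a8 is described in the paper's introduction as a gene of the choroid plexus, so tissue carried over at dissection is a possible explanation for its rise. The 9 tested choroid plexus markers had a median log2 fold change of -0.093, with 3 of the 9 higher in WS. Carry-over would have raised them, which was not seen without a block or with it (-0.23). These markers varied widely between libraries, and their median ranged from -0.91 to 0.34 when 1 library was left out. Without NS replicate 3 or WS replicate 1, all 9 were higher (medians 0.27 and 0.34). Without NS replicate 1 or WS replicate 2, 7 and 8 of the 9 were lower (medians -0.33 and -0.91). Carry-over is therefore not excluded.

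Gja1, an astrocyte gene, had 347 counts in NS replicate 3 and between 2953 and 3688 in the other 5 libraries. It was singled out after its values were seen. Fewer astrocytes in that sample would lower other astrocyte markers too. The log2 ratio of NS replicate 3 to the mean of the other libraries was -3.19 for Gja1 and had a median of -0.13 for the other 9 markers, so that explanation does not account for it. A lost digit in the deposited values is a possible explanation, since 10 times the count is 1.09 times the mean of the others. A true drop of that size would give the same value, so these cannot be told apart. No other biological explanation was tested.

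Of 8 genes with a mean of at least 100 counts in NS and a ratio of at least 4 between the highest and lowest NS library, 3 had the same-numbered WS library as the closest of the 6 possible pairings, against 1.33 expected by chance (exact binomial test, one-sided p = 0.135). The genes were Eif3j2, Hbb-b1 and Tuba1c. In Tuba1c the counts were 42, 1207 and 2377 in NS and 68, 1241 and 2248 in WS. The sharing of an animal, or of a strain variant, between same-numbered libraries may explain such genes, but 3 of 8 leaves it open. The closest pairing is a strict measure, since 2 libraries with similar counts can trade places. In Rpl34-ps1 the counts were 826, 7 and 865 in NS and 974, 29 and 838 in WS, and in Rpl29 they were 1962, 57 and 82 in NS and 2490, 125 and 72 in WS. In both, the library that stands apart has the same number in NS and WS, although neither is among the 3.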
